# Tryptophan fuels MYC-dependent liver tumorigenesis through indole 3-pyruvate synthesis

**DOI:** 10.1038/s41467-024-47868-3

**Published:** 2024-05-20

**Authors:** Niranjan Venkateswaran, Roy Garcia, M. Carmen Lafita-Navarro, Yi-Heng Hao, Lizbeth Perez-Castro, Pedro A. S. Nogueira, Ashley Solmonson, Ilgen Mender, Jessica A. Kilgore, Shun Fang, Isabella N. Brown, Li Li, Emily Parks, Igor Lopes dos Santos, Mahima Bhaskar, Jiwoong Kim, Yuemeng Jia, Andrew Lemoff, Nick V. Grishin, Lisa Kinch, Lin Xu, Noelle S. Williams, Jerry W. Shay, Ralph J. DeBerardinis, Hao Zhu, Maralice Conacci-Sorrell

**Keywords:** Gastrointestinal cancer, Cancer metabolism

## Abstract

Cancer cells exhibit distinct metabolic activities and nutritional dependencies compared to normal cells. Thus, characterization of nutrient demands by individual tumor types may identify specific vulnerabilities that can be manipulated to target the destruction of cancer cells. We find that MYC-driven liver tumors rely on augmented tryptophan (Trp) uptake, yet Trp utilization to generate metabolites in the kynurenine (Kyn) pathway is reduced. Depriving MYC-driven tumors of Trp through a No-Trp diet not only prevents tumor growth but also restores the transcriptional profile of normal liver cells. Despite Trp starvation, protein synthesis remains unhindered in liver cancer cells. We define a crucial role for the Trp-derived metabolite indole 3-pyruvate (I3P) in liver tumor growth. I3P supplementation effectively restores the growth of liver cancer cells starved of Trp. These findings suggest that I3P is a potential therapeutic target in MYC-driven cancers. Developing methods to target this metabolite represents a potential avenue for liver cancer treatment.

## Abstract (web summary)

Amino acids availability is normally a limitation for protein synthesis and can determine cancer progression and therapy response. Here, the authors show that MYC-associated cancer has a dependency on tryptophan not because of translation regulation, but Indole 3-Pyruvate synthesis.

## Introduction

Through the activity of oncogenes, cancer cells develop an increased ability to obtain nutrients and efficiently utilize them for biomass production and cell growth^1^. Recent studies explored the efficacy of limiting single dietary components in cancer treatment^2–4^. For example, methionine deprivation reduces the growth of colon cancer cells^5–7^, and asparagine deprivation prevents the growth of cancer cells by altering mitochondrial function^3^. Furthermore, diets restricted in serine and glycine reduce cancer cell growth through the accumulation of deoxysphingolipids^2–4^. Because the different types of cancer vary in their metabolic activity, preferred energy source, and nutritional dependencies, characterization of nutrient demands by individual tumor types has the potential to identify their specific vulnerabilities that can be safely manipulated through dietary or pharmacologic interventions to target the destruction of cancer cells while minimally affecting healthy tissues.

Hepatocellular carcinoma (HCC) is the third leading cause of cancer mortality worldwide^8^. Despite therapeutic efforts, liver cancer is a highly refractory disease with a five-year survival rate of 30%. Hyperactivation of the WNT/β-catenin pathway is a major contributor to the pathogenesis of liver cancer^9^. One of the major targets of the WNT pathway is the universal oncogene *MYC*. MYC is aberrantly activated in patients with liver cancer and is associated with poor prognosis^10,11^. In mice, MYC is the most potent driver of HCC^12^. Interestingly, MYC promotes the uptake of Trp through increasing the expression of the Trp transporters SLC1A5 and SLC7A5 to drive cell growth in cultured cancer cells^13,14^.

Trp is a multifunctional essential amino acid that can be incorporated into new proteins, be converted into serotonin, and be metabolized by the Kyn pathway^15,16^. The first step of the Kyn pathway is catabolized by 3 enzymes: indoleamine 2,3-dioxygenase 1 (IDO1), IDO2, and tryptophan 2,3-dioxygenase (TDO2)^17,18^. This produces the intermediate N-formyl kynurenine, which is converted into Kyn by arylformamidase (AFMID). Kyn can be further metabolized into kynurenic acid, cinnabarinic acid, xanthurenic acid, picolinic acid, quinolinic acid, and NAD^+^^19–21^. The amounts and activity of different enzymes define the production rate and stability of specific Trp metabolites^16^. We previously demonstrated that Kyn levels are increased in colon cancer cells and in 90% of colon cancer tumors via increased Trp uptake and elevated expression of Trp-metabolizing enzymes^13^. Kyn also causes T-cell inhibition and prevents cancer cell clearance^20,22–25^. While IDO levels are elevated in certain tumors, several inhibitors that are designed to block the activity of IDO1 have failed in clinical trials^26^, suggesting that a more complex and potentially tissue-specific role for Trp and its metabolites may be involved in tumor growth.

Trp was also recently shown to generate indole 3-pyruvate (I3P) via the activity of interleukin 4-induced 1 (IL4I1)^27^. Like Kyn, I3P drives proliferation as a ligand for the transcription factor aryl hydrocarbon receptor (AHR)^13,27^, which regulates genes involved in cell growth^28,29^. The importance of I3P pathway in cell autonomous and immune-modulatory pathways is just beginning to be explored. Here, we demonstrate that liver tumors initiated by the transgenic expression of MYC take up larger amounts of Trp than normal liver tissue and generate I3P, which functions as an oncometabolite that drives tumor growth.

## Results

### MYC-driven liver tumors exhibit an increase in Trp uptake

In the liver, Trp can be incorporated into proteins or other metabolites^16^ (Fig. 1a). Using RNA-seq to compare normal livers or liver tumors driven by the overexpression of MYC as a transgene (Fig. 1b), we found that the expression of the Trp transporters SLC1A5 and SLC7A5, but not the Trp-metabolizing enzymes (TDO2, IDO2, AFMID, AADAT, KYNU, QPRT), were elevated in tumors (Fig. 1c). IDO1 expression was not measurable in this RNA-seq experiment. Examining a previously published dataset of MYC-induced liver tumors^30^, we confirmed that SLC1A5 and SLC7A5 were induced by MYC and that turning MYC off rapidly abrogated their expression (Fig. 1d), thus indicating that SLC1A5 and SLC7A5 are likely direct MYC targets in liver cancer as shown for colon cancer^13^.

**Fig. 1:**
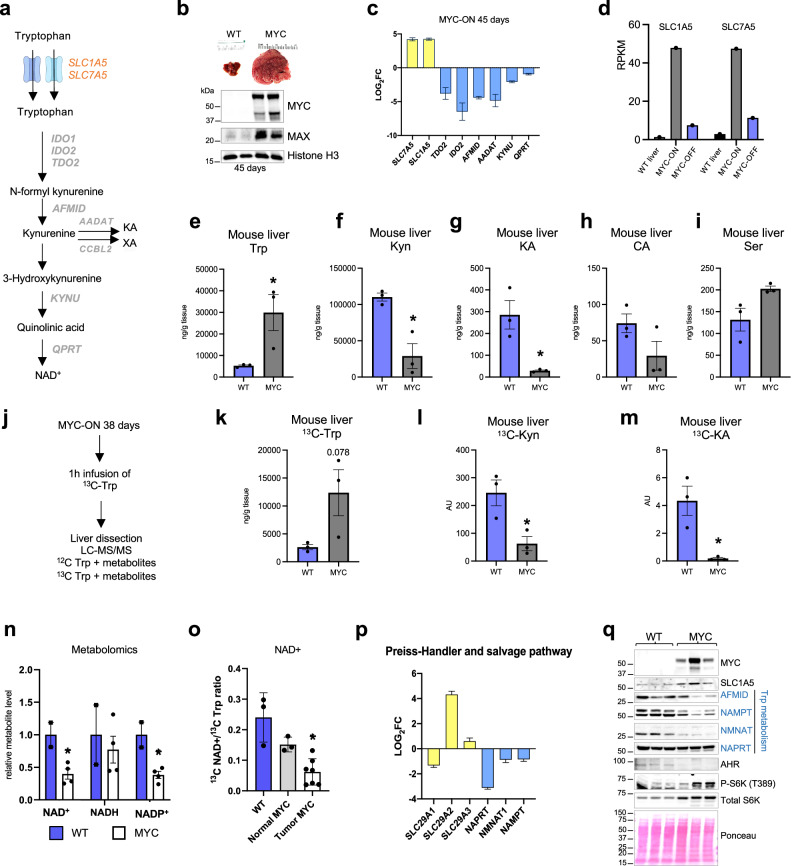
MYC-driven liver tumors exhibit an increase in Trp uptake. **a** The Kyn pathway and its enzymes. kynurenic acid (KA), xanthurenic acid (XA). **b** Relative size comparison of WT and MYC-expressing livers and Western blots of liver protein lysates from WT liver and liver in which MYC was turned on for 45 days. **c** Relative mRNA expression of Trp transporters and Trp-metabolizing enzymes plotted from RNA-seq of WT liver (*n* = 2) and liver in which MYC was turned on for 45 days (*n* = 3). Plots show LOG2 fold change and error bars calculated by LOG2 FC SE. **d** Relative mRNA expression for Trp transporters; data extracted from previously published dataset^30^, comparing WT and a mouse model of liver carcinoma driven by an inducible Tet-MYC transgene. Plots show RPKM values (*n* = 1). **e**–**i** LC-MS/MS quantification of Trp (**e**), Kyn (**f** ), KA (**g**), cinnabarinic acid (CA) (**h**), and serotonin (Ser, **i**) in WT (*n* = 3) and MYC-ON livers (*n* = 3). Plots show mean +/− SEM and *P*-value was calculated by unpaired *t*-test *P ≤ 0.05. **j** Schematic representation of ^13^C-Trp infusion in WT and MYC-expressing livers. **k**–**m** Quantification of ^13^C-Trp (**k**), ^13^C-Kyn (**l**), and ^13^C-KA (**m**) in WT (*N* = 3) and MYC-ON livers (*n* = 3). Plots show mean +/− SEM and *P-*value was calculated by unpaired *t*-test *P ≤ 0.05. **n** NAD^+^, NADH, and NADP+ measured by LC-MS-MS in WT (*n* = 2) and MYC-expressing livers (*n* = 4) MYC-ON. Plots show mean +/− SEM and *P-*value was calculated by unpaired test *P ≤ 0.05. **o** Quantification of ^13^C-NAD^+^ in WT (*n* = 3), normal looking regions of MYC-overexpressing livers (*n* = 3), and tumors of MYC-overexpressing livers (*n* = 6) after^13^ C-Trp infusion. Plots show mean +/− SEM and *P-*value was calculated by unpaired *t*-test. *P ≤ 0.05. **p** Relative mRNA expression of transporters and enzymes that generate NAD by the salvage pathway plotted from RNA-seq of WT liver (*n* = 2) and liver in which MYC was turned on for 45 days (*n* = 3). Plots show LOG2 fold change, and error bars calculated by LOG2 FC SE. **q** Western blot analysis for SLC1A5, S6, and S6K and Trp-metabolizing enzymes of WT and MYC-expressing livers (*n* = 3).

In line with the elevated expression of SLC1A5 and SLC7A5 in liver cancer, Trp levels were elevated in livers of mice upon MYC upregulation, as measured by tandem mass spectrometry (LC-MS/MS) (Figs. 1e,  S1a). In the same samples, the Trp metabolites Kyn and kynurenic acid (KA) were decreased but Cinnabarinic acid (CA) and serotonin was not altered (Figs. 1f–i,  S1a). To quantify Trp uptake by liver cells in vivo, we infused control and mice carrying MYC-driven liver tumors with Trp isotopically labeled in all carbons (^13^C-Trp) by intravenous injection using experimental conditions previously established for glutamine^31,32^ (Fig. 1j). The livers were dissected 1 h after injection and subjected to LC-MS/MS. This experiment revealed that ^13^C-Trp from the bloodstream made a larger contribution to the intracellular Trp pool in liver tumors than normal tissues, consistent with elevated uptake in tumors (Figs. 1k,  S1b). Circulating ^13^C-Trp made a smaller contribution to the products of Trp, including Kyn, and KA, with serotonin levels below detection limit (Fig. 1 l, m). Other metabolites downstream were not measurable.

NAD^+^ and NADP^+^ were also reduced in MYC-driven liver tumors (Fig. 1n, o). NAD^+^ steady state levels (Fig. 1n) and levels generated from ^13^C-Trp (Fig. 1o) were reduced in MYC-ON livers in agreement with the reduction in the expression of the enzymes necessary for their production (Fig. 1p, q). Enzymes involved in generating NAD^+^ via pathways that are independent of Trp were also downregulated in mouse liver tumors (Fig. 1p, q, Fig. S1c). This finding supports the previous model of HCC driven by the prefoldin-like chaperone (URI), which displayed a reduction in Trp metabolites and Trp-metabolizing enzymes in parallel with the acquisition of growth-promoting pathways including phosphorylation of S6 kinase (also observed here, Fig. 1q)^33^.

### Characterizing physiological effects of synthetic diets containing low or no Trp

To test the importance of increased Trp for liver cancer growth, we used synthetic diets that contained established amounts of all nutrients but with Trp reduced or absent (Table S2 for diet composition, Fig. 2a). First, we tested these diets in normal mice. It took 21 days for the No-Trp diet to cause a significant reduction in Trp levels in the liver. In contrast, the reduced Trp diet did not affect Trp levels in the liver or in circulation (Figs. S2a, b,  2b–g). The No-Trp diet caused a 40% reduction of Trp levels in the liver (Fig. 2b) and a ~ 10-fold reduction in the serum (Fig. 2e). As expected, the levels of Kyn and serotonin were also reduced in the livers and circulation of mice fed a diet lacking Trp (Fig. 2c, d, f, g). Trp-reduced diets had more modest effects. Trp was the only amino acid that was significantly low in the livers (Fig. 2h) and circulation (Fig. 2i) of mice fed the No-Trp diet. Interestingly and for reasons not yet determined, aspartate, glutamate, and serine in the livers (Fig. 2h) and methionine in the serum (Fig. 2i) were significantly higher in mice starved of Trp. Trp starvation resulted in a reduction in body weight in the No-Trp mice compared to mice fed the control diet (Fig. 2j); however, similar amounts of food were consumed by both groups (Fig. 2k–m).

**Fig. 2:**
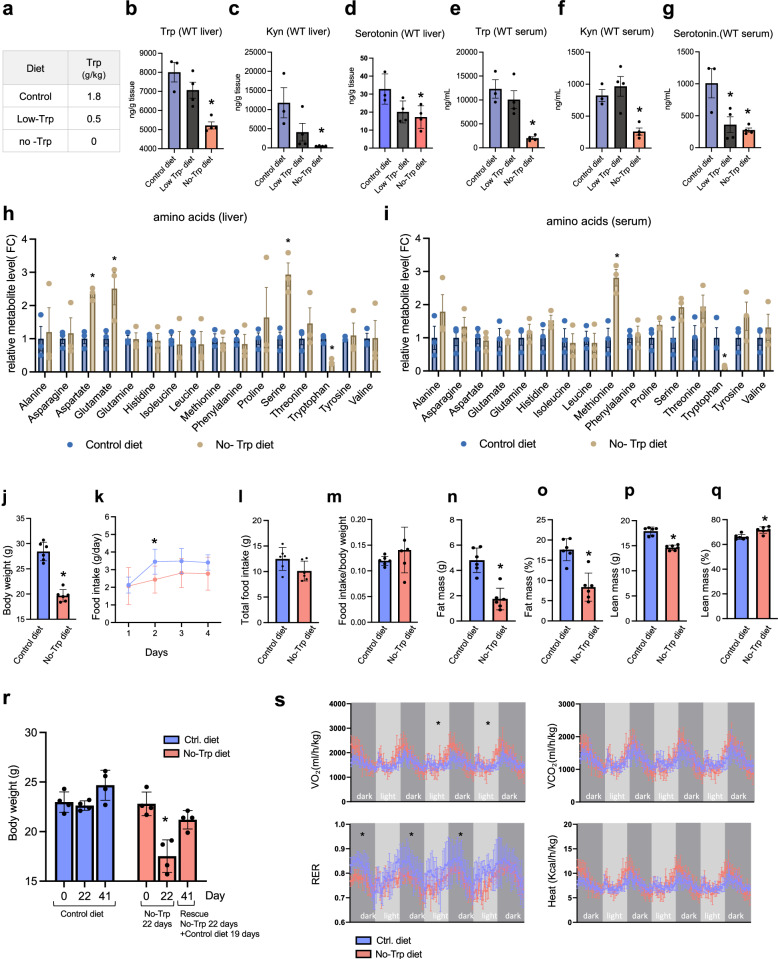
Effects of Trp depletion in normal mice. **a** Trp content in diets. **b**–**d** Trp (**b**), Kyn (**c**), and serotonin (**d**) in control (*n* = 3), Low-Trp (*n* = 4), and No-Trp diets (*n* = 4). Each dot represents one mouse. Plot shows mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **e**–**g** Trp (**e**) Kyn (**f** ), and serotonin (**g**) in serum of mice fed the indicated diets for 21 days (*n* = 3). Each dot represents one mouse. Plot shows mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **h**–**i** Amino acid in liver (**h**) and serum (**i**) after 21 days in the indicated diets (*n* = 3). Each dot represents one mouse. Plot shows mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **j** Weight of mice fed control or No-Trp diet (*n* = 6). The plots show mean with SEM and the *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **k**–**m** Daily food consumption (**k**), cumulative (**l**), and per weight (**m**) in control or No-Trp diets day 18–21 (*n* = 6). The plots show mean with SEM and the *P*-value was calculated by unpaired *t*-test *P ≤ 0.05. **n**–**o** Fat mass (**n**) and percentage (**o**) measured by ECO MRI after 21 days on the diets (*n* = 6). The plots show mean with SEM and the *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **p**–**q** Lean mass (**p**) and percentage (**q**) measured by ECO MRI after 21 days in the diets (*n* = 6 mice). The plots show mean with SEM and the *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **r** Weight of animals fed No-Trp and re-fed complete diet (*n* = 4). Each dot represents one mouse. Plot shows mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **s** O_2_ consumption (VO_2_), CO_2_ production (VCO_2_), respiration rate (RER) and heat production (Heat) in mice fed the control or No-Trp diet on day 18-21 (*n* = 4). Plot shows mean +/− SEM. Area under the curve with mean with SD and the *P*-value calculated by unpaired *t*-test. *P ≤ 0.05.

Interestingly, animals fed No-Trp diet lost predominantly fat mass (Fig. 2n, o) while preserving lean mass (Fig. 2p, q). The weight loss caused by Trp starvation was fully rescued by feeding the No-Trp mice the control diet (Fig. 2r), suggesting that no permanent effects on body weight were caused by transiently altering dietary levels of Trp. Trp starvation had modest effects on respiration rate, (Fig. 2s). These results also suggest that side effects of short-term Trp starvation are limited and reversible.

### Trp deprivation reduces the growth of MYC-driven liver tumors

To test the importance of Trp for the initiation of MYC-driven liver cancer, we compared mice overexpressing MYC in the liver that were fed with control, Low-Trp, or No-Trp diets for 21 days (Fig. 3a). The mice fed the control diet died between days 47–55 of age, and the mice fed Trp-reduced diet survived longer (Fig. 3b). Mice fed the No-Trp diet had no or small tumors and were all alive on day 67 (Fig. 3b). Per IACUC recommendation, all animals were sacrificed on day 67 due to >20% weight loss. Liver size and weight were lower in the mice fed the No-Trp diet than in the mice fed the control diet. The liver weight of mice with MYC-driven tumors reached 40% of the body weight. However, the liver weight of mice fed the No-Trp diet was around 10% of their body weight (Fig. 3c, d). Moreover, the No-Trp diet did not affect the liver–body ratio in wild type (WT) mice (Fig. 3d), indicating that Trp reduction has a more severe effect on cancer cells in the liver. We confirmed that the levels of Trp and Kyn (Fig. 3e, f ) were lower with Trp starvation in the MYC-driven liver tumors.

**Fig. 3:**
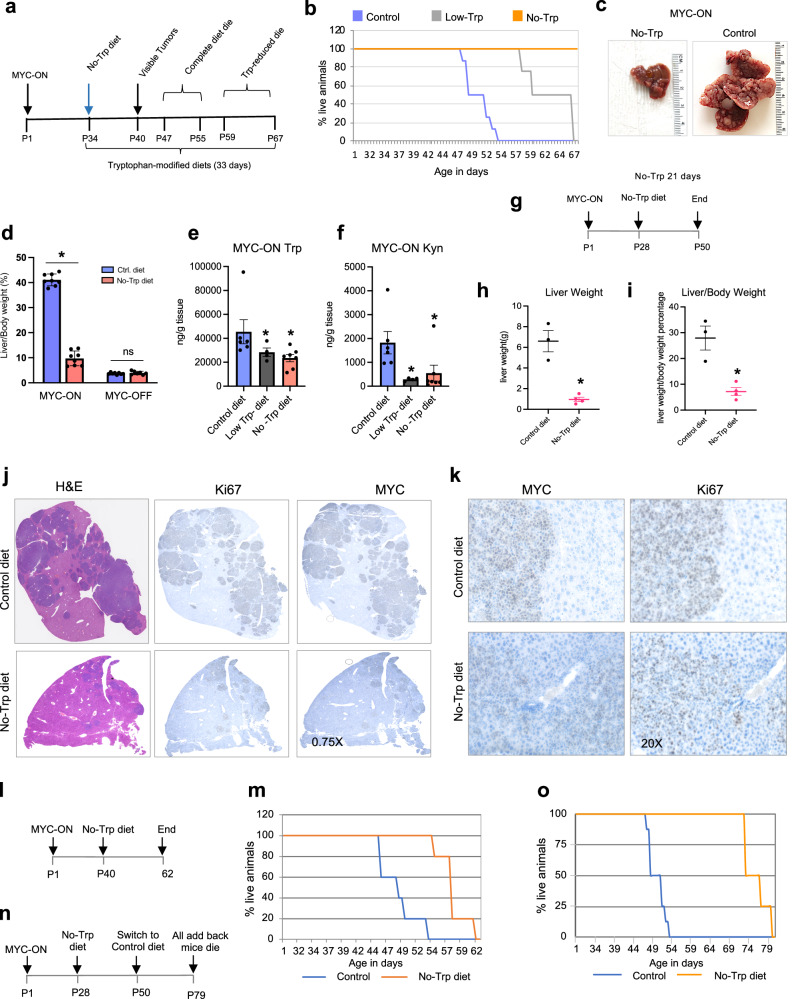
Trp deprivation reduces the growth of MYC-driven liver tumors. **a** Survival study. **b** Survival curve of mice assigned in control, Low-Trp, or No-Trp diets (*n* = 8 mice per each group). **c** Liver of animals assigned to control and No-Trp diet in (**b**). **d** Ratio of liver to body weight of MYC-ON and WT mice fed either the control or No-Trp diet. MYC-ON control diet (*n* = 8), MYC-ON No-Trp diet (*n* = 8), WT control (*n* = 8), WT No-Trp diet (*n* = 7). Each dot represents one mouse. Plot shows mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **e**–**f** Trp and Kyn in the MYC-ON mice fed the control, Low-Trp, or No-Trp diets at day 67 of age (*n* = 6 mice per group). Each dot represents one mouse. Plot shows mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **g** MYC-ON mice were assigned to the control diet or No-Trp diet for 21 days. **h** Weight of the liver of MYC-ON mice fed either the control (*n* = 3) or No-Trp diet (*n* = 4) for 21 days. SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **i** Ratio of liver weight to body weight of MYC-ON mice after being fed either the control (*n* = 3) or No-Trp diet (*n* = 4) for 21 days. SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **j**–**k** Representative H & E, Ki-67, and MYC staining of livers obtained from mice fed either the control or No-Trp diet for 21 days (as described in **g**) at 0.75X ( **j**) or 20X (**k**) magnification. **l** Schematic of the survival study. MYC-ON mice were randomly assigned to either the control or No-Trp diet, and survival of mice was determined. **m** Survival curve denoting mice assigned to the control (*n* = 8) and the No-Trp diet (*n* = 4). **n** Schematic of the survival study. MYC-ON mice were assigned to the No-Trp diet and changed back to the control diet after 21 days, and survival of mice was measured. **o** Survival curve of mice that were fed for 21 days on No-Trp diet and switched back to the control diet (*n* = 4). The survival was compared animals fed control diet (*n* = 8).

To compare tumor burden, we fed mice either the control or No-Trp diets for only 21 days and sacrificed all mice at day P50 (Fig. 3g). Consistent with our previous results, mice that were Trp starved had dramatically lower liver weights (Figs. 3h, i,  S3a). Immunohistochemistry (IHC) showed that these livers had fewer and smaller tumors observed by the darker hematoxylin and eosin staining (H&E) (Fig. 3j). The small tumors present in livers of the mice starved of Trp were positive for Ki67 and MYC (Fig. 3j, k), thus demonstrating a reduction in tumor burden, but not absence of tumors. H&E staining showed that Trp-starved tumors did not display gross cellular defects or nucleolar stress (Fig. S3b, e). Although provided a diet lacking Trp prevented liver tumors from forming, more modest effects on extending survival were observed when the No-Trp diet was provided to mice with advanced disease (Fig. 3l–m). Moreover, when Trp was re-introduced to the diet of Trp-starved MYC-ON mice, their tumors grew, but this growth was delayed (Fig. 3n–o). These data suggest that brief Trp starvation halted tumor growth but did not permanently impair it.

### Trp starvation rescues a normal liver expression profile in MYC-ON tumors

To define the molecular changes induced by Trp starvation in liver tumors, we performed RNA-seq of livers with tumors driven by MYC. 

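Liver RNA from 6 male MYC-ON mice, which express human MYC as a transgene in the liver, was sequenced as one library per mouse. Mice 101, 102 and 103 were fed the control diet, and mice 105, 107 and 108 the No-Trp diet, which lacks Trp. Polyadenylated RNA was sequenced by a commercial provider. The authors trimmed the reads with Trim Galore, aligned them to the mouse genome (mm10) with STAR, and counted them per gene with HTSeq. The paper's text gives neither the strand setting nor the rule for reads over overlapping genes. The deposited values are whole read counts for 24062 gene symbols, without normalization. Between 18587568 and 23183252 reads per mouse were counted on genes in the control group (median 23008845) and between 14865881 and 23751118 in the No-Trp group (median 20102837). To look for a library deposited under more than one name, replicate libraries were compared. Those of these livers, and of the xenografts in the same deposit, differed by 36.8 to 291 times the counting noise (chi-square per degree of freedom). Mice 101 and 108, 1 of each diet, carry a mark of resubmission in the deposit, which was treated as a possible sequencing batch.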

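From these counts the diets were compared with edgeR's quasi-likelihood test, using TMM normalization and edgeR's own filter on low counts. A gene was called higher or lower at the thresholds of the paper's methods, a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. Normalized counts of the livers are scaled to the mean effective size of the 6 libraries. With 3 mice against 3, a two-sided permutation test of a single value cannot give a p under 0.1, so the adjusted p-values come from the model fitted across all genes. The scaling is the choice that moves all genes together. With library totals in place of TMM factors, the median log2 fold change of all genes moved to −0.30. The precursor ribosomal RNA Rn45s, which has no poly(A) tail, took 12.1% of the counts in control mouse 101, 2.22% in control mouse 102 and at most 0.602% in the other 4 mice. Coordinates are those of GENCODE M21 on GRCm38, the assembly named mm10. The WT livers of Fig. 4a, b and e–g are not analysed here.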

The mice were fed either the control or No-Trp diet for 21 days prior to harvesting RNA. We then compared the pattern of genes regulated by Trp starvation with the genes regulated by the activation of MYC in the liver (Fig. 4a–d). 

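Of 14122 genes tested between the diets, 1311 were higher and 1027 were lower in livers of mice fed the No-Trp diet (edgeR, both thresholds). In 6861 genes, 48.6% of those tested, the 3 mice on one diet all lay above the 3 mice on the other, against 10% by chance. The number of calls rested on single mice. Without control mouse 103, 7 genes were higher and 1 was lower, although 4363 genes still had an unadjusted p under 0.05, against 5901 with all 6 mice. The counts were 178 higher and 116 lower without control mouse 101, 298 and 70 without No-Trp mouse 105, and 660 and 609 without No-Trp mouse 107. Leaving out control mouse 102 raised them to 1959 and 1248, and without No-Trp mouse 108 they were 1205 and 938. Each of the 2338 called genes kept its sign in all 6 of these fits wherever it was tested. The genes were called on the same mice that these fits reuse, which favors a kept sign, so this is weak evidence for the directions. With resubmission as a covariate, 1399 genes were higher and 1011 lower.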

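Among the genes with the largest rises, the vomeronasal receptor gene Vmn2r3 (chromosome 3, 64257215 to 64289709) went from 5.46 ± 3.23 normalized counts on the control diet to 2236 ± 1012 on the No-Trp diet (SD, n = 3 mice each). Its log2 fold change was 8.70 (standard error 0.55, edgeR adjusted p = 0.00279) and stayed between 8.30 and 9.22 with each mouse left out in turn. The gene belongs to a family with closely similar copies, between which the authors' counting could split reads. Cyp4a14 (chromosome 4, 115486200 to 115496142), which encodes a fatty acid hydroxylase, went from 336 ± 300.1 to 41520.5 ± 17337 normalized counts (SD, n = 3 each). Gm4794, annotated as Sult3a2 (chromosome 10, 33766424 to 33786704), had at most 1 read in each control mouse and was at least 62.4-fold higher on the No-Trp diet. Its reads varied between the No-Trp mice, with 97 in mouse 105, 346 in mouse 107 and 53 in mouse 108. Cyp3a44 and Cyp3a41a, near-identical copies within one family, rose by 7.64 and 7.49 on the log2 scale. Among the largest falls, Sfmbt2 (chromosome 2, 10370510 to 10595253) went from 1687 ± 1525 to 30.7 ± 19.4 normalized counts (SD, n = 3 each). Its log2 fold change of −5.81 (standard error 1.32, edgeR adjusted p = 0.0276) lay between −6.41 and −5.03 with each mouse left out, and 1 of these 6 fits called it, that without control mouse 102, where its adjusted p was 9.80e-04. L1td1 (chromosome 4, 98726734 to 98738480) had at most 1 read in each mouse on the No-Trp diet and was at least 24.0-fold lower. Its reads varied between the control mice, with 204 in mouse 101, 30 in mouse 102 and 134 in mouse 103. Fabp6 fell by 5.44 on the log2 scale, and Slc4a1 and Rhag, which encode proteins of the red cell membrane, fell by 5.53 and 5.48.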

We found an overlap in the gene ontology (GO) of genes upregulated by MYC (Fig. 4a) and downregulated by Trp starvation (Fig. 4d) including cell cycle and DNA replication. Moreover, there was also an overlap between genes downregulated by the activation of MYC and genes upregulated by Trp starvation (Fig. 4b, c). 

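The change in cell division genes was tested with hand-written gene lists in place of GO terms. A list of 43 DNA replication genes, 24 of which are also shown in the paper's panels, had a mean log2 fold change of −1.36 between the diets (standard error between mice 0.35), and 41 of its genes were lower on the No-Trp diet. Its adjusted p over 29 lists was 3.48e-12 with limma's camera, which presets the correlation between genes at 0.01. A list of 40 mitosis genes had a mean of −2.23 (standard error 0.67), with all 40 lower (camera adjusted p = 1.16e-13). Relative to the control mean, the mitosis list stood at −3.56 in No-Trp mouse 107, at −1.51 in mouse 105 and at −1.62 in mouse 108, while the control mice lay between −0.09 and 0.09. Without mouse 107 the means were −1.02 for DNA replication and −1.57 for mitosis. These p-values depend on the correlation that camera presets. With the rotation test fry, which uses the correlation in the data, the adjusted p was 0.0632 for DNA replication and 0.0648 for mitosis. With the correlation estimated within camera it was 0.631 for both. Of the 14 lists called in the livers, 2 held under fry, AHR targets and female-biased liver genes. Of all 29 lists tested, 13 had an unadjusted fry p of at most 0.05. With the estimated correlation 0 held, and 0 reached an unadjusted p of 0.05.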

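The genes higher on the No-Trp diet were tested with lists in the same way. A list of 28 fatty acid oxidation genes had a mean log2 fold change of 1.77 (standard error between mice 0.36), and each of the 28 was higher (camera adjusted p = 2.57e-10, fry adjusted p = 0.0575). For 31 genes of hepatocyte identity the mean was 1.99 (standard error 0.61), with 30 higher (camera adjusted p = 2.29e-08, fry adjusted p = 0.0648). The 36 Cyp2 genes with enough counts, from a cytochrome P450 family with closely similar copies, had a mean of 2.44 (standard error 0.80), with 33 higher (camera adjusted p = 6.26e-08, fry adjusted p = 0.0632). In control mouse 102 these lists were already higher than in the other control mice. Relative to the control mean, hepatocyte identity stood at 1.10 in mouse 102, at −0.53 in mouse 101 and at −0.57 in mouse 103, against 1.64 to 2.52 on the No-Trp diet. Fatty acid synthesis, with a mean of 0.67 over 18 genes (standard error 0.45), did not pass (camera adjusted p = 0.139). Without mouse 102 its mean was 1.02 (camera adjusted p = 0.00686), and over all alternatives the adjusted p ran from 0.00686 to 0.873. Cholesterol synthesis, with a mean of −0.11 over 25 genes, did not differ between the diets (camera adjusted p = 0.550), and its sign changed without mouse 102, to 0.016. From a heatmap of the genes changed by Trp starvation (Fig. 4g), the paper concludes that starvation rescues a transcriptional signature that resembles that of WT livers.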

1147 genes upregulated by MYC were downregulated upon Trp starvation and those genes were mostly related to cell growth (Fig. 4e). On the other hand, 1333 genes downregulated by activation of MYC were upregulated by Trp starvation and those genes were mostly related to lipid metabolism, a function performed by normal liver cells (Fig. 4f ). A heatmap gated for the changes induced by Trp starvation confirm that starving MYC-ON livers of Trp rescues a transcriptional signature that resembles the gene signature present in WT livers (Fig. 4g). 

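Ribosome biogenesis was tested with a list of 50 genes, 17 of them shown in the paper's panels and 20 shared with other lists. Its mean log2 fold change in No-Trp against control livers was −1.08 (standard error between mice 0.30), and each of the 50 genes was lower (camera adjusted p = 1.03e-13, fry adjusted p = 0.0632). The highest of the No-Trp mice, mouse 108, stood at −0.69 relative to the control mean, and the lowest of the control mice, mouse 102, at −0.24. The 78 genes of the cytosolic ribosomal proteins themselves changed less, with a mean of −0.12 (standard error 0.31) and 63 of 78 lower, a difference smaller than its standard error (camera adjusted p = 0.194). Their direction depended on control mouse 101, without which the mean was 0.14.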

We confirmed that genes involved in cell cycle, DNA replication, and ribosome biogenesis were among the pathways significantly downregulated (Fig. 4h–j). 

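The genes that the paper shows in Fig. 4h, i and j were looked up in the edgeR comparison of the livers. The authors chose them on these libraries, so the counts adjusted over the list alone are not independent evidence. All 25 DNA replication genes of Fig. 4h were lower on the No-Trp diet, with a median log2 fold change of −1.39. Of these, 24 had an adjusted p of at most 0.05 over all genes tested, 19 also passed the fold change threshold, and 25 passed when adjusted over the list alone. The largest change was that of Pole2 (chromosome 12, 69201773 to 69228195), which encodes a subunit of DNA polymerase epsilon and went from 391 ± 65.0 to 91.6 ± 51.8 normalized counts (SD, n = 3 mice each; edgeR adjusted p = 0.0266). The smallest was that of Pole3 (chromosome 4, 62522649 to 62525068), at −0.79 (standard error 0.17, edgeR adjusted p = 0.0236). The 30 genes drawn in Fig. 4i were all lower, with a median of −1.02. An adjusted p of at most 0.05 was reached by 27 over all genes and by 30 adjusted over the list alone, and 14 passed both thresholds. The 8 genes with bars under 0 in Fig. 4j had a median of −1.80. All 8 reached an adjusted p of at most 0.05 over all genes, as they did adjusted over the list alone, and 7 passed both thresholds. With resubmission as a covariate, 6 of these genes reached that adjusted p over all genes and 5 passed both thresholds. The same numbers were 25 and 20 for Fig. 4h and 29 and 17 for Fig. 4i. With the 3 panels in this order, 0, 0 and 0 genes reached that p without control mouse 103, while 25, 29 and 8 had an unadjusted p under 0.05. The numbers were 2, 0 and 1 without control mouse 101, 1, 0 and 0 without No-Trp mouse 105, 21, 17 and 7 without No-Trp mouse 107 and 24, 26 and 3 without No-Trp mouse 108.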

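In Fig. 4i the largest value was that of Rmrp, at −5.02 (standard error 1.65, edgeR adjusted p = 0.0635). Its RNA has no poly(A) tail. It was counted at 85.2 CPM in control mouse 101, 11.0 CPM in mouse 102 and 0.638 CPM in mouse 103, against 0.441 to 2.07 CPM on the No-Trp diet, and without mouse 101 its log2 fold change was −2.53. The smallest was that of Nvl (chromosome 1, 181087138 to 181144204), at −0.63 (standard error 0.19, edgeR adjusted p = 0.0496). In Fig. 4j, Ccnb1ip1 (chromosome 14, 50789248 to 50807732) fell most, from 1079.9 ± 268 to 184 ± 143 normalized counts (SD, n = 3 each). It encodes a protein that binds cyclin B1, and it overlaps Rpph1 on the same strand (50807449 to 50807767), another RNA without a poly(A) tail that was high in mouse 101. Ccnd3 (chromosome 17, 47505051 to 47599691), which overlaps Bysl on the other strand, fell least, by 0.97 on the log2 scale (standard error 0.18, edgeR adjusted p = 0.0196).

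**Figure D1:**
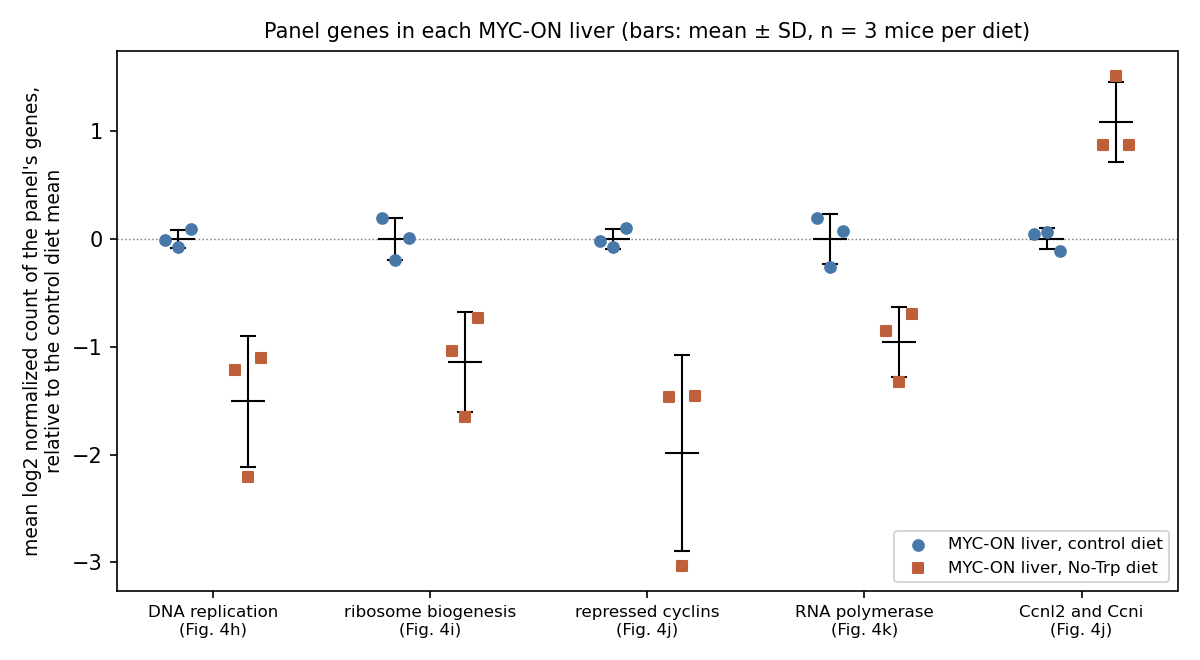
Mean log2 normalized count (pseudocount 0.5) of the genes of each panel of Fig. 4h–k in each MYC-ON liver, relative to the mean of the control diet, with circles for the 3 mice on the control diet, squares for the 3 on the No-Trp diet and bars for the mean ± SD. The No-Trp mice lie between −2.21 and −1.10 for DNA replication and between −3.03 and −1.46 for the repressed genes of Fig. 4j, below all control mice, and between 0.87 and 1.51 for Ccnl2 and Ccni, above them.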

Expression was repressed upon Trp starvation for 25 genes involved in DNA replication machinery (Fig. 4h), 32 genes involved in multiple steps of ribosome biogenesis (Fig. 4i), and 8 cyclin genes (Fig. 4j). Expression was upregulated by Trp starvation for Ccnl2 and Ccni (Fig. 4j). 

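Ccnl2 (chromosome 4, 155812489 to 155824543) encodes cyclin L2, a regulator of RNA splicing, and had 2632 ± 285 normalized counts on the control diet and 4670.1 ± 1078 on the No-Trp diet (SD, n = 3 mice each). Its log2 fold change was 0.83 (standard error 0.21, edgeR adjusted p = 0.0315), which is under the fold change threshold. Ccni (chromosome 5, 93181933 to 93206495) encodes cyclin I and went from 2162 ± 160.3 to 5727 ± 1836 normalized counts (SD, n = 3 each), a log2 fold change of 1.41 (standard error 0.245, edgeR adjusted p = 0.0187). Both genes were higher in each No-Trp mouse than in each control mouse. With each mouse left out in turn, the log2 fold change stayed between 0.62 and 0.95 for Ccnl2 and between 1.11 and 1.56 for Ccni. The edgeR adjusted p of Ccnl2 and Ccni was 0.0714 and 0.0596 without control mouse 101, 0.122 and 0.0873 without control mouse 103, 0.0608 and 0.0510 without No-Trp mouse 105, and 0.0580 and 0.0142 without No-Trp mouse 107, and both genes had an unadjusted p under 0.05 in these 4 fits. With library totals in place of TMM factors, Ccnl2 rose by 0.51 (edgeR adjusted p = 0.0810, all alternatives giving 0.00589 to 0.122).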

RNA polymerase sub-units were also downregulated (Fig. 4k). 

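All 12 RNA polymerase genes of Fig. 4k were lower on the No-Trp diet. An edgeR adjusted p of at most 0.05 was reached by 10 over all genes and by 12 adjusted over the list alone, and 5 also passed the fold change threshold. Averaged over the 12 genes, the No-Trp mice stood at −0.96 ± 0.33 relative to the control mean, whose SD was 0.23 (n = 3 each, log2 scale). Polr2h (chromosome 16, 20717665 to 20722267), which overlaps Clcn2 on the other strand, had the largest change, from 759 ± 258 to 322 ± 51.2 normalized counts (SD, n = 3 mice each). Its log2 fold change was −1.24 (standard error 0.27, edgeR adjusted p = 0.0252). Polr1c (chromosome 17, 46243920 to 46248054) had the smallest, at −0.60 (standard error 0.19, edgeR adjusted p = 0.0579), so it was not called. Without control mouse 101, control mouse 103 or No-Trp mouse 105, 0 of the 12 reached an adjusted p of 0.05 over all genes, although 11, 12 and 11 had an unadjusted p under 0.05. Without No-Trp mouse 107 the number was 3.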

On the basis of the transcripts downregulated upon Trp starvation and the motifs in their promoters, we inferred that the activities of transcription factors are likely lower with Trp starvation. 

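The genes downstream of MYC were tested in the livers with a hand-written list of 59 genes that MYC activates, 9 of which appear in the paper's panels and 23 in other lists. Their mean log2 fold change in No-Trp against control livers was −0.99 (standard error between mice 0.27), and 56 of the 59 were lower (camera adjusted p = 2.71e-12, fry adjusted p = 0.0632). The No-Trp mice 105, 107 and 108 stood at −0.84, −1.47 and −0.66 relative to the control mean, all below the control mice, which lay between −0.22 and 0.11. With each mouse left out in turn the mean stayed between −1.15 and −0.75. The targets of transcription factors from TRRUST2, which the paper used, were not used here.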

Interestingly, we found that the most downregulated gene signature was downstream of MYC (Fig. 4l). The expression of MYC in the livers from mice fed the No-Trp diet was also lower than in livers from mice fed the control diet (Fig. 4m). Nevertheless, MYC was still expressed at significantly higher levels in the MYC-ON Trp-starved livers than in the WT livers (Fig. 4m), suggesting that there may be additional mechanism driving cell growth via the utilization of Trp in liver tumors.

**Fig. 4:**
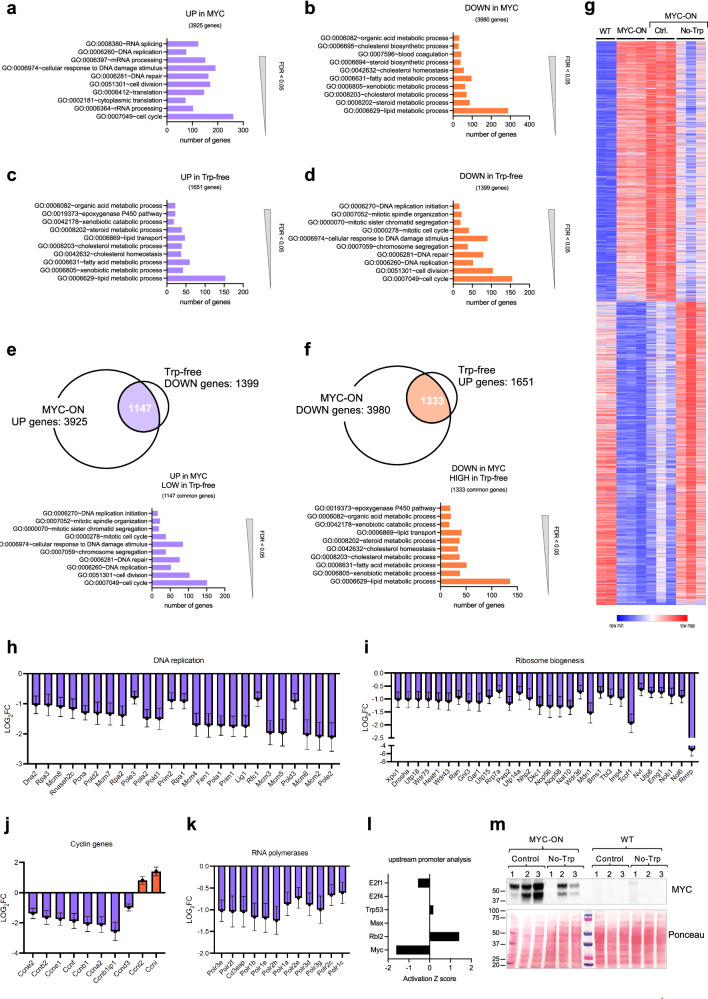
Trp deprivation rescues normal transcriptional programs in MYC-ON livers. **a** Gene ontology (GO) of genes upregulated by the expression of MYC in the liver measured by RNA-seq comparing WT livers (*n* = 2) and livers that had MYC-ON for 45 days (*n* = 3). **b** GO of genes downregulated by the expression of MYC in the liver measured by RNA-seq comparing WT livers (*n* = 2) and livers that had MYC-ON for 45 days (*n* = 3). **c** GO analysis of the genes upregulated in the liver upon Trp starvation in MYC-ON mice fed either the control or No-Trp diet for 21 days (*n* = 3 mice per sample), showing the top 10 significant pathways. **d** GO analysis of the genes downregulated in the liver upon Trp starvation in MYC-ON mice fed either the control or No-Trp diet for 21 days (*n* = 3 mice per sample), showing the top 10 significant pathways. **e** Venn diagram showing the overlap and GO of genes upregulated by MYC and downregulated by 21-day Trp starvation in the liver of mice. GO analysis of the genes upregulated upon Trp starvation in MYC-ON livers, showing the top 10 significant pathways affected. **f** Venn diagram showing the overlap and GO of genes downregulated by MYC and unregulated by 21-day Trp starvation in the liver of mice. GO analysis of the genes upregulated upon Trp starvation in MYC-ON livers, showing the top 10 significant pathways affected. **g** Heatmap of genes regulated by Trp starvation and compared with WT, and MYC-ON liver transcriptional signatures. **h**–**k** Relative mRNA levels of genes involved DNA replication (**h**) ribosome biogenesis (**i**), cyclin genes ( **j**), and RNA polymerase genes (**k**) that are differentially expressed between the control (*n* = 3 mice) and No-Trp diet (*n* = 3 mice) in MYC-ON livers. Plots show LOG2 fold change, and error bars calculated by LOG2 FC SE. **l** Upstream promoter analysis of the genes regulated by Trp starvation for 21 days the livers of MYC-ON mice. **m** MYC transgene measured in livers of mice after Trp starvation for 21 days (*n* = 3 mice for each group shown).

### Mouse and human liver cancer cell xenografts are sensitive to Trp starvation

Using RNA-seq from the TCGA data set for liver cancer, we found that about 40% of patients with HCC had elevated SLC7A5, 50% had elevated SLC1A5 (Fig. 5a) and 64% had either or both elevated. IDO1 was elevated in 50% of liver cancer samples while IDO2, TDO2, and AFMID were predominantly downregulated (Fig. 5a). Expression of SLC1A5, but not IDO1, TDO2, KYNU, and AFMID, was strongly associated with shortened survival of HCC patients (Fig. S4a). Trp levels were higher in the tumor than in morphologically normal liver tissue from the same patient (Fig. 5b); Kyn, KA, and serotonin were not significantly altered (Fig. 5c–e). Analysis of samples from individual patients with HCC revealed that 7 of the 10 patients had higher Trp levels in their tumor than in their benign tissue samples, and only 1 patient had a higher Kyn:Trp ratio in their tumor than in benign tissue samples (Fig. S4b, d). In summary, human liver tumors have variable levels of Kyn but higher Trp levels.

**Fig. 5:**
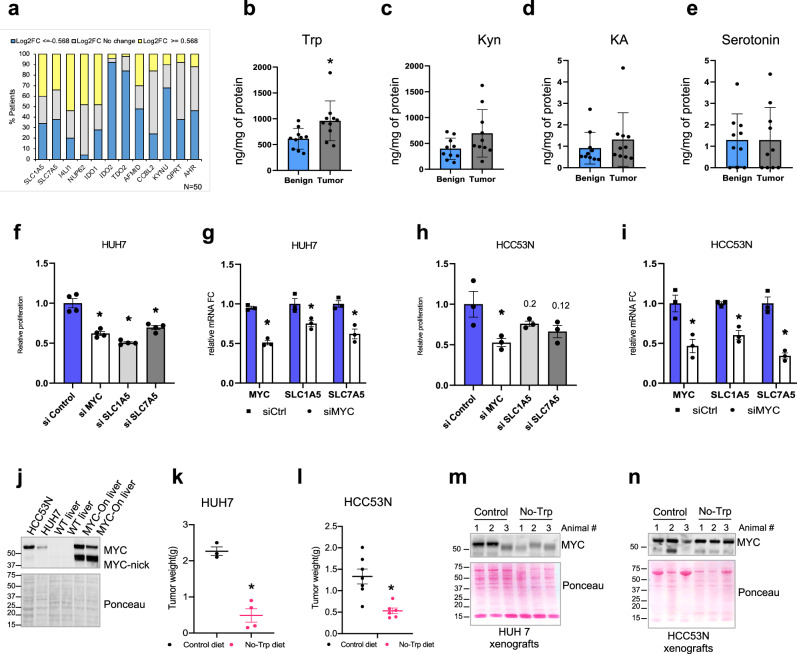
Mouse and human liver cancer cells are sensitive to Trp starvation. **a** Expression of indicated genes in hepatocellular carcinoma (HCC) patients comparing normal and tumor tissues from the same patient. Upregulation ≥ 1.3X. Downregulation ≤ 0.7X. No change is between 0.7X and 1.3X. **b**–**e** Trp (**b**) Kyn (**c**) and KA (**d**) and serotonin (**e**) in benign tissue or tumor from HCC patients (*n* = 10). Each plot represents one patient sample. Plot shows mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **f** Viability of HUH7 cells transfected with control, MYC, SLC1A5, and SLC7A5 siRNA measured by crystal violet, (*n* = 4). Plot shows mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **g** RT-qPCR for MYC, SLC1A5, and SLC7A5 in HUH7 cells transfected with control or MYC siRNA. mRNA levels are shown as relative fold change to control siRNA and (*n* = 3). Plot shows mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **h** Viability of HCC53N cells 3 days after transfection of control or MYC, SLC1A5, and SLC7A5 siRNA measured by crystal violet (*n* = 3 per sample). Plot shows mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **i** RT-qPCR for expression of MYC, SLC1A5, and SLC7A5 mRNA in HCC53N cells transfected with control or MYC siRNA (*n* = 3). mRNA levels are shown as relative fold change to control siRNA. Plot shows mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **j** Western blot for MYC in HCC53N and HUH7 cells compared to WT or MYC-ON liver, repeated 3X. **k**–**l** Tumors of xenographs of HUH7 (**k**) and (HCC53N) (**l**) of cells grown in mice fed either the control (*n* = 3) or No-Trp diet for 21 days (*n* = 4). Plot shows mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **m**, **n** Western blot of lysates from HUH7 (**m**) of HCC53N (**n**) xenografts grown in NOD SCID mice fed either the control or No-Trp diet for 21 days (*n* = 3).

Human HCC cell lines HUH7, SNU449, and HepG2 expressed elevated levels of SLC1A5 and SLC7A5 in comparison to normal THLE2 liver cells (Fig. S4e). Silencing of MYC, SLC1A5, and SLC7A5 significantly stunted in vitro growth of HUH7 cells (Fig. 5f ). Moreover, knocking MYC down by siRNA in HUH7 resulted in significantly less of the expression of SLC1A5 and SLC7A5 (Fig. 5g), thus indicating that MYC is necessary for the expression of these transporters in human cells. To determine whether tumors arising from different genetic alterations were also dependent on higher Trp levels and were sensitive to Trp starvation, we generated a primary mouse liver cancer cell line HCC53N^34^ from tumors driven by the combination of p53 KO and the overexpression of mutant N-Ras both found to occur in HCC^35,36^. Like HUH7, knocking down MYC, SLC1A5, and SLC7A5 in these cells resulted in less cell proliferation (Fig. 5h) and the silencing of MYC resulted in less expression of SLC1A5 and SLC7A5 (Fig. 5i).

We characterized the time for in vivo growth of HCC53N and HUH7 cells as xenografts in NOD SCID mice (Fig. S4f ) and use these 2 cell lines to study the importance of Trp for their growth. Both cell lines express higher levels of MYC than WT liver, thus supporting the importance of MYC in their growth (Fig. 5j). Trp starvation limited the growth of HUH7 cells xenotransplanted into NOD SCID mice (Figs. 5k,  S4g). Similar growth limitations were seen in HCC53N cells xenotransplanted (Figs. 5l,  S4h). Trp starvation also resulted in lower MYC levels in xenotransplanted HUH7 cells (Fig. 5m) but not in HCC53N (Fig. 5n), suggesting that Trp starvation limits tumor growth by mechanisms that do not require MYC repression. Our results demonstrate that depletion of dietary Trp is efficient at limiting the growth of liver tumors arising from different genetic mutations and backgrounds. Trp starvation caused modest weigh loss in NOD SCID mice (Fig. S4i).

### Trp starvation does not impair protein synthesis in liver cancer cells

Given that Trp is an essential amino acid, we reasoned that elimination of Trp from the diet leads to a reduction in protein synthesis, thus limiting cell growth in vivo and in vitro. Indeed, incorporation of Trp into proteins is enhanced when MYC is turned on in the liver (Fig. 6a). These observations led us to compare protein synthesis in liver cancer cells grown in vitro and in vivo in the presence or absence of Trp. To determine whether Trp starvation in vivo affected protein synthesis in liver tumors, we fed animals with control diet or No-Trp diet for 3 weeks and infused these mice with ^13^C-glutamine. We then measured the incorporation of ^13^C-glutamine into proteins in the livers by mass spectrometry 3 h after infusion. No difference in incorporation of ^13^C-glutamine was demonstrated between the livers from mice fed either the control or No-Trp diet (Fig. 6b, c).

**Fig. 6:**
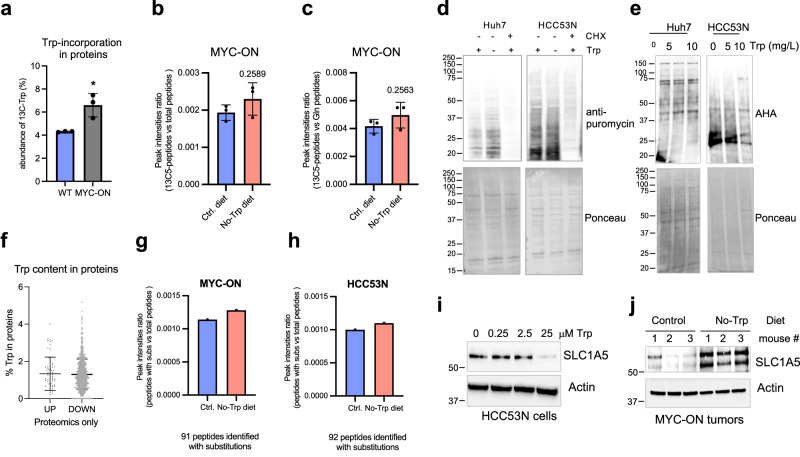
Trp deprivation does not affect protein synthesis in liver cancer. **a** Incorporation of ^13^C-Trp into peptides in WT and MYC-ON livers (*n* = 3). Each dot represents one mouse. Plots show mean +/− SD and *P*-value was calculated by *t*-test. **b** Peak intensities of peptides containing ^13^C-glutamine normalized by total amount of peptides detected by proteomics in livers from mice fed either the control or No-Trp diet 3 h after tail vein injection of ^13^C-glutamine (*n* = 3). Each dot represents one mouse. Plots show mean +/− SD and *P*-value was calculated by *t*-test. **c** Peak intensities of peptides containing ^13^C-glutamine normalized by all glutamine-containing peptides detected by proteomics in livers from mice fed either the control or No-Trp e diet. *P*-value indicated above bar. (*n* = 3) Each dot represents one mouse. Plots show mean +/− SD and *P*-value was calculated by *t*-test. **d** Protein synthesis measured in cells grown in the presence or absence of Trp. Puromycyn with or without cycloheximide (CHX) was added during the final 1 h of the experiment, repeated 3X. **e** Protein synthesis measured by Click-IT^TM^ AHA in cells grown in the absence or presence of Trp, repeated 3X. **f** Percentage of Trp in proteins whose abundance increased (UP) or decreased (DOWN) upon Trp starvation in MYC-ON livers. Each dot represents one protein. Plots show mean +/− SD and *P*-value was calculated by *t*-test. **g** Peak intensities of peptides containing Trp substituted by tyrosine, phenylalanine, leucine, or isoleucine normalized by total peptides detected by proteomics in livers from MYC-ON mice fed either the control or No-Trp diet (*n* = 3). Each dot represents the ratio using the average of 3 replicates. **h** Peak intensities of peptides containing Trp substituted by tyrosine, phenylalanine, leucine, or isoleucine normalized by total peptides detected by proteomics in HCC53N xenografts from mice fed the control or No-Trp diet (*n* = 3). Each dot represents the ratio using the average of 3 replicates. **i** Western blot of HCC53N lysates grown overnight in the indicated media, repeated 3X. **j** Western blot of MYC-ON liver lysates from mice fed either the control (*n* = 3) or No-Trp (*n* = 3). *P ≤ 0.05.

To directly measure protein synthesis upon short-term Trp starvation, we performed puromycylation in HUH7 and HCC53N and found that puromycyn incorporation had no reduction between newly synthesized peptides without Trp (Figs. 6d,  S5a, b). We also measured translation by puromycylation using culture media prepared with dialyzed serum to ensure that the Trp present in the serum was not compensating for the lack of Trp in the media. We found that even using dialyzed serum, Trp starvation did not ablate translation rates in liver cancer cells and in some cases high levels of Trp-reduced translation (Fig. S5c–e). Overnight starvation of Trp prior to stimulation with increasing amounts of Trp also did not affect the overall translation of liver cancer cells (Fig. S5f, g). To increase the rigor of these experiments, we measured translation initiation via Click-IT chemistry with L-azidohomoalanine (AHA), which provides a fast, sensitive, non-radioactive technique to measure protein synthesis in liver cancer cells. We found that Trp elimination had no effect on overall translation in cultured cells (Fig. 6e). Moreover, analyzing the results of mass spectrometry of the proteins expressed in MYC-ON livers in mice fed either the control or No-Trp diets for 3 weeks, we found no difference in the abundance of Trp in the up- or downregulated proteins, suggesting that the Trp content in expressed proteins is not affected by Trp starvation (Fig. 6f ). Trp starvation was previously proposed to increase translational errors, leading to the incorporation of Phe, Tyr, Ile or Leu instead of Trp for the Trp codon in cultured cells^37,38^. Importantly, Trp starvation did not cause observable alterations in Trp>Phe/Tyr/Ile/Leu substitutions in the livers of MYC-ON mice or xenografted HCC53N cells (Fig. 6g, h). We found 91 peptides with Trp substitutions in the MYC-ON livers of mice fed the control diet and 92 substitutions in livers of mice fed the No-Trp diet. The identity of these peptides varies, but the frequency of substitution at the Trp codon does not. We concluded that Trp starvation does not cause amino acid substitutions in liver tumors.

The sustained protein synthesis found in Trp-starved cells can be explained by the low incidence of Trp in proteins. Importantly, this can also be explained by the increased expression of mRNAs encoding for the SLC family of transporters in livers of MYC-ON mice starved of Trp (Fig. S5j, k). Among these the expression levels of several amino acid transporters were also altered (Fig. S5k), suggesting an increase in nutrient transport activity into Trp-free cells. 

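The SLC genes encode solute carriers, membrane proteins that move amino acids, sugars, ions and other small molecules. Of 272 SLC genes tested in the livers, 48 were higher and 18 lower on the No-Trp diet (edgeR, both thresholds). Among the called SLC genes 72.7% were higher, against 55.6% among all other called genes, an odds ratio of 2.13 (two-sided Fisher's exact test on genes, p = 0.00552). Genes are not independent replicates, so this p describes the genes of these 6 mice. The odds ratio was above 1 in each alternative that called SLC genes in both directions. It was 1.64 with DESeq2, which called 63 higher and 33 lower. With library totals in place of TMM factors, 28 were higher and 21 lower, with an odds ratio of 2.86. Single mice decided the counts. Without No-Trp mouse 105 there were 12 higher and 2 lower with an odds ratio of 1.43 (Fisher's exact p = 1). Without control mouse 101, 7 were higher and 1 lower (odds ratio 4.69, Fisher's exact p = 0.153), and without No-Trp mouse 107, 25 were higher and 14 lower (odds ratio 1.67, Fisher's exact p = 0.144). Without control mouse 103, 0 SLC genes were called, although 71 of the genes that Fig. S5j shows above 0 and 31 of those under 0 had an unadjusted p under 0.05.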

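Of the 84 genes that Fig. S5j shows above 0, 82 were tested and all were higher, with a median log2 fold change of 1.41. An adjusted p of at most 0.05 was reached by 65 over all genes and by 81 adjusted over the list alone, and 48 passed both thresholds. Of the 40 under 0, 38 were tested and all were lower, with a median of −1.57, also when Slc1a1 was set to its bound. Here 21 passed the adjusted p over all genes, 37 passed when adjusted over the list alone, and 18 passed both thresholds. Because the panel was drawn from these libraries, the numbers adjusted over the list alone are not independent evidence. With library totals, 32 of the higher genes passed the adjusted p. Over all genes, 7 of the higher and 1 of the lower passed without control mouse 101, 12 and 2 without No-Trp mouse 105, 35 and 17 without No-Trp mouse 107, and 57 and 13 without No-Trp mouse 108.

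**Figure D2:**
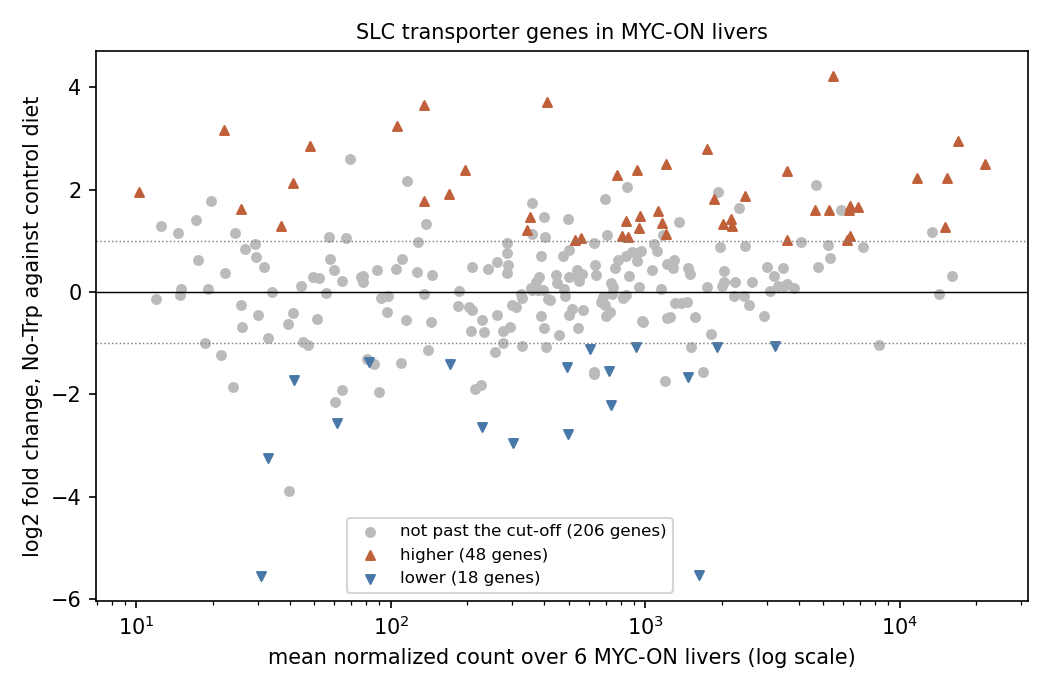
Log2 fold change of each of 272 SLC genes in MYC-ON livers, No-Trp against control diet, plotted against the mean normalized count over 6 livers on a log scale. Triangles pointing up are the 48 genes called higher, triangles pointing down the 18 called lower and circles the other genes, with dotted lines at the fold change threshold of 1 in each direction.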

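Fig. S5k shows 6 amino acid transporter genes above 0 and 8 under 0, and each changed in that direction on the No-Trp diet. Over all genes tested, 4 of the 6 and 4 of the 8 had an edgeR adjusted p of at most 0.05, and all of these passed the fold change threshold. All 6 and 8 passed when adjusted over the list alone, but the authors chose these genes on the same libraries. The largest rise was that of Slc38a3 (chromosome 9, 107650634 to 107669530), which encodes a glutamine transporter. It went from 6476 ± 4438 to 36832 ± 19190 normalized counts (SD, n = 3 mice each), a log2 fold change of 2.51 (standard error 0.59, edgeR adjusted p = 0.0278). Slc38a4 rose by 2.23, Slc7a2, which encodes a transporter of cationic amino acids (chromosome 8, 40862396 to 40922308), by 2.22 and Slc36a4 by 2.13. Slc6a9, which overlaps B4galt2 and Ccdc24 on the other strand, and Slc43a2 rose by 1.11 and 0.81 without reaching the adjusted p. Among the lower genes, Slc1a1 (chromosome 19, 28835049 to 28913960), which overlaps 4430402I18Rik on the other strand, had at most 2 reads in each No-Trp mouse and was at least 14.1-fold lower. Its reads varied between the control mice, with 131 in mouse 101, 9 in mouse 102 and 78 in mouse 103. Slc36a2 (chromosome 11, 55158470 to 55185077) fell by 2.78 (standard error 0.66, edgeR adjusted p = 0.0300), Slc7a1 fell by 1.66 and Slc43a1 fell by 1.12. Slc38a5 fell by 3.90, Slc7a9 by 1.93, Slc7a6 by 1.61 and Slc7a5 by 1.56 on the log2 scale, and none of these 4 reached the adjusted p with edgeR. Slc7a5 (chromosome 8, 121881150 to 121907694) encodes a transporter of Trp and other large amino acids, and went from 2524 ± 624 to 858 ± 488 normalized counts (SD, n = 3 each; edgeR adjusted p = 0.0546). Without control mouse 103, 0 genes of the panel passed over all genes, while 5 of the higher and 5 of the lower had an unadjusted p under 0.05. The panel had 1 higher and 0 lower past the adjusted p without control mouse 101, with 6 lower at an unadjusted p under 0.05, and 2 higher and 0 lower without No-Trp mouse 105, with 7 lower at an unadjusted p under 0.05.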

Strikingly, the expression of the Trp transporter, SLC1A5, was dramatically higher in cells and MYC-ON livers starved of Trp (Fig. 6I, j). Markers of autophagy and ATF4 were not affected (Fig. S5h, i). We surmised that cells experiencing Trp starvation increase the expression of cellular transporters including the Trp transporter SLC1A5 to maintain a rate of protein synthesis similar to the rate of the cells with Trp.

### I3P rescues the growth of Trp-starved cells in vitro and in vivo

Given that Trp deprivation had no significant effect on protein synthesis within our experiments, we asked whether the loss of Trp-derived metabolites is responsible for the growth restriction of liver tumors and cells in vitro and in vivo. We examined the ability of the first downstream metabolite in each of the Trp metabolism pathways for their ability to rescue the growth of Trp-starved liver cancer cells: these are Kyn, 5HTP (a cell permeable intermediate of serotonin) and I3P, which is the first indole generated by IL4I1 (Fig. 7a). Cell viability was reduced by 50% for HUH7 cells cultured in medium lacking Trp compared to HUH7 cells cultured with Trp medium. The addition of Kyn, nicotinic acid (NA) or nicotinamide (NMN) to the culture media, which reconstituted the pool of NAD^+^ by the salvage pathway, did not rescue the cells (Fig. 7b). Only I3P was capable of partially rescuing the growth of HUH7 cells (Fig. 7c). Increasing amounts of I3P led to further increases in the growth of Trp-starved HUH7 cells (Fig. 7d). Importantly, I3P did not increase the growth of Trp-fed cells, indicating that the growth advantage provided by I3P is the active metabolite downstream of Trp (Fig. 7e). Moreover, the I3P downstream product indole-3-aldehyde (I3A), indole-3-lactic acid (ILA) had no effect on the growth of Trp-starved cells (Fig. 7f ). Like HUH7 cells, the growth of HCC53N cells was partially rescued by I3P (Fig. 7g, h). No growth advantages were observed in Trp-fed HCC53N cells (Fig. 7i). Supplementation with products downstream of I3P had no effect on growth (Fig. 7j). We confirmed that I3P can be taken up by HCC53N cells grown in complete media in vitro (Fig. 7k) and that overnight starvation of Trp in HCC53N cells is sufficient to cause a reduction in Trp, I3P and its downstream metabolites (Fig. 7l). Strikingly, I3P is present at very high levels, much higher levels than Trp itself, in liver cancer cells, an indication that this metabolite likely plays a major role in the biology of these cells.

**Fig. 7:**
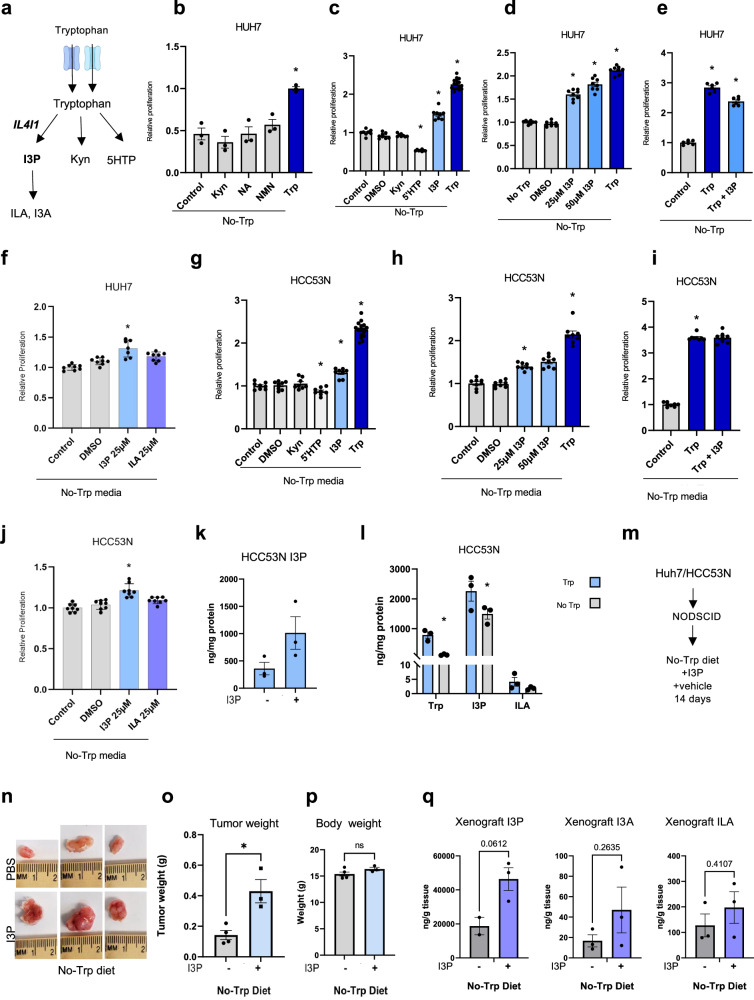
I3P increases the growth of Trp-starved tumors. **a** Trp metabolism. ILA: Indole-3-lactic acid, I3A: Indole-3-carboxaldehyde. **b** HUH7 in No-Trp with Trp (75 µM), Kyn (20 µM), nicotinic acid (NA) (25 µM), or nicotinamide (NMN) (25 µM) (*n* = 3). Plot shows mean +/− SEM and *P*-value calculated by one-way ANOVA. *P ≤ 0.05. **c** Viability of HUH7 in No-Trp with 25 μM of Trp (*n* = 16), Kyn (*n* = 8), 5HTP (*n* = 8), or I3P (*n* = 8). Plot shows mean +/− SEM and *P*-value calculated by one-way ANOVA. *P ≤ 0.05. **d** HUH7 in No-Trp with Trp (*n* = 8), or I3P (*n* = 8). Plot shows mean +/− SEM and *P*-value calculated by one-way ANOVA. *P ≤ 0.05. **e** HUH7 with Trp (*n* = 8) with and without I3P (*n* = 8). Plot shows mean +/− SEM and *P*-value calculated by one-way ANOVA. *P ≤ 0.05. **f** HUH7 in No-Trp with DMSO (*n* = 8), I3P (*n* = 7), or ILA (*n* = 8). Plots show mean +/− SEM and *P*-value calculated by one-way ANOVA. *P ≤ 0.05. **g** HCC53N in No-Trp with Trp (75 µM (*n* = 16), Kyn (20 µM) (*n* = 8), 5HTP (25 µM) (*n* = 8), or I3P (25 µM) (*n* = 8). Plot shows mean +/− SEM and *P*-value calculated by one-way ANOVA. *P ≤ 0.05. **h** HCC53N in No-Trp with Trp or I3P (*n* = 8). Plot shows mean +/− SEM and *P*-value calculated by one-way ANOVA. *P ≤ 0.05. **i** HCC53N in Trp (25 µM) with and without I3P (25 µM) (*n* = 8). Plot shows mean +/− SEM and *P*-value calculated by one-way ANOVA. *P ≤ 0.05. **j** HCC53N in No-Trp with DMSO, I3P, or ILA (*n* = 8). Plots show mean +/− SEM and *P*-value calculated by one-way ANOVA. (*) *P* ≤ 0.05. **k** I3P in HCC53N in the absence or presence of I3P (25 µM) (*n* = 3) for 1 h. Plot shows mean +/− SEM and *P*-value calculated by one-way ANOVA. *P ≤ 0.05. **l** Trp, I3P, and ILA in HCC53N cultured for 24 h in control or No-Trp (*n* = 3). Plot shows mean +/− SEM and *P*-value calculated by two-way ANOVA. *P ≤ 0.05. **m** Xenografts. **n** HCC53N xenografts images in the No-Trp diet plus daily injections of vehicle or I3P (75 μM). **o**–**p** Weight of HCC53N xenografts (**o**) and of NOD SCID (**p**) mice fed the No-Trp diet plus vehicle (*n* = 4) or I3P injections (*n* = 3). Each dot represents one mouse. Plots show mean +/− SEM and *P*-value calculated by *t*-test. *P ≤ 0.05. **q** I3P, I3A, and ILA in xenografts of mice fed the No-Trp diet plus vehicle (*n* = 3) or I3P injections (*n* = 3). Each dot represents one mouse. Plots show mean +/− SEM and *P*-value calculated by unpaired *t*-test. *P ≤ 0.05.

To determine whether I3P can rescue tumor growth in vivo, we transplanted HCC53N cells into NOD SCID mice fed a No-Trp diet and treated these mice daily with intra peritoneal (IP) injections of either vehicle or I3P (Fig. 7m). I3P was biologically active in vivo and drove the growth of Trp-starved HCC53N cells (Fig. 7n, o) but I3P treatment had no effect on the body weight of Trp-starved mice (Fig. 7p,). Importantly, these xenografts demonstrated an increase in I3P when animals were fed a No-Trp diet supplemented with I3P (Fig. 7q). However, the levels of products downstream of I3P were modestly affected (Fig. 7q). Other Trp metabolites in the Kyn pathway were unaffected by I3P supplementation (Fig. S6).

### I3P levels are higher in MYC-ON liver tumors and rescue the growth of Trp-starved tumors in vivo

Although the metabolites in the Kyn pathway were lower with MYC activation in the liver (Fig. 1), the I3P level was much higher than in the WT mice (Fig. 8a). The levels of the products downstream of I3P were not altered. Like the liver cancer cell lines, liver tumors display high levels of I3P, an indication of its biological relevance (Fig. 8a) Importantly, Trp starvation causes a reduction of I3P in the liver (Fig. 8b), thus strengthening the possibility that I3P is a potential mediator of the oncogenic function of Trp. In agreement with elevated levels of I3P, the enzyme IL4I1, which generates I3P from Trp, was also higher in MYC-ON tumors (Fig. 8c). Expression of IL4I1 correlates negatively with survival of patients with HCC (Fig. 8d) and IL4I1 expression is higher human HCC tumor samples in comparison with normal samples deposited in the TCGA (Fig. 8e). The increase in IL4I1 in liver tumors compared with other Trp-metabolizing enzymes is also in agreement with our results (Fig. S7).

**Fig. 8:**
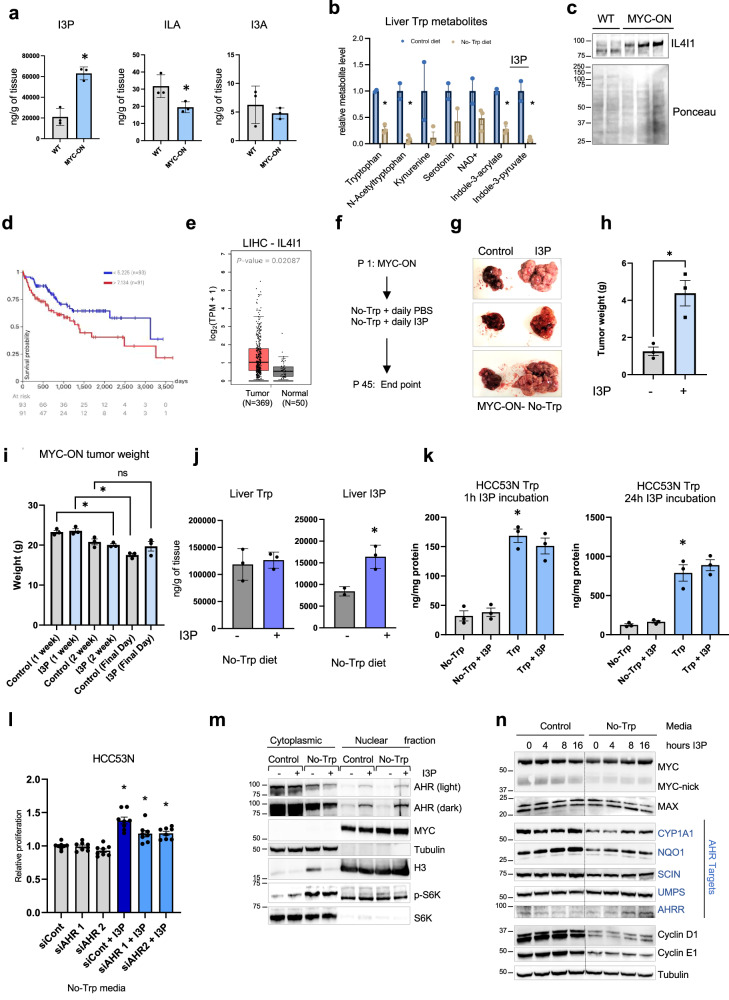
I3P levels are elevated in MYC-ON liver tumors and its supplementation rescues the growth of Trp-starved MYC-ON liver tumors. **a** I3P, I3A, ILA in WT (*n* = 3) or MYC-ON (*n* = 3) livers. Each dot represents one mouse. Plots show mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **b** Trp starvation reduces Trp metabolites in the liver. **c** IL4I1 in lysates of WT (*n* = 2) or MYC-ON (*n* = 3) livers. **d** Survival of patients with top 30% (red) and bottom 30% (blue) expression of IL41A. **e** IL41A mRNA in tumors and normal liver from TCGA. (Tumor *n* = 369, Normal *n* = 50) Each dot represents one sample. **f** Experiments with MYC-driven liver tumors fed the No-Trp diet supplemented with I3P. **g** Livers from MYC-ON mice fed the No-Trp diet supplemented with daily injections of either vehicle or I3P. **h** Weigh of livers of MYC-ON mice fed the No-Trp diet supplemented with daily injections of either vehicle (*n* = 3) or (75 μM) of I3P (*n* = 3). Each dot represents one mouse. Plots show mean +/− SEM and *P*-value was calculated by unpaired *t*-test. *P ≤ 0.05. **i** Whole-body weight of mice in (**h**). **j** Trp and I3P in MYC-ON livers of animals fed the No-Trp diet supplemented with daily IP injections of either vehicle or I3P (75 μM). **k** Trp in HCC53N cells incubated for 1 h or 24 h with I3P in the presence (*n* = 3) or absence (*n* = 3) of Trp measured by LC-MS/MS. Plot shows mean +/− SEM and *P*-value was calculated by one-way ANOVA. *P ≤ 0.05. **l** Viability of HCC53N transfected with control siRNA (siCont) (*n* = 8) or siRNA for AHR (siAHR) (*n* = 8) cultured in No- Trp with 20 μM of I3P. Plot shows mean +/− SEM and *P*-value was calculated by one-way ANOVA. *P ≤ 0.05 (**m**) Western blots of nuclear and cytoplasmic fractionations of HCC53N in the presence or absence of Trp for 1 h supplemented with I3P (25 µM) or DMSO, 3 repeats performed. **n** Western blots of lysates of HCC53N grown in the presence or absence of Trp with I3P (25 µM) or DMSO, 3 repeats performed.

To determine whether I3P rescues tumor growth of MYC-ON Trp-starved mice, we supplemented MYC-ON mice fed the No-Trp diet (Fig. 8f ) with daily IP injections of either vehicle or I3P. I3P potently rescued the growth of liver tumors as shown by liver morphology (Fig. 8g) and liver weight (Fig. 8h) without affecting the overall weight of the mice (Fig. 8i). We confirmed that I3P levels, but not Trp, were elevated in the livers of MYC-ON mice fed a No-Trp diet supplemented with I3P (Fig. 8j). As opposed to the results obtained using xenografts, Kyn and the serotonin precursor, 5HIAA, were reduced in the livers of MYC-ON mice fed No-Trp diet supplemented with I3P (Fig. S8a). However, it is not likely that this decrease plays a role on the oncogenic functions of I3P. Metabolites altered in the liver were also altered in circulation (Fig. S6b). Importantly incubation I3P supplementation in cells grown in media with or without Trp had no effects on cellular Trp levels (Fig. 8k). These results indicate that I3P supplementation in vitro and in vitro cannot reconstitute Trp levels.

I3P was previously shown to perform growth-promoting functions via the ability to bind to and drive the nuclear translocation of the transcription factor AHR in glioblastoma cells^27^. Moreover, we found that silencing AHR in HCC53N cells partially reduced their growth in the No-Trp media supplemented with I3P (Fig. 8l). To determine whether I3P had the ability to promote AHR translocation in liver cancer cells, we measured the nuclear and cytosolic AHR fractions in HCC53N cells 1 h after incubation with I3P (Fig. 8m) and found that I3P efficiently drove nuclear translocation of AHR but had no effect of MYC levels or localization. Longer incubations with I3P confirmed that I3P promotes the expression of the canonical AHR targets CYP1A1, NQO1, AHRR, and to a lower extent SCIN and UMPS (Fig. 8n), suggesting that AHR activation may be involved in mediating I3P-induced growth. However, I3P had no effect on MYC or its partner MAX (Fig. 8n). Moreover, we found that protein synthesis (Fig. S9a) or MYC levels (Figs. 8m, n,  S9b) were not consistently affected in cells or tumors supplemented with I3P, indicating that these do not mediate cancer cell growth induced by I3P. We, therefore, concluded that I3P promotes cell growth by mechanisms that are independent of MYC activation that may require AHR-dependent pathways Fig. 9.

**Fig. 9:**
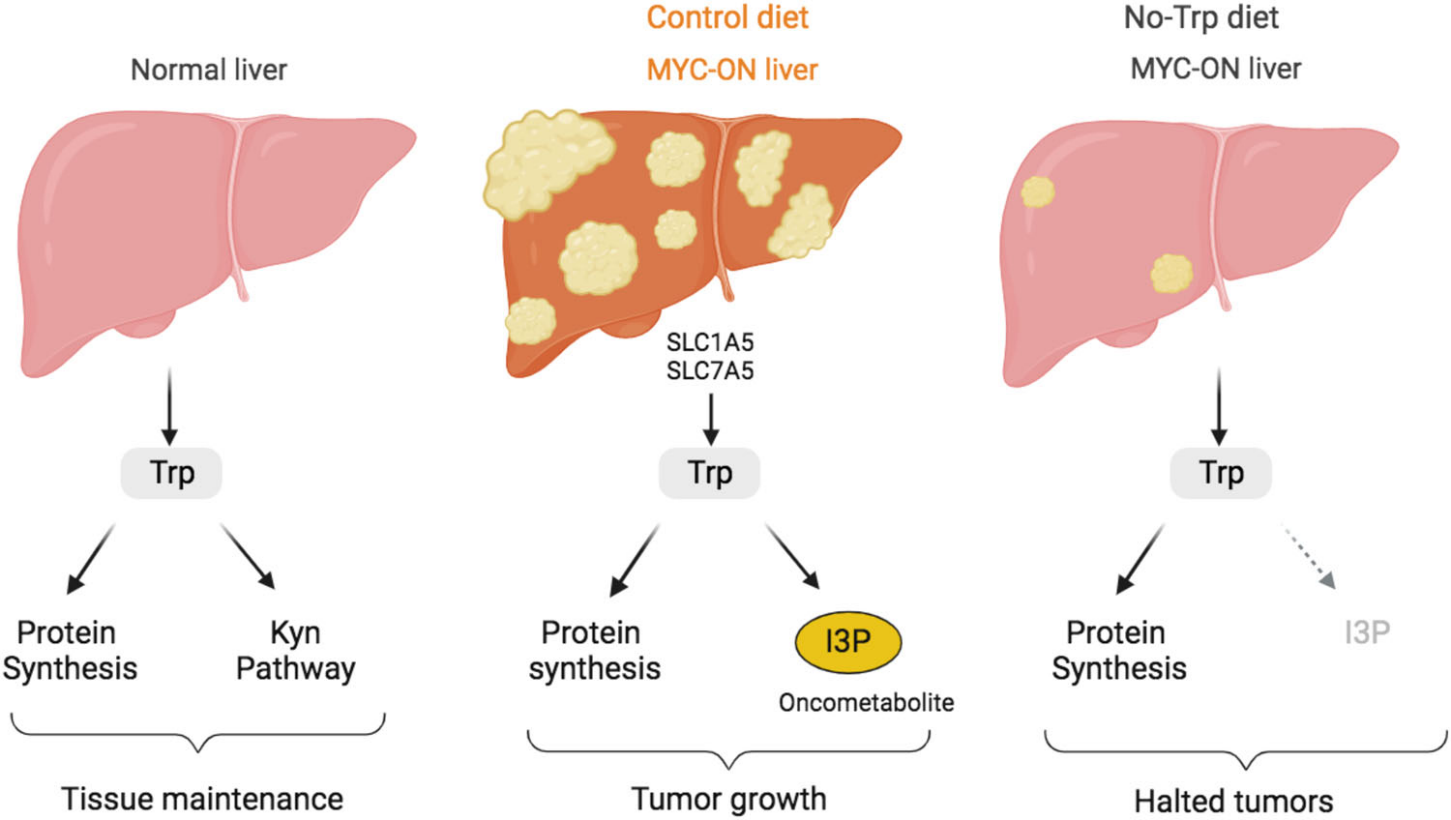
Summary of our findings on Trp dependency and vulnerability in MYC-driven tumors. MYC upregulation, frequently found in tumors, drives the expression of the Trp transporters SLC1A5 and SLC7A5, which in turn promotes the uptake of Trp. Trp is used to generate the oncometabolite I3P, which activates liver cancer cell growth. This figure was generated with Biorender.com.

## Discussion

Excessive alcohol consumption, viral hepatitis, metabolic syndrome, and obesity are all major causes of chronic inflammation and liver damage. The culmination of these insults dramatically increases the risk of HCC^8,39^. Likely due to these environmental factors, the incidence of HCC has tripled in recent decades. However, the overall survival rate of patients with HCC has remained poor^40^. These population-wide factors necessitate the discovery of new treatments for HCC. We propose that a better understanding of the nutritional needs of liver cancer cells may open avenues for novel therapeutic interventions.

We demonstrated that MYC-driven liver tumors display enhanced Trp uptake compared to normal livers yet downregulate metabolism along the Kyn pathway. This is opposite to many cancers such as cancers of the colon, pancreas, breast, and brain in which noncancerous tissue displays a significantly lower expression of Kyn pathway enzymes than tumor tissue^13,24,41–45^. Furthermore, we found that MYC-driven liver oncogenesis requires Trp (Fig. 9). When MYC-ON mice were starved of Trp, their livers retained a normal phenotype with a transcriptome more akin to the normal liver than tumor.

Although the activity of most Trp-metabolizing enzymes in the Kyn pathway is less in HCC, we found that the Trp-metabolizing enzyme IL4I1 is higher in human and mouse liver tumors than in noncancerous tissues. Furthermore, we identified I3P, the enzymatic product of IL4I1, to be the sole Trp catabolite capable of rescuing the growth of Trp-starved liver tumors in vitro and in vivo. Interestingly, MYC-driven tumors specifically accumulated I3P as opposed to its catabolites. This finding is seemingly in opposition to the findings of previous studies, which found that IL4I1-expressing glioblastoma cells had undetectable I3P levels and high levels I3A, ILA, and KA^27^.

We found that I3P is a ligand for AHR in HCC cells and can drive its nuclear translocation. Others have found that ablation of AHR suppresses cell growth, whereas overexpression promotes cell proliferation and enhances tumorigenic activity in vitro^46^. Constitutive activation of AHR promotes liver cancer in vivo^47^. However, the specific link between I3P, AHR, and HCC has not yet been explored. IL4I1, its metabolic pathway, and its role in tumorigenesis are relatively new considerations that require additional research. It is possible that the developing “I3P pathway” like the Kyn pathway has a nuanced role in cancer with distinct activities not solely dependent on AHR. Our results demonstrate a major cell autonomous component in limiting tumor growth by Trp starvation and in the pro-tumoral role of IL4I1 in HCC. However, future studies are necessary to determine how long-term administration of a reduced Trp diet may affect the tumor microenvironment. It is possible that reducing I3P levels may promote an enhanced immune response.

## Methods

All experiments adhere rigorously to pertinent ethical regulations and have been both approved and conducted in strict accordance with the guidelines set forth by the Institutional Animal Care and Use Committee at UTSW Medical Center (Protocol Number: 2017–101798) and the Institutional Review Board (IRB) under Protocol STU102010-051.

### Cell culture

All cell lines (human: HUH7, SNU449, HEPG2; mouse: HCC53N) were cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 1% penicillin-streptomycin. THLE2 cells were cultured in bronchial epithelial growth medium (Lonza) supplemented with 10% FBS. They were moved to DMEM medium for the experiment. Trp-free media was prepared following the manufacturer’s instructions (US Biologicals). HCC53N cells were established from mouse liver tumors from Alb-Cre; p53 fl/fl + G12V Nras ^35^model. For siRNA transfections, RNAiMAX reagent (Invitrogen) was used in OPTIMEM medium. Cells were seeded at 50,000 cells/well in a 6 well plate and 10,000 cells/well in 24-well plates. After 24 h, siRNAs were transfected at 40 nM following manufacturer’s protocol. After 3 days, experiments such as cell viability and qPCR were performed.

### Cell viability

Cells were seeded in 12-well plates, and the next day, the cells were treated with siRNA or drugs at the specified concentration. Cells were fixed with 10% methanol and stained with 0.01% crystal violet solution. The plates were washed 2 times and then distained with 10% acetic acid and the absorbance was measured at 595 nm. Alternatively, cell viability was measured using Apexbio Cell Counting Kit-8 (CCK8). Cells were seeded 2000 cells/well in 96-well plates. The following day, the media was exchanged with 1% FBS Trp-free DMEM/F-12 (NC0181452, Fisher) in accordance with the specified condition. After 72 h, all media was exchanged with 10% CCK8 reagent in media after cells were washed gently with PBS. Plates were returned to the incubator for 2 h before absorbance was measured at 460 nm.

### Mouse studies

Mice were housed at 22 ^o^C and 30–70% humidity. Mice were fed a chow diet (inotiv: 2916) or special diets control (inotiv: TD.99366), Low-Trp (inotiv: TD.170395) or No-Trp (inotiv: TD.170394). Cages were changed out every other week and health checks were performed by the UTSW veterinary team twice a day. Food and water were topped as needed. MYC-driven liver tumor model mice^48^ (FVB background mice expressing TRE-MYC with LAP-tTA) carries MYC as transgene on the Y chromosome, therefore males were used for our experiments. MYC-ON mice were generated by crossing TRE-MYC with LAP-tTA mouse (FVB background). Male breeders with 2 copies of LAP-tTA and single copy of TRE-MYC was crossed with WT FVB females to generate LAP-tTA/TRE-MYC mice which were used for our experiments. WT FVB males were used as controls. The breeders were maintained on doxycycline water (1 mg/mL). Females in the litters were provided water without doxycycline on the day of birth to activate MYC overexpression. Animals were maintained on a regular chow diet (Envigo). To compare WT and MYC overexpression, FVB WT males were used. WT and MYC overexpression males were 45 days old. For experiments, mice were transferred to either control, Low Trp, or No-Trp diets at the time points indicated in the legends (see diet composition in Table S2). Two weeks after diet change, food consumption was measured using TSE pheno master environmental chambers. Mice were acclimated to these cages for 5 days prior measuring food intake for 4 days. Mice were maintained on a chow diet for 12 weeks and then placed on the control and No-Trp diets. For the Kaplan-Meier curves, the end points were signs of moribund, death, and severe weight loss.

For xenografts, 500,000 HCC53N cells or 3,000,000 HUH7 cells were injected subcutaneously into the flanks of NOD SCID female mice (experiments were also repeated with males and no differences were found). The mice were maintained on a regular chow diet for 3 days. After 5 days, the animals were switched to either the control diet or No- Trp diet. The maximal tumor size permitted by our Institutional Animal Care and Use Committee is ≥2.0 cm ^3^. Mice were euthanized when the tumors reached 2 cm^3^. For I3P rescue, mice carrying palpable HCC53N xenografts were started on a No-Trp with daily IP injections of I3P at 75 mg/kg or vehicle for 12 days. Mice were sacrificed and weighed, and the tumors were harvested and weighed. For MYC-ON mice, I3P IP injections at 75 mg/kg was administered daily to MYC-ON mice fed a No-Trp diet from days 35 to 48. The mice were sacrificed after 2 weeks of treatment and were weighed, and the livers were harvested and weighed. At the end of each experiment, mice and livers or xenograft tumors were weighed, and blood was obtained. Clotted blood was spun at 15,000 RPM for 10 mins at 4 °C, and the supernatant was collected as serum. Trp and its metabolites were measured in serum and liver. Human samples were ethically sourced from the UT Southwestern Medical Center Biorepository with explicit informed consent for research and publication. Comprehensive details regarding these samples, including self-reported gender, racial and ethnic backgrounds, age at the time of sample collection, and participant counts, are presented in Table S3.

### Trp pathway measurements and in vivo ^13^C Trp infusions

LC-MS/MS evaluation of Trp metabolite concentrations was performed by the UTSW Preclinical Pharmacology Core as previously described with the following minor modifications^13^. Mouse and human tissues were homogenized in PBS prior to extraction with 80% final volume methanol. Serum was extracted similarly. Tissue concentrations were normalized to wet tissue weight. ^13^C-KA was detected as the 199.962–153.1 transition. AU (arbitrary units) was indicated for metabolites which ^13^C-isotope form was not available to generate standard curves and the measurements were calculated based on the ^12^C-forms. For ^13^C-Trp infusions, 38 days old WT and MYC overexpressing animals were used. Two methods were used to infuse ^13^C-Trp. The first method was an intra-peritoneal injection (100 μL of 35 mM ^13^C-Trp [Cambridge isotopes]). One h after injection, the animals were euthanized, and their serum and tissues were collected. The second method involved tail vein infusion of ^13^C-Trp. Mice were anesthetized and infused with a 35 mM ^13^C-Trp; a bolus of 15 mL/min for 10 min and 2 mL/min for 1 h. After the infusion the animals were euthanized, and serum and tissues were collected. Amino acids (other than Trp and its metabolites) were evaluated by LC-MS-MS at the Metabolomics core at Children’s Research Institute (UTSW). Tumors samples were processed in 70% methanol and submitted to the core facility to dry the samples in a speedvac and run in LC-MS.

### Immunohistochemistry

For IHC livers of WT or MYC-ON mice were fixed and stained as previously described using the anti-MYC antibody ab32072 (Abcam) and anti-KI63 12202 S (Cell Signaling) (see Table S1) at 1:500 diluition^13^. Briefly, tissues were fixed in 10% formalin overnight, embedded in paraffin, and cut 5-μm thick sections. The sections were stained with H&E, and immunohistochemistry performed for MYC and Ki-67. Tissues were deparaffinized with xylene and ethanol. Antigen retrieval was done using the pressure cooker method and blocked with goat serum. Sections were incubated with the primary antibody. Vectastain kit was used and secondary antibody was used at a concentration of 1:500, developed with DAB and mounted with Permount mounting media. Sections were analyzed using the Hamamatsu Nanozoomer and NDP view software.

### TCGA data analysis, RT-qPCR, and RNA-seq analysis

RNA expression from HCC TCGA database was obtained using Xenabrowser. A Log2FC from tumor versus normal paired tissue of 0.568 was used. Survival analysis on HCC patients was performed with oncoLnc database (http://www.oncolnc.org/) with a cut-off of 40% up or downregulation, and Xenabrowser using top and lower quartiles. For RT-qPCR, total RNA was extracted using the Trizol and Qiagen RNA isolation kit. cDNA was produced with Biorad iScript cDNA Synthesis Kit and quantitative PCR with Sybr Green Master Mix (BioRad). *Actin* and *RPS18* were used as housekeeping genes (see Table S1).

RNA-seq was performed by Genewiz/Azenta, and the data processing was done using Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) for quality and adapter trimming. The mouse reference genome sequence and gene annotation data, mm10, were downloaded from Illumina iGenomes (https://support.illumina.com/sequencing/sequencing_software/igenome.html). The qualities of RNA sequencing libraries were estimated by mapping the reads onto mouse transcript and ribosomal RNA sequences (Ensembl release 89) using Bowtie (v2.3.4.3). STAR (v2.7.2b) was used to align the reads onto the mouse genome. SAMtools (v1.9) was used to sort the alignments, and HTSeq Python package was used to count reads per gene. DESeq2 R Bioconductor package was used to normalize read counts and identify differentially expressed (DE) genes. KEGG pathway data was downloaded using KEGG API and GO data was downloaded from NCBI FTP. The enrichment of DE genes to pathways and GOs were calculated by Fisher’s exact test in R statistical package. The reads were aligned to mouse RefSeq RNA sequences using Burrows-Wheeler Aligner (BWA, v0.7.17) with MEM algorithm and the options, -T 19 -h 200 -Y, and primary alignments with proper read pairs were selected by SAMtools with the options, -f 3 -F 2316, to count the reads aligned to ribosomal RNA sequences defined by the sequence descriptions containing the keyword of ribosomal RNA or rRNA. The reads were aligned to human MYC RNA isoform 1 sequence (NM_002467.6) using BWA with MEM algorithm. The alignments were compared with the alignments to mouse genomic and RNA sequences from NCBI Assembly, GRCm38.p6, using a custom Perl script named REMOCON^49^ (https://github.com/jiwoongbio/REMOCON) and the reads with better alignments to human MYC were counted. To identify transcriptional changes a cut-off of log2FC 1/−1 and adjusted *p*-value ≤ 0.05 was applied. GO analyses were performed with DAVID software. For transcription factor analyses we implemented same analysis using the transcription factor target data from TRRUST2^50^.

### Western blot and proteomics

Proteins were extracted with RIPA lysis buffer with protease and phosphatase inhibitors followed by sonication and centrifugation. Supernatants were run on 4–12% gradient gels and transferred to nitrocellulose membrane to blot with indicated antibodies. Western blots were obtained by chemiluminescence with BioRad ChemiDocImager system. For proteomics, cells/tumors were lysed with RIPA lysis buffer with proteinase inhibitor followed by sonication and centrifugation. Supernatants were run on gels, and proteins extracted for proteomics analysis. MS scans were acquired at 120,000 resolution in the Orbitrap and up to 10 MS/MS spectra were obtained in the ion trap for each full spectrum acquired using higher-energy collisional dissociation (HCD) for ions with charges 2–7. Dynamic exclusion was set for 25 s after an ion was selected for fragmentation. Raw MS data files were analyzed using Proteome Discoverer v2.4 SP1 (Thermo), with peptide identification performed using Sequest HT searching against the mouse protein database from UniProt. Fragment and precursor tolerances of 10 ppm and 0.6 Da were specified, and 3 missed cleavages were allowed. Carbamidomethylation of Cys was set as a fixed modification, with oxidation of Met and either Trp (^13^C (11)) or Trp converted to Phe set as variable modifications. The false-discovery rate (FDR) cut-off was 1% for all peptides. Peptides identified were assigned to proteins. Proteins identified by at least 1 peptide were used for the analysis. For all proteomics analysis, data was normalized by the sum of all the peptides identified in each sample. After that, for the MYC-liver experiments, a fold change >2 or ≤0.5 and *p*-value ≤ 0.05 was applied. For the proteins with changes in abundance, Trp percentage for each protein was analyzed and plotted in Fig. 6f. For HCC53N cells experiments, a fold change of >1.3 or ≤0.7 and *p*-value ≤ 0.05 was applied. Once the cut-off was applied, the gene names of the transcripts was overlapped with the gene names of the proteins with expression changes according to proteomics analysis to identify which protein changes were likely due to changes in mRNA levels or which ones solely changed at protein levels. For Fig. 6b, c, the sum of peak intensities of peptides containing ^13^C5-glutamine were normalized with either peak intensities from total peptides or glutamine-containing peptides in each condition and the normalized value was represented in the graph. For Fig. 6g, h, the sum of peak intensities of peptides containing Trp substitution for phenylamine, leucine, isoleucine or tyrosine were normalized with peak intensities from total peptides, the normalized value was represented in the graph.

### Protein synthesis quantification

For puromycylation, cells were starved of FBS overnight, and then FBS-containing media was added for 6 h, followed by puromycin (20 µg/mL) for 2 h. After puromycin incubation, cells were lysed with RIPA buffer for Western blotting using anti-puromycin antibody. Click-IT^TM^ AHA kit incorporation was used following the manufacturer’s instructions with some modifications. Cells were starved of FBS and Trp overnight using 1:1 RPMI (without tryptophan Thermo Fisher: 50-190-8106):PBS to reduce methionine levels. The next day, 2% dialyzed FBS with or without Trp together with 100 µM AHA (Thermo Fisher: C10102) was added for 15 min. Click-IT reaction was performed following manufacturer’s instructions. Samples were subjected to Western blotting with HRP-streptavidin and imaged with chemiluminescence.

### Statistics and reproducibility

Statistical analyses were performed using two-tailed Student’s unpaired *t*-test, or ANOVA *p* ≤ 0.05 was considered statistically significant and indicated by asterisks (*) or *p* value number. The number of samples and biologically independent experiments or technical replicates and associated statistical tests are indicated in the corresponding figure legends. No statistical method was used to predetermine sample size. Outliers were calculated with GraphPad Prism software and removed if detected. The Investigators were not blinded to allocation during experiments and outcome assessment. Data plotting and statistical analysis were performed using GraphPad Prism. Individual data points are shown for all graphs.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplemental information

Peer Review File

Reporting summary

### Source data

Source Data

## Data Availability

Source Data are provided with this paper. The RNA-seq comparing control and MYC-on livers from mice fed a control and No-Trp diet data have been deposited in the GEO database under the accession code GSE213377. The data related to heatmaps and plots presented in this study are available within the source data file. The proteomics data obtained from livers of MYC-ON m ice subjected to either a normal or Trp-free diet, as well as from HCC53N tumor xenografts in mice fed the same diets, have been deposited in the MassIVE database (massive.ucsd.edu) under the accession code MSV000089853 (https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=ba199ea86ae8423088b62f6740cbf71a). Additionally, the processed proteomics data for both sets of samples are also accessible through MassIVE. For further details, the proteomics data from these samples, as generated in this study, are provided in the Supplementary Information/Source Data file. Source data are provided with this paper.

## References

[1] Tarrado-Castellarnau M, de Atauri P, Cascante M (2016). Oncogenic regulation of tumor metabolic reprogramming. Oncotarget.

[2] Muthusamy, T. et al. Serine restriction alters sphingolipid diversity to constrain tumour growth. *Nature*, 10.1038/s41586-020-2609-x (2020).10.1038/s41586-020-2609-xPMC760629932788725

[3] Krall, A. S. et al. Asparagine couples mitochondrial respiration to ATF4 activity and tumor growth. *Cell Metab.***33**, 1013–1026.e1016, 10.1016/j.cmet.2021.02.001 (2021).10.1016/j.cmet.2021.02.001PMC810237933609439

[4] Lien EC (2021). Low glycaemic diets alter lipid metabolism to influence tumour growth. Nature.

[5] Komninou D, Leutzinger Y, Reddy BS, Richie JP (2006). Methionine restriction inhibits colon carcinogenesis. Nutr. Cancer.

[6] Gao X (2019). Dietary methionine influences therapy in mouse cancer models and alters human metabolism. Nature.

[7] Poirson-Bichat F, Gonfalone G, Bras-Goncalves RA, Dutrillaux B, Poupon MF (1997). Growth of methionine-dependent human prostate cancer (PC-3) is inhibited by ethionine combined with methionine starvation. Br. J. Cancer.

[8] El-Serag HB (2011). Hepatocellular carcinoma. N. Engl. J. Med..

[9] Takigawa Y, Brown AM (2008). Wnt signaling in liver cancer. Curr. Drug Targets.

[10] Zheng, K., Cubero, F. J. & Nevzorova, Y. A. c-MYC-Making Liver Sick: role of c-MYC in hepatic cell function, homeostasis and disease. *Genes (Basel)***8**, 10.3390/genes8040123 (2017).10.3390/genes8040123PMC540687028422055

[11] Wang Y (2002). Prognostic significance of c-myc and AIB1 amplification in hepatocellular carcinoma. A broad survey using high-throughput tissue microarray. Cancer.

[12] Molina-Sanchez, P. et al. Cooperation between distinct cancer driver genes underlies inter-tumor heterogeneity in hepatocellular carcinoma. *Gastroenterology*, 10.1053/j.gastro.2020.08.015 (2020).10.1053/j.gastro.2020.08.015PMC772602332814112

[13] Venkateswaran N (2019). MYC promotes tryptophan uptake and metabolism by the kynurenine pathway in colon cancer. Genes Dev..

[14] Yue M, Jiang J, Gao P, Liu H, Qing G (2017). Oncogenic MYC activates a feedforward regulatory loop promoting essential amino acid metabolism and tumorigenesis. Cell Rep..

[15] Badawy AA (2017). Kynurenine pathway of tryptophan metabolism: regulatory and functional aspects. Int. J. Tryptophan Res..

[16] Perez-Castro, L., Garcia, R., Venkateswaran, N., Barnes, S. & Conacci-Sorrell, M. Tryptophan and its metabolites in normal physiology and cancer etiology. *FEBS J.*, 10.1111/febs.16245 (2021).10.1111/febs.16245PMC988380334687129

[17] Lob S, Konigsrainer A, Rammensee HG, Opelz G, Terness P (2009). Inhibitors of indoleamine-2,3-dioxygenase for cancer therapy: can we see the wood for the trees?. Nat. Rev. Cancer.

[18] Metz R (2007). Novel tryptophan catabolic enzyme IDO2 is the preferred biochemical target of the antitumor indoleamine 2,3-dioxygenase inhibitory compound D-1-methyl-tryptophan. Cancer Res..

[19] Palego L, Betti L, Rossi A, Giannaccini G (2016). Tryptophan biochemistry: structural, nutritional, metabolic, and medical aspects in humans. J. Amino Acids.

[20] Zhai L (2015). Molecular pathways: targeting IDO1 and other tryptophan dioxygenases for cancer immunotherapy. Clin. Cancer Res..

[21] Essa MM (2013). Role of NAD(+), oxidative stress, and tryptophan metabolism in autism spectrum disorders. Int. J. Tryptophan Res..

[22] Hughes T (2014). The transcription Factor AHR prevents the differentiation of a stage 3 innate lymphoid cell subset to natural killer cells. Cell Rep..

[23] Liu Y (2018). Tumor-repopulating cells induce PD-1 expression in CD8(+) T cells by transferring kynurenine and AhR activation. Cancer Cell.

[24] Opitz CA (2011). An endogenous tumour-promoting ligand of the human aryl hydrocarbon receptor. Nature.

[25] Zhai L (2015). The role of IDO in brain tumor immunotherapy. J. Neurooncol..

[26] Opitz CA (2020). The therapeutic potential of targeting tryptophan catabolism in cancer. Br. J. Cancer.

[27] Sadik A (2020). IL4I1 is a metabolic immune checkpoint that activates the AHR and promotes tumor progression. Cell.

[28] Lafita-Navarro MC (2018). The aryl hydrocarbon receptor regulates nucleolar activity and protein synthesis in MYC-expressing cells. Genes Dev..

[29] Lafita-Navarro, M. C. et al. The transcription factors aryl hydrocarbon receptor and MYC cooperate in the regulation of cellular metabolism. *J. Biol. Chem*. 10.1074/jbc.AC120.014189 (2020).10.1074/jbc.AC120.014189PMC745881132611766

[30] Kress TR (2016). Identification of MYC-dependent transcriptional programs in oncogene-addicted liver tumors. Cancer Res..

[31] Rajagopalan KN, DeBerardinis RJ (2011). Role of glutamine in cancer: therapeutic and imaging implications. J. Nucl. Med..

[32] Shanware NP, Mullen AR, DeBerardinis RJ, Abraham RT (2011). Glutamine: pleiotropic roles in tumor growth and stress resistance. J. Mol. Med. (Berl).

[33] Tummala KS (2014). Inhibition of de novo NAD(+) synthesis by oncogenic URI causes liver tumorigenesis through DNA damage. Cancer Cell.

[34] Mender I (2023). Activating an adaptive immune response with a telomerase-mediated telomere targeting therapeutic in hepatocellular carcinoma. Mol. Cancer Ther..

[35] Hussain SP, Schwank J, Staib F, Wang XW, Harris CC (2007). TP53 mutations and hepatocellular carcinoma: insights into the etiology and pathogenesis of liver cancer. Oncogene.

[36] Dietrich P (2019). Neuroblastoma RAS viral oncogene homolog (NRAS) is a novel prognostic marker and contributes to sorafenib resistance in hepatocellular carcinoma. Neoplasia.

[37] Champagne J (2021). Oncogene-dependent sloppiness in mRNA translation. Mol. Cell.

[38] Pataskar A (2022). Tryptophan depletion results in tryptophan-to-phenylalanine substitutants. Nature.

[39] Siegel RL, Miller KD, Jemal A (2017). Cancer statistics, 2017. CA Cancer J. Clin..

[40] El-Serag HB, Davila JA (2011). Surveillance for hepatocellular carcinoma: in whom and how?. Therap. Adv. Gastroenterol..

[41] Heng B (2016). Understanding the role of the kynurenine pathway in human breast cancer immunobiology. Oncotarget.

[42] Liu JJ (2015). Expression of the kynurenine pathway enzymes in the pancreatic islet cells. Activation by cytokines and glucolipotoxicity. Biochim. Biophys. Acta.

[43] Adams S (2012). The kynurenine pathway in brain tumor pathogenesis. Cancer Res..

[44] Adams S (2014). Involvement of the kynurenine pathway in human glioma pathophysiology. PLoS One.

[45] Taguchi A (2014). Indoleamine 2,3-dioxygenase 1 is upregulated in activated microglia in mice cerebellum during acute viral encephalitis. Neurosci. Lett..

[46] Hsu SH (2017). Aryl hydrocarbon receptor promotes hepatocellular carcinoma tumorigenesis by targeting intestine-specific homeobox expression. Mol. Carcinog..

[47] Lu P (2019). Constitutive activation of the human aryl hydrocarbon receptor in mice promotes hepatocarcinogenesis independent of its coactivator Gadd45b. Toxicol. Sci..

[48] Shachaf CM (2004). MYC inactivation uncovers pluripotent differentiation and tumour dormancy in hepatocellular cancer. Nature.

[49] Rogojina A (2023). Comprehensive characterization of patient-derived xenograft models of pediatric leukemia. iScience.

[50] Han H (2018). TRRUST v2: an expanded reference database of human and mouse transcriptional regulatory interactions. Nucleic Acids Res..

# Supplementary material for: Tryptophan fuels MYC-dependent liver tumorigenesis through indole 3-pyruvate synthesis
**Source:** Nat Commun. 2024 May 20;15:4266. doi: 10.1038/s41467-024-47868-3
**Supplement:** Supplementary file 1 — Supplemental information

## Supplementary Information

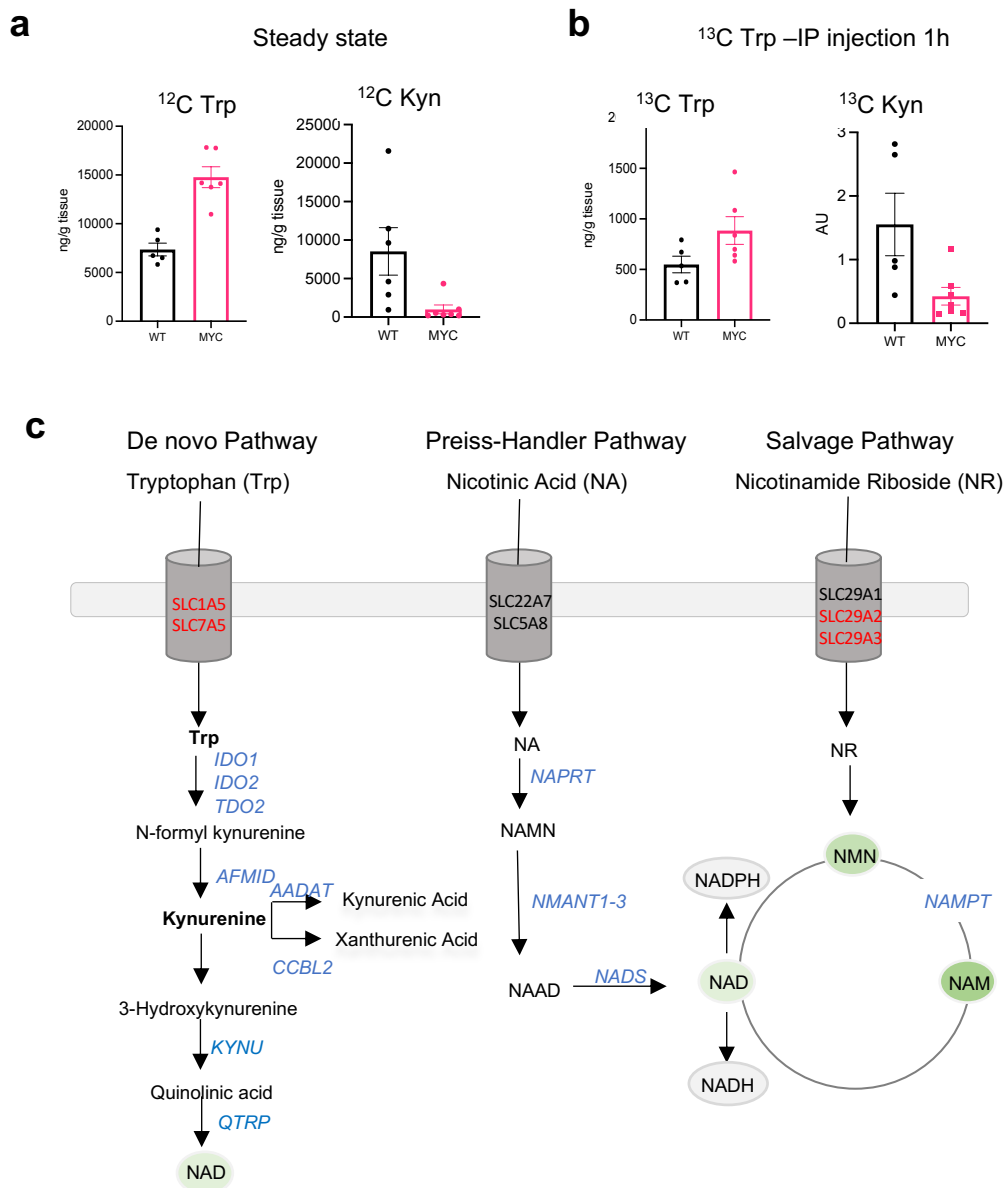

Figure S1

**Supplemental Fig. 1: MYC-driven liver tumors exhibit an increase in Trp uptake.**

**(a)** Quantification of Trp and Kyn in WT and MYC-ON livers.

**(b)** Quantification of  $^{13}\text{C}$  Trp and  $^{13}\text{C}$  Kyn in WT and MYC-ON livers.

**(c)** Schematic of the NAD metabolism pathway depicting the different routes of production of  $\text{NAD}^+$ . Upregulated genes are red, downregulated genes are blue. Plots show mean  $\pm$  SD and *P*-value was calculated by *t*-test.

**a**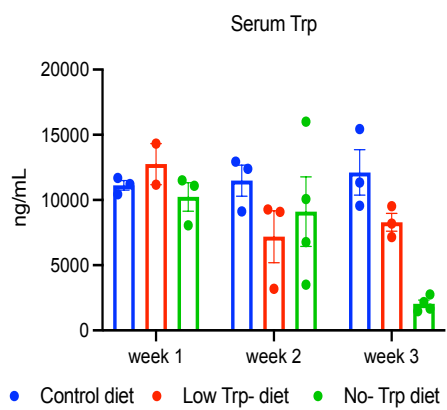**b**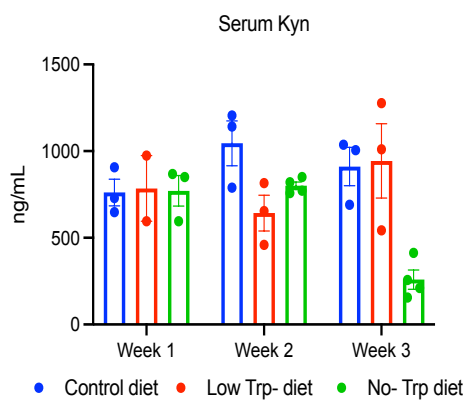

**Supplemental Fig. 2: Trp starvation for 3 weeks is necessary to reduce the levels of Trp and Kyn in the serum.** Quantification of Trp (**a**) and Kyn (**b**) in the liver of C57/B6 mice on the indicated diets for 1, 2, and 3 weeks.

**a**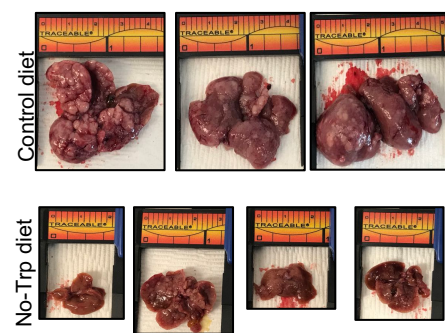**b**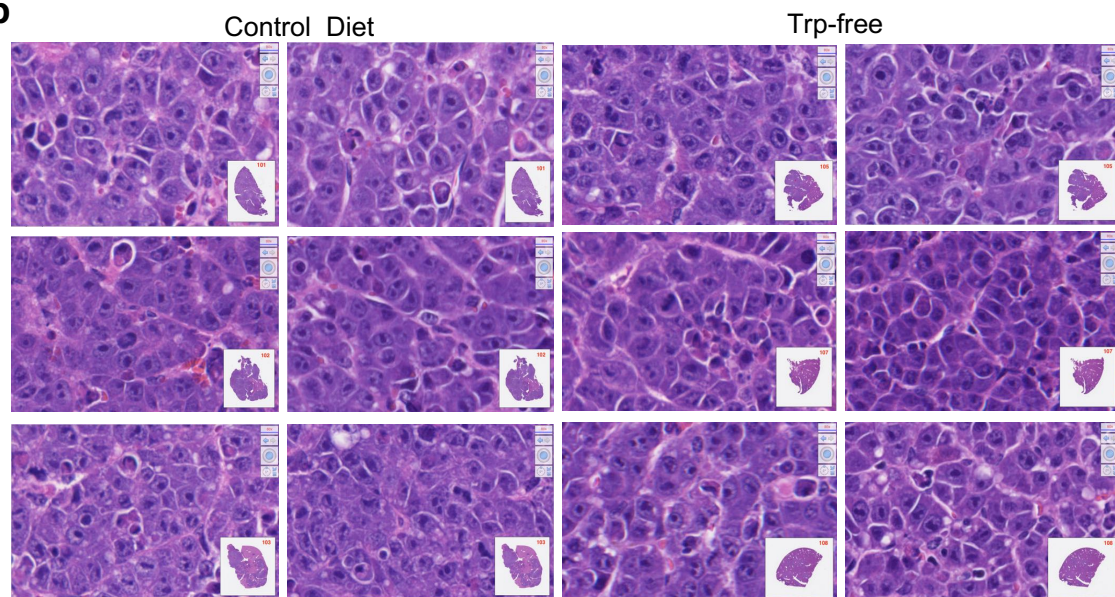**c**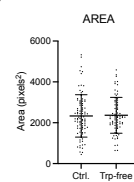**d**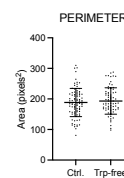**e**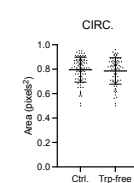

Figure S3

**Supplemental Fig. 3: Trp starvation prevents MYC-driven liver tumors from arising.**

- (a)** Pictures of the livers of animals fed either the control or the No-Trp diet after 21 days.
- (b)** H & E sections obtained from MYC-ON mice that were fed either the control or No-Trp diet for 21 days. Tumor sections are shown at 80X magnification.
- (c)** Nucleolar area measurements from (A), comparing livers from mice fed either the control or No-Trp diet in the MYC-On mice. (Ctrl. N= 89, No-Trp N=75) Each dot represents one mouse. Plots show mean  $\pm$  SD and *P*-value was calculated by *t*-test.
- (d)** Nucleolar perimeter measurements from (A), comparing livers from mice fed either the control or No-Trp diet in the MYC-On mice. (Ctrl. N= 89, No-Trp N=75) Each dot represents one mouse. Plots show mean  $\pm$  SD and *P*-value was calculated by *t*-test.
- (e)** Nucleolar circularity measurements from (a), comparing livers from mice fed either the control or No-Trp diet in the MYC-On mice. (Ctrl. N= 89, No-Trp N=75) Each dot represents one mouse. Plots show mean  $\pm$  SD and *P*-value was calculated by *t*-test. \**P*  $\leq$  0.05.

**a**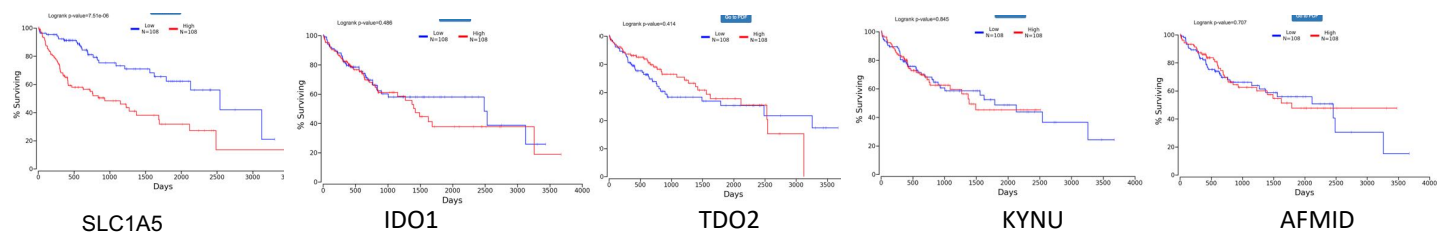**b**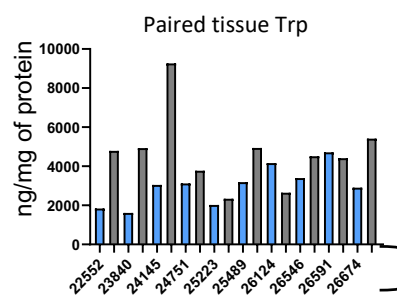**c**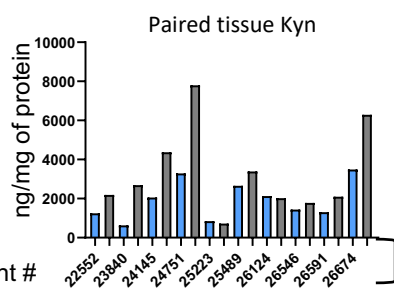**d**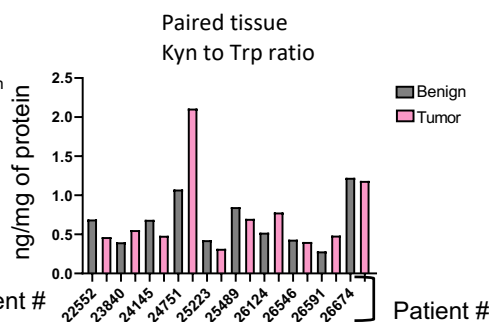**e**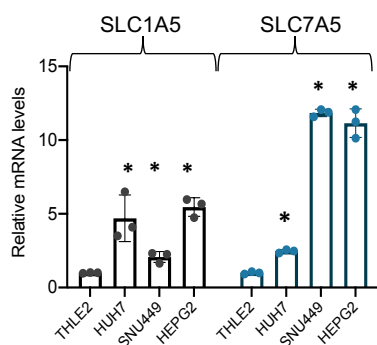**f**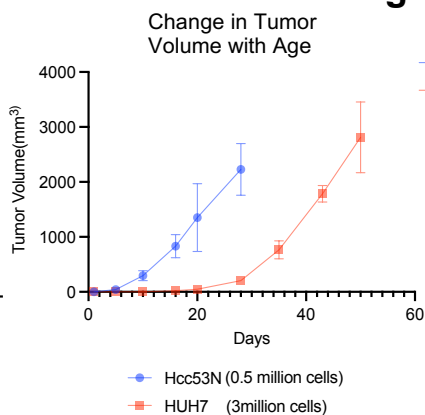**g**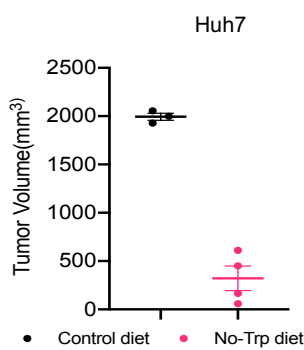**h**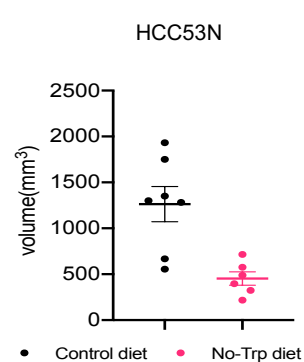**i**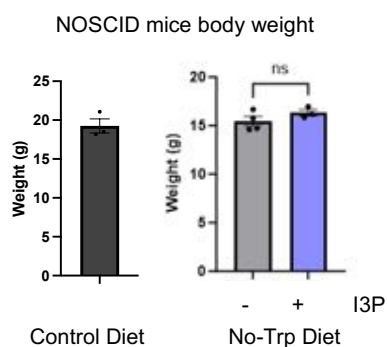

Figure S4

**Supplemental Fig. 4: Trp transporters are elevated in liver cancer cell lines and Trp starvation has a cell autonomous effect of inhibiting tumor growth *in vivo*.**

**(a)** Kaplan-Meier curve showing the survival of patients expressing high levels (30% highest) of *SLC1A5*, *IDO1*, *TDO2*, *KYNU*, *AFMID*, and low (30% lowest) levels of *SLC1A5*. Data obtained from the ONCOLNC database.

**(b-c)** Quantification of Trp (b) and Kyn (c) in individual tissues samples determined to be benign or tumor from 10 patients diagnosed with HCC, obtained from the UTSW biorepository.

**(d)** Ratio of Kyn to Trp of the patient samples in (b-c) representing percentage of Trp converted to Kyn for each patient.

**(e)** Relative mRNA levels of Trp transporters in the used cell lines. Comparison relative to THLE2 cells. *RPS18* was used as a housekeeping gene.

**(f)** Characterization of the growth of HUH7 and HCC53N cells transplanted into NOD SCID mice.

**(g)** Tumor volume of HUH7 cells transplanted into NOD SCID mice and grown for 21 days in mice fed either the control or No-Trp diet.

**(h)** Tumor volume of HCC53N cells transplanted into NOD SCID mice and grown for 21 days in mice fed either the control or No-Trp diets.

**(i)** Weight of mice that were assigned to receive either the control or No-Trp diet for 21 days (n=4 mice).

\* $P \leq 0.05$ . Each dot represents one mouse. Plots show mean  $\pm$  SEM and *P*-value was calculated by *t*-test.

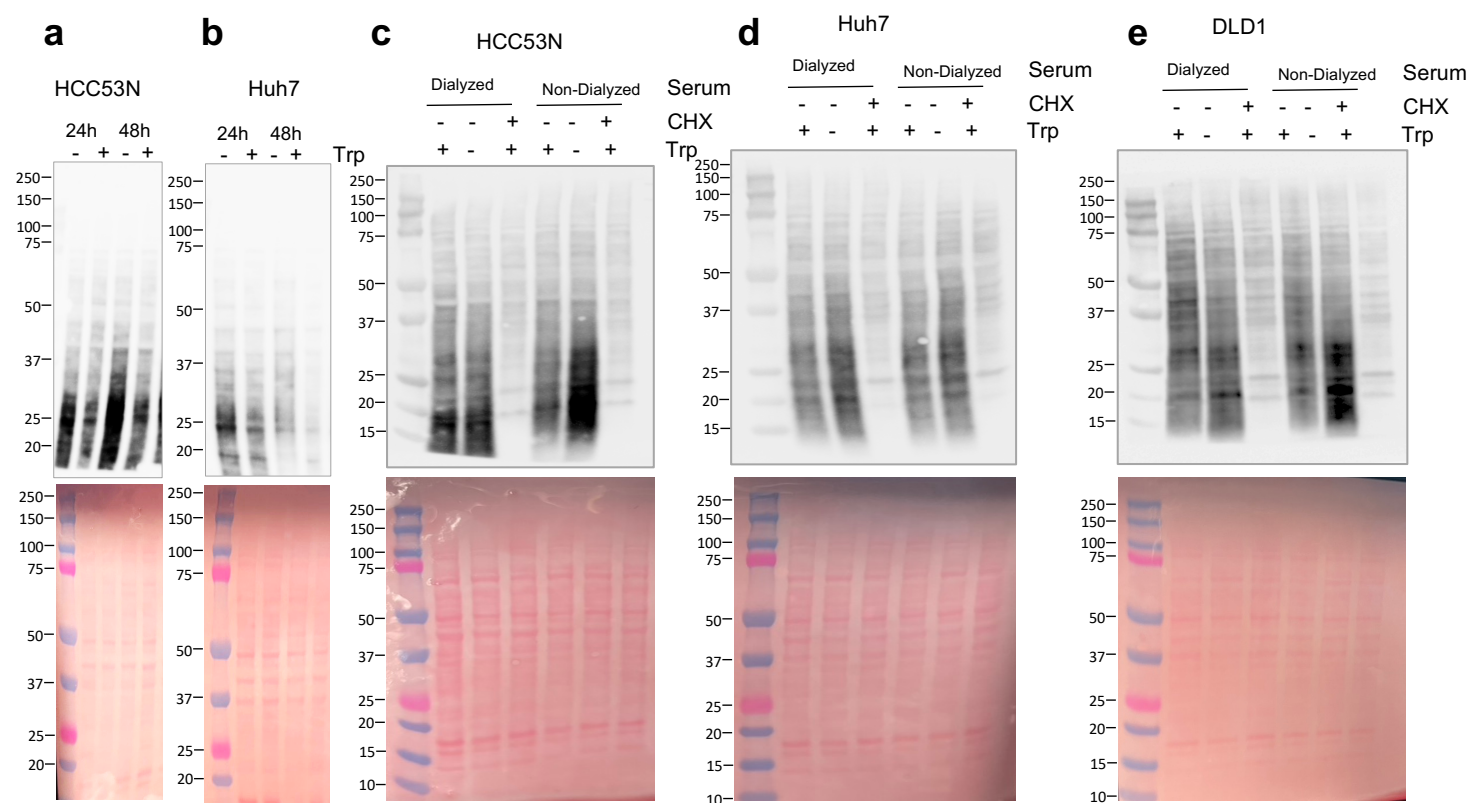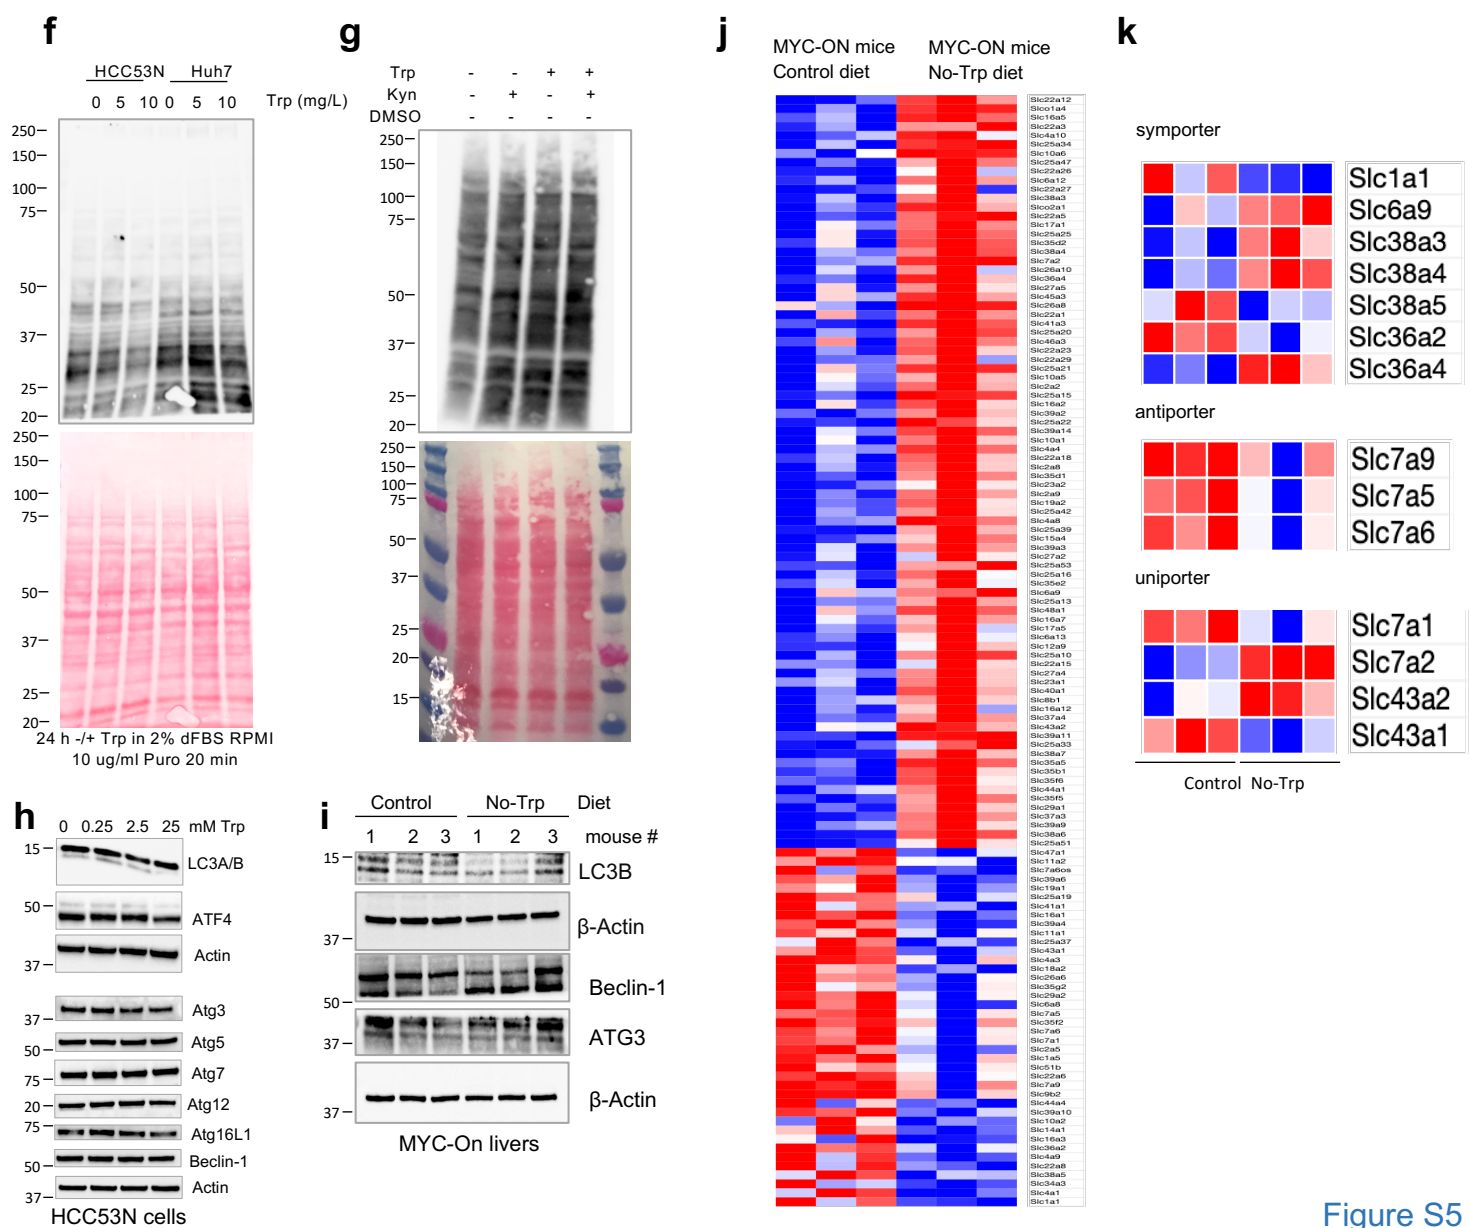

Figure S5

**Supplemental Fig. 5: Trp starvation does not affect protein synthesis in liver cancer cells.**

**(a-b)** Puromycylation of HCC53N (A) and HUH7 (B) cells grown for 24 or 48 h in the presence or absence of 75  $\mu$ M Trp.

**(c-e)** Puromycylation of HCC53N (c) HUH7 (d), and DLD1 (e) cells grown for 24 h in the presence or absence of 75  $\mu$ M Trp with either dialyzed or non-dialyzed serum. CHX was used at 50 mg/mL to inhibit protein synthesis.

**(f)** AHA click chemistry used to measure protein synthesis initiation in HCC53N and HUH7 cells grown in increasing concentrations of Trp. Experiment performed in cells incubated for 24 h with increasing amounts of Trp.

**(g)** Puromycylation of HUH7 cells in the presence of Trp (75  $\mu$ M) or Kyn (20  $\mu$ M) overnight.

**(h)** Western blot for the indicated proteins in HCC53N cells grown in increasing amounts of Trp for 24 h.

**(i)** Western blot for the indicated proteins in extracts from MYC-ON livers from mice fed either the control or No-Trp diet for 21 days.

**(j)** mRNA expression of SLC (s) from MYC-ON livers from mice fed either the control or No-Trp diet for 21 days.

**(k)** mRNA expression of amino acid transporters in MYC-ON livers from mice fed either the control or No-Trp diet for 21 days.

**a**

# **Xenograft**

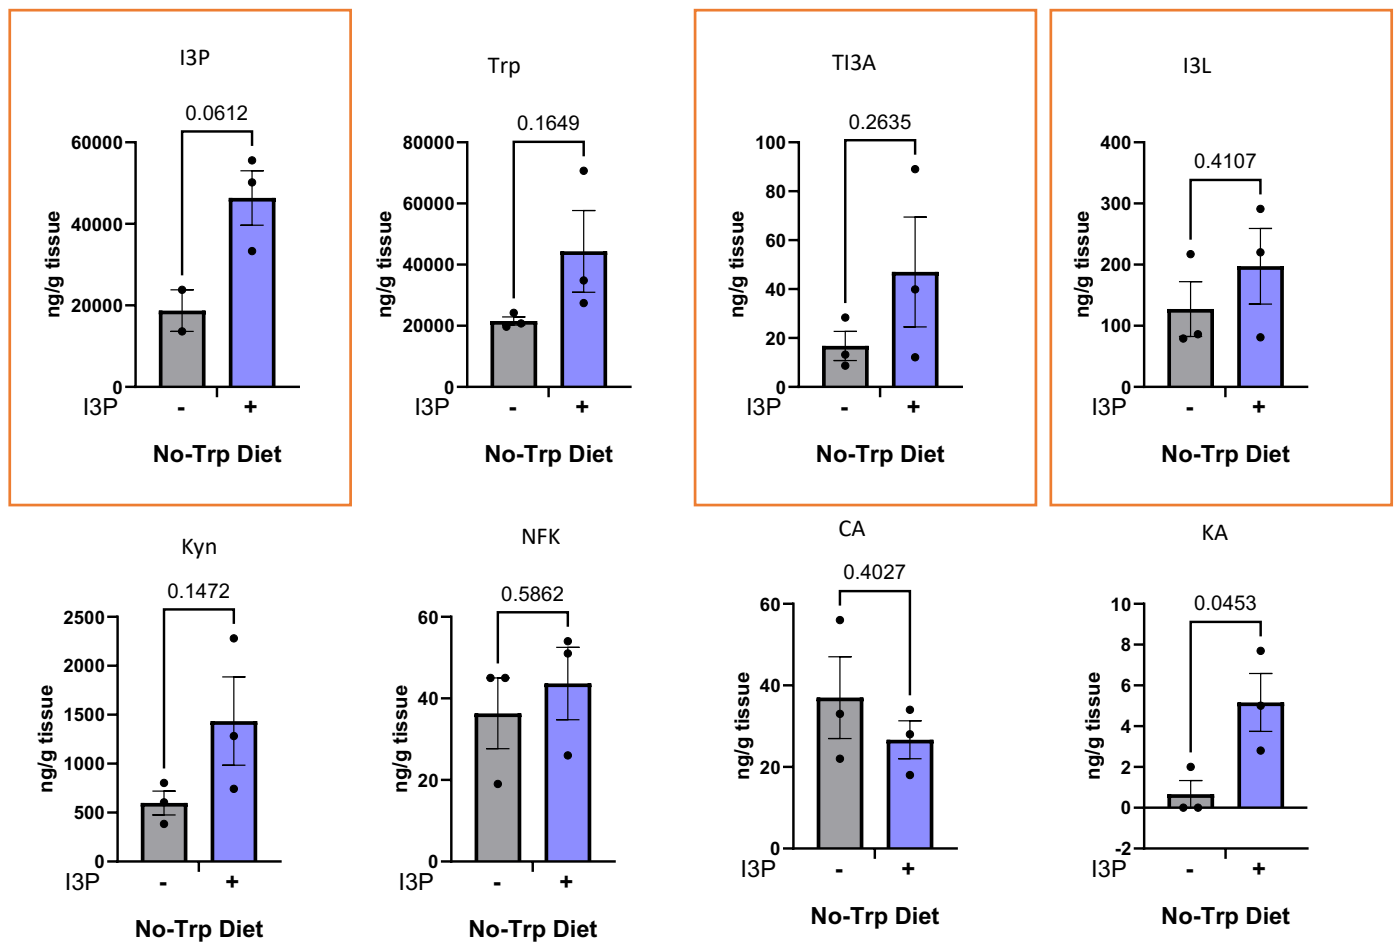

Figure S6

**Supplemental Fig. 6. Alterations in Trp and its metabolites in HCC53N xenografts grown in mice fed a control or No-Trp diets in the presence or absence of I3P supplementation.** Orange box marks the graph used in Figure 7(q). The measurement was performed by LC-MS/MS. Plot shows mean  $\pm$  SEM and *P*-value was calculated by unpaired *t*-test. n=3 for vehicle and n=3 for I3P.

**Supplemental Fig. 7: Expression of Trp-metabolizing enzymes and Trp transporters in normal livers and liver tumors in the TCGA database.**

**a****Liver**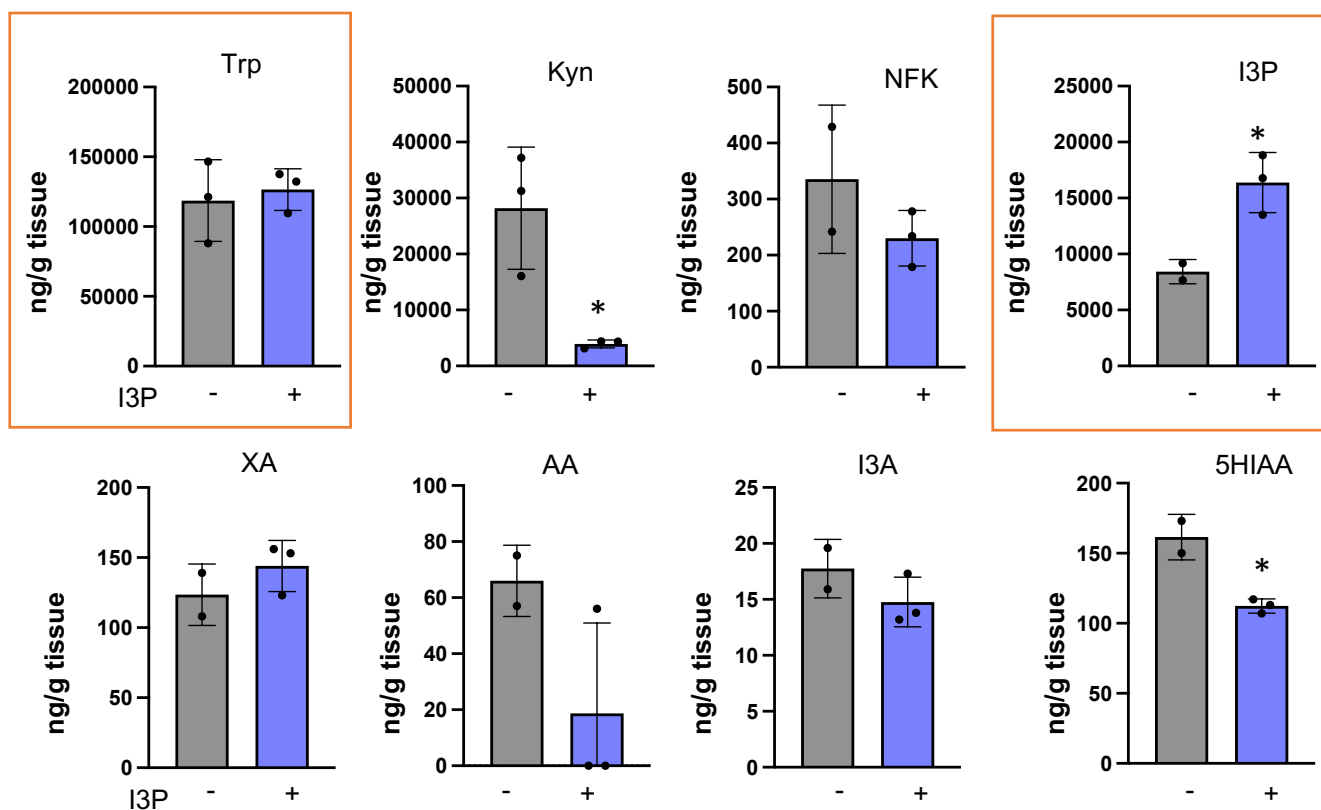**b****Serum**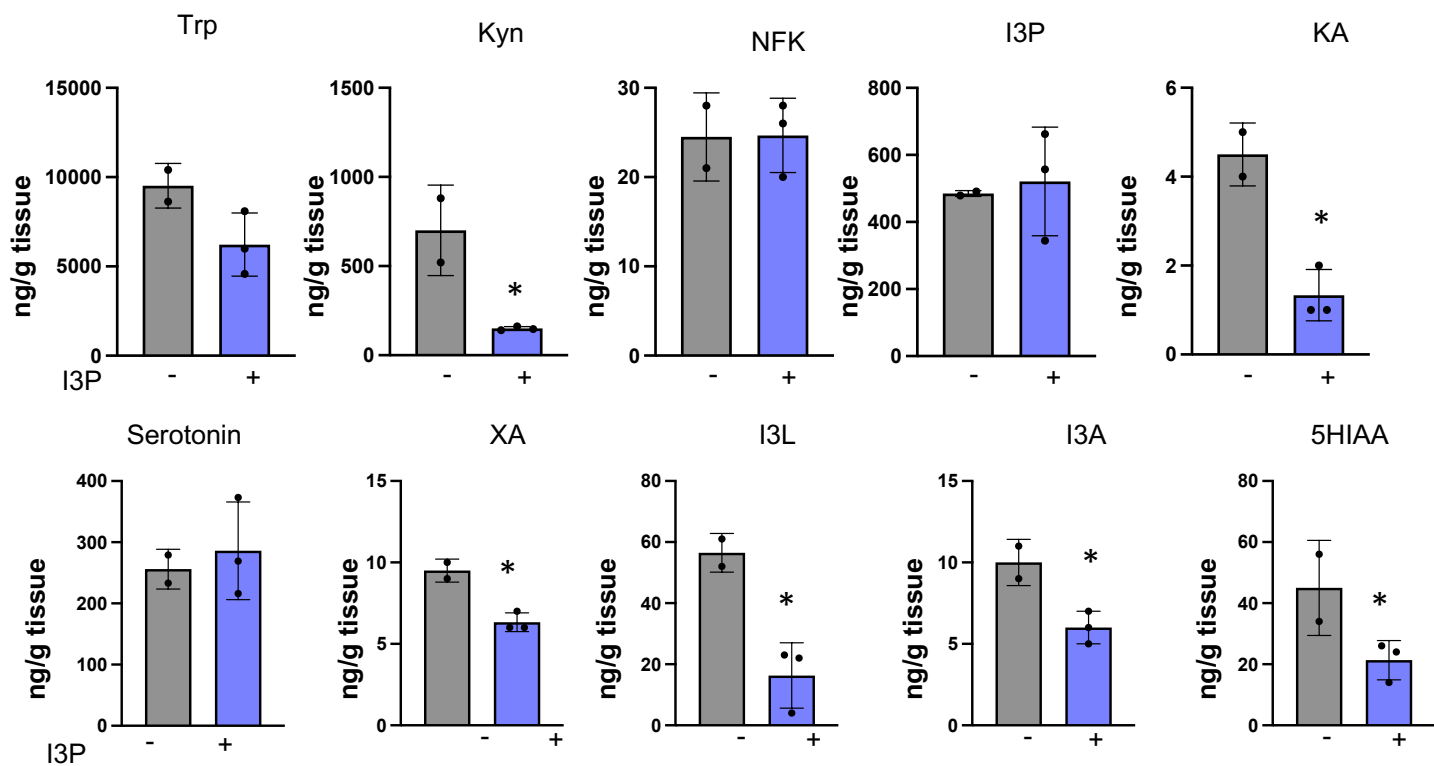

Figure S8

**Supplemental Fig. 8: Alterations in Trp and its metabolites in the livers and serum of MYC-ON mice fed either the control or No-Trp diet in the presence or absence of I3P supplementation.**

- (a) Trp and I3P levels in MYC-ON livers of animals fed the No-Trp diet supplemented with daily IP injections of either vehicle or I3P (75  $\mu$ M) for 14 days. Orange boxes indicate graphs shown in Figure 8 (j).
- (b) Trp and I3P levels in MYC-ON serum of animals fed the No-Trp diet supplemented with daily IP injections of either vehicle or I3P (75  $\mu$ M) for 14 days.

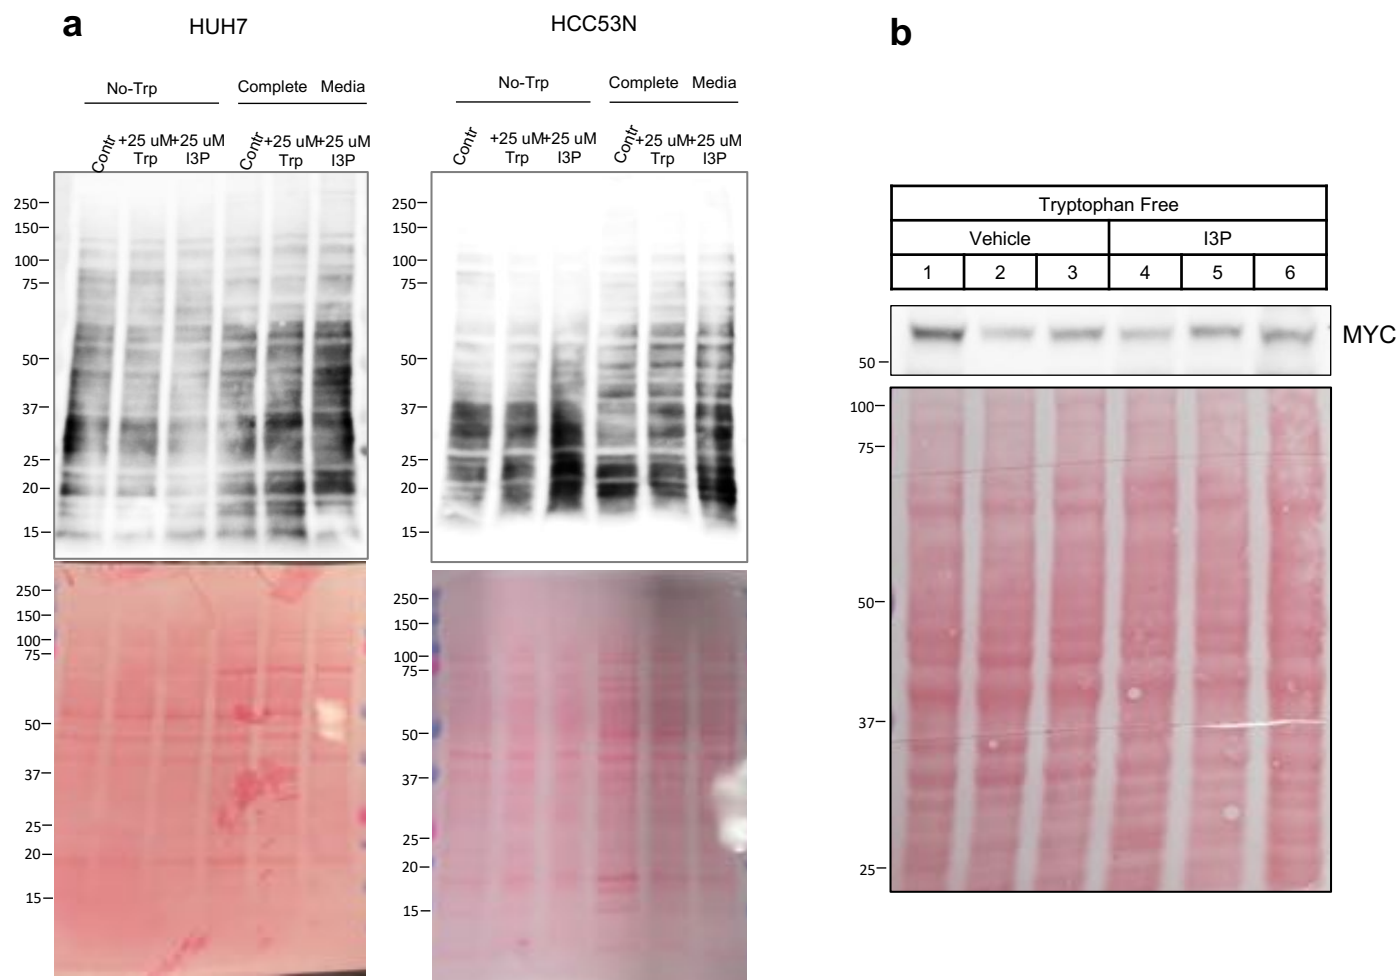

Figure S9

**Supplemental Fig. 9: Protein synthesis and MYC levels are not consistently altered in liver cancer cells by I3P.**

- (a)** Puromycylation in HUH7 and HCC53N cells grown in media with (complete) or without Trp and supplemented with Trp or I3P.
- (b)** Expression of MYC in MYC-ON livers of mice fed a No-Trp diet for 21 days and supplemented with vehicle or I3P (see Figs 8 g-h).

**Table S1: Reagents**

| Cell lines     |                                                                                                                                                                                                                          |                  |
|----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------|
| Cell line name | Source                                                                                                                                                                                                                   | Catalogue number |
| HUH7           | JCRB                                                                                                                                                                                                                     | JCRB0403         |
| SNU449         | ATCC                                                                                                                                                                                                                     | CRL-2234         |
| HEPG2          | ATCC<br>HEPG2 cells were found in International Cell Line Authentication Committee as cross-contaminated. HEPG2 were used in this study to increase the reproducibility of our results but cells were not authenticated. | HB-8065          |
| HCC53N         | Mender, I. <i>et al.</i> Mol Cancer Ther. 2023; 22(6): 737–750 <sup>1</sup>                                                                                                                                              | N/A              |
| THLE2          | ATCC                                                                                                                                                                                                                     | CRL-2706         |

| Antibodies                     |                     |                  |                      |              |
|--------------------------------|---------------------|------------------|----------------------|--------------|
| Antibody name                  | Source              | Catalogue number | Dilution             | Clone number |
| MYC                            | Abcam               | ab32072          | 1:10000; 1:500 (IHC) |              |
| MAX                            | Santa Cruz          | sc-197           | 1:250                |              |
| Histone H3                     | Cell Signaling      | 4499             | 1:1000               | D1H2         |
| SLC1A5                         | Abcam               | ab58690          | 1:250                |              |
| AFMID                          | Sigma Aldrich       | SAB1306982       | 1:1000               |              |
| NAMPT                          | Bethyl Laboratories | A700-058         | 1:1000               | BLR058F      |
| NMNAT                          | Novus               | NBP1-52973       | 1:1000               |              |
| AHR                            | Enzo                | BML-SA210        | 1:1000               |              |
| p70 S6 Kinase                  | Cell Signaling      | 2708             | 1:1000               | 49D7         |
| Phospho-p70 S6 Kinase (Thr389) | Cell Signaling      | 9234             | 1:1000               | 108D2        |
| Ki-67                          | Cell Signaling      | 12202            | 1:500 (IHC)          | D3B5         |
| Puromycin                      | Sigma Aldrich       | MABE343          | 1:1000               | 12D10        |
| $\beta$ -Actin                 | Cell Signaling      | 8457             | 1:1000               | D6A8         |
| IL4I1                          | Abcam               | ab222102         | 1:1000               | EPR22070     |
| $\alpha$ -Tubulin              | Sigma Aldrich       | T6199            | 1:10000              | DM1A         |
| CYP1A1                         | Sigma Aldrich       | SAB2108545       | 1:1000               |              |
| NQO1                           | Abcam               | ab80588          | 1:10000              | EPR3309      |
| SCIN                           | Sigma Aldrich       | HPA020518        | 1:1000               |              |
| UMPS                           | Sigma Aldrich       | HPA036178        | 1:1000               |              |
| AHRR                           | Sigma Aldrich       | SAB2100078       | 1:1000               |              |
| Cyclin D1                      | Cell Signaling      | 2978             | 1:1000               | 92G2         |
| Cyclin E1                      | Cell Signaling      | 20808            | 1:1000               | D7T3U        |
| LC3A/B                         | Cell Signaling      | 12741            | 1:1000               | D3U4C        |

|          |                |       |        |        |
|----------|----------------|-------|--------|--------|
| Atg3     | Cell Signaling | 3415  | 1:1000 |        |
| Atg5     | Cell Signaling | 12994 | 1:1000 | D5F5U  |
| Atg7     | Cell Signaling | 8558  | 1:1000 | D12B11 |
| Atg12    | Cell Signaling | 4180  | 1:1000 | D88H11 |
| Atg16L1  | Cell Signaling | 8089  | 1:1000 | D6D5   |
| Beclin-1 | Cell Signaling | 3495  | 1:1000 | D40C5  |
| ATF-4    | Cell Signaling | 11815 | 1:1000 | D4B8   |
| LC3B     | Novus          | NB100 | 1:1000 |        |

| siRNA oligonucleotides |               |                    |
|------------------------|---------------|--------------------|
| Name                   | Source        | Catalogue number   |
| Universal controls #1  | Sigma mission | SIC001             |
| siMYC, human           | Sigma mission | SASI_Hs01_00222676 |
| siSLC1A5, human        | Sigma mission | SASI_Hs01_00162267 |
| siSLC7A5, human        | Sigma mission | SASI_Hs02_00335760 |
| siMYC, mouse           | Sigma mission | SASI_Mm01_00157475 |
| siSLC1A5, mouse        | Sigma mission | SASI_Mm01_00186887 |
| siSLC7A5, mouse        | Sigma mission | SASI_Mm01_00088353 |

| Oligonucleotides for qPCR |                         |                         |
|---------------------------|-------------------------|-------------------------|
| Gene name                 | F sequence              | R sequence              |
| MYC, human                | GGCTCCTGGCAAAAGGTCA     | CTGCGTAGTTGTGCTGATGT    |
| SLC1A5, human             | GAGCTGCTTATCCGCTTCTTC   | GGGGCGTACCACATGATCC     |
| SLC7A5, human             | CCGTGAACTGCTACAGCGT     | CTCCCCGATCTGGACGAAGC    |
| MYC, mouse                | CCCTATTTTCATCTGCGACGAG  | GAGAAGGACGTAGCGACCG     |
| SLC1A5, mouse             | CATCAACGACTCTGTTGTAGACC | CTGGATACAGGATTGCGGTATTT |
| SLC7A5, mouse             | ATATCACGCTGCTCAACGGTG   | GCCGCCTGACTTGGAGATG     |

**Table S2: Diet composition**

|                    | Control<br>(g/Kg) | Low Trp<br>(g/Kg) | No-Trp<br>(g/Kg) |
|--------------------|-------------------|-------------------|------------------|
| L-Tryptophan       | 1.8               | 0.5               | 0                |
| L-Alanine          | 3.5               | 3.5               | 3.5              |
| L-Arginine HCl     | 12.1              | 12.1              | 12.1             |
| L-Asparagine       | 6                 | 6                 | 6                |
| L-Aspartic acid    | 3.5               | 3.5               | 3.5              |
| L-cystine          | 3.5               | 3.5               | 3.5              |
| L-Glutamic acid    | 40                | 40                | 40               |
| Glycine            | 23.3              | 23.3              | 23.3             |
| L-Histidine HCl    | 4.5               | 4.5               | 4.5              |
| L-Isoleucine       | 8.2               | 8.2               | 8.2              |
| L-Leucine          | 11.1              | 11.1              | 11.1             |
| L-Lysine HCl       | 18                | 18                | 18               |
| L-Methionine       | 8.2               | 8.2               | 8.2              |
| L-Phenylalanine    | 7.5               | 7.5               | 7.5              |
| L-Proline          | 3.5               | 3.5               | 3.5              |
| L-serine           | 3.5               | 3.5               | 3.5              |
| L-Threonine        | 8.2               | 8.2               | 8.2              |
| L-Tyrosine         | 5                 | 5                 | 5                |
| L-Valine           | 8.2               | 8.2               | 8.2              |
| Sucrose            | 351.68            | 351.68            | 351.68           |
| Corn starch        | 150               | 150               | 150              |
| Maltodextrin       | 150               | 150               | 150              |
| Soybean oil        | 80                | 80                | 80               |
| Cellulose          | 30                | 31.3              | 31.8             |
| Mineral mix        | 35                | 35                | 35               |
| Calcium phosphate  | 8.2               | 8.2               | 8.2              |
| Vitamin mix        | 13                | 13                | 13               |
| Choline bitartrate | 2.5               | 2.5               | 2.5              |
| TBHQ, antioxidant  | 0.02              | 0.02              | 0.02             |

### Table S3: Liver cancer biopsies information

no compensation by participants

Study was approved by the UT Southwestern IRB.

Study ID: STU102010-051

Samples were provided de-identified to the researchers.

Informed consent was obtained from every patient.

Research complies with all relevant ethical regulations.

Please make sure you acknowledge the Tissue Management Shared Resource in your acknowledgements and reference the CCSG grant number.

- 1 Mender, I. *et al.* Activating an Adaptive Immune Response with a Telomerase-Mediated Telomere Targeting Therapeutic in Hepatocellular Carcinoma. *Mol Cancer Ther* **22**, 737-750, doi:10.1158/1535-7163.MCT-23-0039 (2023).

How the deposited data were processed for this re-analysis (not part of the article)

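RNA-seq libraries of 12 mice were used, 1 per mouse. Of these, 6 are livers of MYC-ON mice (control diet, mice 101, 102 and 103; No-Trp diet, mice 105, 107 and 108) and 6 are HCC53N xenografts (control diet, mice 40, 41 and 43; No-Trp diet, mice 35, 36 and 37). HCC53N is a line of mouse liver cancer cells which the paper describes as lacking p53 and carrying mutant NRAS, grown under the skin of female NOD SCID mice. The deposit's labels describe the tumor cells as MYC-ON as well, and whether a MYC transgene is present was not settled here. All mice were on their diet for 21 days. Each group has 3 mice, and no 2 groups share animal numbers. Of the 12 libraries, 4 carry a mark of resubmission in the deposit: livers 101 and 108 and control xenografts 41 and 43. The paper's text does not describe it, and it was treated as a possible sequencing batch. The data of control xenograft 40 are named in another pattern than those of the other tumors, and its diet was taken from its labels alone.

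The deposited values are read counts per gene, which the authors made by trimming the reads with Trim Galore, aligning them to mm10 with STAR and counting them on genes with HTSeq. The values were not normalized. The paper's text gives neither the strand setting of the counting nor its rule for overlapping genes, so genes that overlap another gene, and genes with near-identical copies, hold uncertain counts. Each library also lists the reads that the authors' counting left out, which are 24.7% to 39.4% of its reads. They include reads on no annotated gene (11.5% to 23.3%), reads on more than 1 gene (1.43% to 2.28%) and reads with no alignment or several. They were left out of library sizes and tests. Reads counted on genes ranged from 18587568 to 23183252 in the control livers (median 23008845), from 14865881 to 23751118 in the No-Trp livers (median 20102837), from 14660963 to 23221647 in the control xenografts (median 18891162) and from 20688502 to 26085349 in the No-Trp xenografts (median 22630107). A gene with a mean of 100 counts has a counting error of 10% of its mean, while the spread between mice that edgeR estimated over all genes is 31.6% in the livers and 28.7% in the xenografts, so for such genes the mice add more error than the depth. A named liver gene whose libraries on one diet all held at most 3 reads is given as a bound. For Serpina3c in the xenografts the counts alone are given. Gene symbols were matched to GENCODE M21 on GRCm38 (98.5% of the symbols, 950 of them through an older symbol).

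The diets were compared within each model with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr, glmQLFit with robust estimation, glmQLFTest, two-sided), and the difference between the models with the interaction term of a fit over all 12 libraries. The p-values were adjusted with the Benjamini-Hochberg method over all genes tested. A standard error of a log2 fold change is its size divided by the square root of the F statistic. Genes were called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction. The genes named one by one are those which the paper names or shows in these panels, given as the largest and smallest change of each, the genes of Fig. 1c, the driver genes, the genes used to check the sex of the mice, the 5 largest rises and the 5 largest falls of each diet comparison among called genes with a mean count of at least 100 in the higher group and no overlap between the groups, and the 5 genes with the smallest adjusted p of the interaction. A gene named outside this rule was chosen after its values were seen: Rpph1, Rn45s, the erythroid gene Alas2, the globin genes, Fgf21, Tk1, Pck1, Fabp4, Cfd and Adipoq. A further gene chosen in this way is not reported here. Gene lists written by hand were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, with adjustment over the lists of each model. Lists with fewer than 5 tested genes were not tested.

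The design, the gene lists and all alternatives but one were fixed before the data were examined. The alternatives were DESeq2 1.42.0 on all genes with a count, RLE factors, library totals without composition factors, no filter on low counts, at least 10 counts in every library, resubmission as a covariate, one fit over all libraries, no threshold on the fold change, leaving out each library, and for the lists fry, an estimated correlation and a prior count of 0.5. Leaving Rn45s out of the counts was added after the data were seen. The effect of GC content and transcript length was checked with a spline with 5 degrees of freedom per library. Each step was tested on simulated counts drawn from the means of these genes. The simulated spread between mice was the same for all genes and smaller than the spread estimated in these data, and genes varied independently. The changed genes were all given the same size of change and were not taken from genes with low counts. The shares that follow therefore check the steps and do not measure power or false calls in these data. With 200 changed genes, edgeR called 99.5% of them among 14186 genes in the liver design, and 2.93% of its calls were unchanged genes. Among 14785 genes in the xenograft design it called 100%, with 3.38% of calls on unchanged genes. The interaction called 95.7% of 398 changed genes among 15487. The correction for GC content lowered a simulated correlation with GC content from 0.882 to 0.0464 over 14240 genes. The WT livers, the reads of the human MYC transgene, the GO terms and the TRRUST2 targets were not used here.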

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

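In this part the tests of host skin and host fat, of the sequencing batch, of ATF4 targets and of proliferation in both models were chosen after the results they bear on had been seen, and the counts of splits before, while the rules by which the values of all tests are read were revised after the values had been seen, so the readings are descriptive.

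The paper's text reports no RNA-seq of the HCC53N xenografts, and the deposit holds 6 such libraries. Of 14704 genes tested, 36 were higher and 17 lower on the No-Trp diet (53 in all, edgeR, both thresholds), and 2483 had an unadjusted p under 0.05. The diets did not overlap in 3330 genes, or 22.6%, against 10% by chance. The largest rises were those of Retn (6.27), Timp4 (5.74), Plin1 (5.48) and Pnpla3 (5.06), and Serpina3c, which had at most 3 reads in each control tumor, went from 2.22 ± 0.705 to 222 ± 152 normalized counts (SD, n = 3 each). The largest falls were those of Ramp1 (−2.90), Mmp10 (−2.76), Adamdec1 (−2.54), Lor (−2.43) and Gadd45a (−1.99). Of these 10 genes, Retn, Plin1, Pnpla3, Ramp1 and Adamdec1 were called in all 6 fits that left out 1 mouse, Serpina3c in 4, Gadd45a in 2, Lor and Mmp10 in 1 each and Timp4 in 0, where its adjusted p ran from 0.0554 to 0.145. The log2 fold change of Timp4 ran from 5.20 to 9.71 in these fits. Control tumors 40, 41 and 43 held 0, 5 and 0 of its reads. Serpina3c had an adjusted p of 0.0543 without control mouse 41 and 0.0696 without control mouse 43, and Gadd45a of 0.0523 without control mouse 41, 0.0696 without control mouse 43, 0.0502 without No-Trp mouse 36 and 0.0826 without No-Trp mouse 37. Lor and Mmp10 passed only without control mouse 40, with 0.142 for Lor and 0.142 for Mmp10 without control mouse 43, the highest of each. The number of calls depended on the settings. It was 250 higher and 130 lower genes with DESeq2 and 3 and 1 with resubmission as a covariate, 35 and 43 without control mouse 40, 17 and 3 without control mouse 41, 7 and 2 without control mouse 43, 27 and 4 without No-Trp mouse 36, and 12 and 2 without No-Trp mouse 37. All 53 genes kept their sign under each alternative, of which the filter on at least 10 counts tested 36. The alternatives reuse the tumors on which the genes were called, which favors a kept sign. Of the 10 splits of the 6 tumors, 1 gave as many genes, the real one, and the other 9 gave 0, with 349 to 1048 genes at an unadjusted p under 0.05. A share of 0.1 is the lowest that 10 splits allow, so this count leaves a grouping by coincidence open. Of the control tumors 41 and 43 are marked as resubmitted and none of the No-Trp tumors is, so resubmission and diet cannot be told apart for these genes except against control mouse 40. The deposit names the data of that library in another pattern than those of the other tumors, and its diet was taken from its labels alone, so every xenograft value with resubmission as a covariate rests on a library of less certain identity. With that covariate the median size of the log2 fold changes of the 53 genes was 2.61, against 2.53 without it. In the livers, with the diet in the fit, 0 genes were called for resubmission and 1665 had an unadjusted p under 0.05. Host skin around the tumors could hold Lor. The keratinocyte list, with 9 of 10 genes expressed and 0 in another list, had a mean log2 fold change of −0.66 (standard error 0.70, camera adjusted p = 0.101), with control mouse 43 at 1.36 relative to the control mean, and without that mouse the mean was 0.024. It was lower past the adjusted p in 4 of the other fits, with means (adjusted p) of −1.15 without control mouse 40 (0.00775), −1.08 without control mouse 41 (0.00920), −0.85 without No-Trp mouse 35 (0.0359) and −0.90 without No-Trp mouse 37 (0.0386), so the amount of skin cannot be told apart from the diet with these 6 tumors.

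Adipocyte genes stood out among the lists in the xenografts, which the paper does not discuss. All 9 genes of the list were expressed and higher on the No-Trp diet, with a mean log2 fold change of 4.22 (standard error between mice 0.47; adjusted p = 1.19e-12 with camera, 0.0169 with fry and 0.332 with the estimated correlation). Another list shares 1 of them and the paper's panels 0. The mean stayed between 3.94 and 4.55 with each mouse left out. Without Pck1, which the livers express, the list took 706 ± 262 CPM on the No-Trp diet and 36.5 ± 34.1 CPM on the control diet (SD, n = 3 each). Its abundant transcripts rose together. Fabp4 went from 135 to 1188 counts in the control tumors to 5276 to 7579 (log2 fold change 3.44, edgeR adjusted p = 0.120). Cfd rose by 4.80 (edgeR adjusted p = 0.0551) and Adipoq by 4.70 (edgeR adjusted p = 0.0299, 0.0543 without control mouse 41, 0.126 without control mouse 43 and 0.0557 without No-Trp mouse 35). Cfd passed without control mouse 41 (0.0391). A sequencing batch is argued against as the whole cause, since the 4 livers that were not resubmitted held 35.6 CPM of these genes, and the No-Trp xenografts 19.8 times as much. With resubmission as a covariate the mean was 4.62. A larger share of host fat in the tumor samples on the No-Trp diet may account for the rise of 4.22. Whether it came from the dissection or from fat cells within the tumors was not tested, nor was expression of these genes by the tumor cells.

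Mitosis genes also rose in the xenografts, data which the paper does not report on. All 40 genes of the list were expressed and higher on the No-Trp diet, with a mean of 0.59 (standard error 0.09; adjusted p = 5.10e-18 with camera, 0.0316 with fry and 0.332 with the estimated correlation). The paper's panels hold 3 of these genes and another list 1. The No-Trp mice 35, 36 and 37 stood at 0.43, 0.68 and 0.67, and the control mice at most at 0.072. With each mouse left out the mean stayed between 0.55 and 0.69. The livers do not settle whether the sequencing batch had a part in it. There the list was higher in resubmitted libraries, by 0.46 (camera adjusted p = 0.00813, diet in the fit), but this rested on the No-Trp livers 107 and 108. The difference was −0.030 without mouse 107 (adjusted p = 0.448), 0.011 without mouse 108 (adjusted p = 0.904), 0.91 without control mouse 101 and 0.84 without No-Trp mouse 105. With resubmission as a covariate the mean in the xenografts was 0.67, a value that rests on control mouse 40. In the MYC-ON livers the same list fell by 2.23, and the difference between the models was tested for single genes only. A larger share of dividing cells in these tumors on the No-Trp diet is a hypothesis which no protein or growth data here test, and the batch and a change in the mixture of tumor and host cells stay open. The paper reports that Trp starvation limited the growth of HCC53N xenografts (Fig. 5l), which more dividing cells would not by themselves explain.

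The genes of cytosolic ribosomal proteins fell in the xenografts. None of these genes is in another list or in the panels. Of 80 expressed genes 78 were lower on the No-Trp diet, with a mean of −0.46 (standard error 0.14; adjusted p = 6.69e-19 with camera, 0.104 with fry and 0.599 with the estimated correlation), and the mean lay between −0.54 and −0.35 with each mouse left out. The batch is a candidate cause. In the livers, where each diet has 1 resubmitted library, the list was 0.60 higher in resubmitted libraries (camera adjusted p = 1.92e-28; 0.39 without control liver 101), and 77 of 78 genes were higher. With resubmission as a covariate, the mean in the xenografts was −0.59 on the log2 scale, but that value rests on control mouse 40, the only control tumor without the mark of resubmission, whose identity is less certain. The batch and the diet cannot be told apart for this list.

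Differences between the models in the response to the diet were tested gene by gene. The interaction term, which is positive where the diet raised a gene more in the xenografts than in the livers, was past both thresholds in 1965 of 15472 genes, 1035 positive and 930 negative. Of 100 drawn splits of the libraries within the models, 1 gave as many genes, the real one. This count mainly reflects the response of the livers. The 8 other splits that kept the livers grouped by diet gave 345 to 1728 genes, and the 91 that regrouped the livers gave at most 3. The split with 1728 genes also kept the xenografts grouped by diet, while those that kept the livers and regrouped the xenografts gave at most 1648. The number of genes is therefore weak evidence for a difference between the models, and too few splits keep the livers grouped by diet to test the grouping of the xenografts alone. The numbers of positive and negative genes were 1824 and 437 with library totals, with which the median of all genes was 0.41 against 0.034 with TMM factors, 466 and 449 without control liver 103, 727 and 522 without No-Trp liver 107, 635 and 617 without control tumor 43, 682 and 612 without No-Trp tumor 36, and 686 and 601 without No-Trp tumor 37. The 5 genes with the smallest adjusted p (0.00165 each with edgeR) were Cebpb (−3.12), Htatip2 (−2.48), Pnpla3 (5.57), Lbr (2.41) and Cyp2b9 (−7.30), the last from a family with closely similar copies, and all 5 were called in each of the 12 fits that left out 1 library. Tissue, mouse strain, sex and tumor model differ between the 2 sets as well, and none of these was tested apart from the others.

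Among the genes whose response differed between the models are Slc1a5 (chromosome 7, 16781340 to 16798274) and Slc7a5, the Trp transporters of the paper's Fig. 1c. The difference between the log2 fold changes of Slc1a5 was 3.49 (standard error 0.67, edgeR adjusted p = 0.0109) and lay between 3.07 and 4.04 with each library left out. It fell in the livers, from 1839 ± 471 to 554 ± 368 normalized counts (log2 fold change −1.73, standard error 0.55, edgeR adjusted p = 0.0591, and 0.0423 without control mouse 102, 0.0372 without No-Trp mouse 107 and 0.0468 without No-Trp mouse 108), and rose in the xenografts, from 748 ± 201 to 2499 ± 665 (log2 fold change 1.74, standard error 0.26, edgeR adjusted p = 0.0436, and 0.104 without control mouse 41, 0.126 without control mouse 43, 0.115 without No-Trp mouse 36 and 0.144 without No-Trp mouse 37; SD, n = 3 each). For Slc7a5 the difference was 3.09 (standard error 0.64, edgeR adjusted p = 0.0128), up to 0.0361 with each library left out, and its rise of 1.52 in the xenografts did not reach the threshold (edgeR adjusted p = 0.100, and 0.0230 without No-Trp mouse 35). Both differences passed in all 12 of these fits. A response of ATF4 to the missing amino acid is one candidate explanation. The list of ATF4 targets without Slc7a5 rose in the xenografts by 0.50 over 26 genes (camera adjusted p = 0.00624, fry adjusted p = 0.671). The full list rose by 0.53, with No-Trp mice 35, 36 and 37 at −0.12, 1.11 and 0.61, by 0.87 without mouse 35 and 0.24 without mouse 36 (camera adjusted p = 0.0784) and by 0.42 with resubmission as a covariate (camera adjusted p = 0.0756). The panels hold 1 of its genes. In the livers the list did not pass (0.13, 0.43 without No-Trp mouse 107 and −0.20 without No-Trp mouse 108, camera adjusted p = 0.595). The other candidate explanation is proliferation, since the mitosis genes moved in the same 2 directions, with the rise of 0.59 in the xenografts. Both stay open, as does resubmission in the xenografts. For proliferation, the limited growth that the paper reports for HCC53N xenografts on the No-Trp diet (Fig. 5l) would not be explained by more division.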

How the results depend on the processing

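Each of the 2338 genes called in the livers kept its sign under all alternatives in which it was tested, but the number of calls did not hold. The alternatives reuse the mice on which the genes were called, which favors a kept sign. Without a threshold on the fold change 1697 genes were lower, and with library totals 732 were higher and 1532 lower, so that the share of higher calls moved from 56.1% to 32.3%. Library totals moved the median of all genes to −0.30. The cause was not tested. In the 6 fits that each left out 1 liver, 7 to 1959 genes were higher and 1 to 1248 lower, with the fewest without control mouse 103 and the most without control mouse 102, and 178 and 116 without control mouse 101, 298 and 70 without No-Trp mouse 105 and 660 and 609 without No-Trp mouse 107.

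The calls in the xenografts moved by more than 1.5 times under most alternatives, with higher and lower genes at 250 and 130 with DESeq2, 56 and 26 with RLE factors, 59 and 11 with library totals (84.3% higher against 67.9%), 73 and 45 with no filter on low counts, 10 and 5 with at least 10 counts in every library, 3 and 1 with resubmission as a covariate, 18 and 5 in one fit over 12 libraries, and 57 and 28 with Rn45s left out, which was chosen after seeing the data. Leaving out 1 tumor gave 7 to 35 higher and 2 to 43 lower genes. The stricter filter tests 36 of the 53 called genes, which accounts for part of its lower number. For the other settings the cause was not tested. The interaction had 1473 negative genes with DESeq2, and 1824 positive and 437 negative genes with library totals (80.7% positive against 52.7%). Over the 12 fits that left out 1 library it had 466 to 1195 positive and 449 to 1386 negative genes.

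For the paper's panels, DESeq2 called 40 lower genes of Fig. S5j at the adjusted p and 33 past both thresholds, and 8 and 8 lower genes of Fig. S5k. With library totals 24 genes of Fig. 4i and 9 of Fig. 4k passed both thresholds, 1 gene of Fig. 4j above 0 passed the adjusted p with a median of 0.79, and 32 higher genes of Fig. S5j passed the adjusted p and 28 both thresholds. With no filter on low counts 3 genes of Fig. 4j under 0 passed the adjusted p and 2 both thresholds. Among all SLC genes, 33 were lower with DESeq2 and 28 higher with library totals. Without 1 liver, the numbers at the adjusted p and past both thresholds were 0 to 24 and 0 to 21 for Fig. 4h, 0 to 26 and 0 to 19 for Fig. 4i, 0 to 8 and 0 to 8 and 0 to 2 and 0 to 1 for the genes of Fig. 4j under and above 0, 0 to 12 and 0 to 7 for Fig. 4k, 0 to 68 and 0 to 59 and 0 to 26 and 0 to 20 for the higher and lower genes of Fig. S5j, and 0 to 5 and 0 to 5 and 0 to 6 and 0 to 5 for those of Fig. S5k. The SLC genes were 0 to 71 higher and 0 to 20 lower, with odds ratios of 1.43 to 4.69. Without control mouse 103 every panel had 0 genes past the adjusted p, with 4363 of all genes at an unadjusted p under 0.05. Without control mouse 101 the count was also 0 for Fig. 4i, Fig. 4k, the genes of Fig. 4j above 0 and the lower genes of Fig. S5k, with 4946 of all genes at that unadjusted p, and without No-Trp mouse 105 for Fig. 4i, Fig. 4j, Fig. 4k and the lower genes of Fig. S5k, with 4892.

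For the lists, fry called 2 higher and 0 lower in the livers and 2 higher and 0 lower in the xenografts, with 13 and 8 of all lists tested at an unadjusted p of 0.05. The lists that camera and fry both called were AHR targets and female-biased genes in the livers and adipocytes and mitosis in the xenografts. The estimated correlation called 0 in either direction and model, with 0 and 3 lists at that unadjusted p. The means are the same under both, and the fry adjusted p was above 0.05 for DNA replication at −1.36 (0.0632), mitosis at −2.23 (0.0648), ribosome biogenesis at −1.08 (0.0632), MYC-activated genes at −0.99 (0.0632), fatty acid oxidation at 1.77 (0.0575), hepatocyte identity at 1.99 (0.0648) and Cyp2 genes at 2.44 (0.0632), while the estimated correlation gave 0.631 for each of them. These tests differ from camera by construction in the correlation between genes. With library totals the liver means of ATF4 targets (−0.17) and macrophages (−0.058) changed sign, as these totals shift all genes. Without 1 library 4 to 8 lists were lower in the livers and 5 to 11 higher in the xenografts. The sign of a mean changed in the livers for ATF4 targets (−0.20 to 0.43), cholesterol synthesis (−0.25 to 0.016), ribosomal proteins (−0.32 to 0.14), keratinocytes (−0.71 to 0.29), male-biased genes (−0.88 to 1.08), p53 targets (−0.24 to 0.043) and skeletal muscle (−0.46 to 1.15), and in the xenografts for AHR targets (−0.016 to 0.61), Cyp2 genes (−0.39 to 0.38), fatty acid oxidation (−0.13 to 0.19), female-biased genes (−0.15 to 0.40), hepatocyte identity (−0.18 to 0.41), interferon response (−0.62 to 0.0090), keratinocytes (−1.15 to 0.024) and p53 targets (−0.11 to 0.070). The correlation of the log2 fold changes between the models ran from −0.056 to 0.055.

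Of the values for single named genes and for lists, apart from the liver lists of DNA replication, mitosis, ribosome biogenesis, MYC-activated genes, fatty acid oxidation, hepatocyte identity, Cyp2 genes and cholesterol synthesis, 761 kept direction and call when 1 library was left out, 361 lost the call, 43 gained it and 20 changed sign. With DESeq2 119 were the same and 20 gained the call, with resubmission as a covariate 17 lost and 7 gained it, in one fit over 12 libraries 8 lost and 15 gained it, with no filter 11 lost and 1 gained it, and with the stricter filter 3 lost and 3 gained it. With library totals 4 lost it, 8 gained it and 2 changed sign. None changed with RLE factors (140), with Rn45s left out (132) or with a prior count of 0.5 (51). No paired analysis was possible because no 2 groups share animal numbers. The liver and xenograft comparisons share no control library. The depth limits the genes whose libraries on one diet are all at or under 3 counts, such as Serpina3c in the control tumors, for which the counts alone are given.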

Differences from the paper's values

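Of 28 values which the paper's text or figures give for these livers and which were also computed, 0 differed, taking as different a count more than 1.5 times the other and a log2 fold change of the other sign or farther off than its standard error.

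In the panels of Fig. 4h, 4i, 4k and S5k the paper shows genes as changed by the diet, and 12 of them did not reach an adjusted p of 0.05 with edgeR. Each changed in the paper's direction, and all 12 reached it with DESeq2, the tool which the paper's methods name. Other settings reached it too. In Fig. 4h this was Rpa3 (−1.04, adjusted p = 0.0529 with edgeR and 0.0165 with DESeq2) also with library totals, no filter on low counts, at least 10 counts in every library, resubmission as a covariate, one fit over 12 libraries, leaving out control mouse 102 and leaving out No-Trp mouse 108. In Fig. 4i it was Nhp2 (−0.99, adjusted p = 0.0991 with edgeR and 0.0465 with DESeq2) also with resubmission as a covariate, one fit over 12 libraries and leaving out No-Trp mouse 108, Nop56 (−1.29, adjusted p = 0.0601 with edgeR and 0.0115 with DESeq2) also with resubmission as a covariate, one fit over 12 libraries and leaving out control mouse 102, and Rmrp (−5.02, adjusted p = 0.0635 with edgeR and 0.00802 with DESeq2) also with resubmission as a covariate, one fit over 12 libraries and leaving out control mouse 102. In Fig. 4k it was Polr2f (−1.03, adjusted p = 0.0523 with edgeR and 0.0158 with DESeq2) also with library totals, at least 10 counts in every library, resubmission as a covariate, one fit over 12 libraries, leaving out control mouse 102 and leaving out No-Trp mouse 108, and Polr1c (−0.60, adjusted p = 0.0579 with edgeR and 0.0453 with DESeq2) also with library totals, resubmission as a covariate, one fit over 12 libraries and leaving out control mouse 102. In Fig. S5k it was Slc6a9 (1.11, adjusted p = 0.0712 with edgeR and 0.0295 with DESeq2) also with leaving out control mouse 102, Slc43a2 (0.81, adjusted p = 0.0688 with edgeR and 0.0462 with DESeq2) also with resubmission as a covariate, Slc38a5 (−3.90, adjusted p = 0.0508 with edgeR and 0.00149 with DESeq2) also with library totals and one fit over 12 libraries, Slc7a9 (−1.93, adjusted p = 0.0960 with edgeR and 0.0280 with DESeq2) also with leaving out No-Trp mouse 107, Slc7a5 (−1.56, adjusted p = 0.0546 with edgeR and 0.00634 with DESeq2) also with one fit over 12 libraries and leaving out No-Trp mouse 107, and Slc7a6 (−1.61, adjusted p = 0.0546 with edgeR and 0.00619 with DESeq2) also with one fit over 12 libraries, leaving out control mouse 102 and leaving out No-Trp mouse 107. Over all settings the adjusted p of these genes ranged from 0.00149 (Slc38a5) to 0.277 (Slc43a2).

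The paper's text counts 32 ribosome biogenesis genes in Fig. 4i, while the panel draws 30 bars. Of these 27 reached the adjusted p with edgeR, and all 30 were lower.

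The paper's overlaps with the genes changed by MYC, in Fig. 4e and 4f, each hold more genes than were called here in that direction by edgeR at both thresholds (1027 lower and 1311 higher). The number of lower genes exceeds the overlap of Fig. 4e with no threshold on the fold change (1697), with DESeq2 (1397), with library totals (1532), in one fit over 12 libraries (1317) and without control mouse 102 (1248). The number of higher genes exceeds that of Fig. 4f with no threshold on the fold change (1876), with DESeq2 (1646), with resubmission as a covariate (1399), in one fit over 12 libraries (1442) and without control mouse 102 (1959). The overlaps themselves need the WT livers, which are not analysed here.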

Other observations

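In this part the tests of the RNAs without a poly(A) tail that compare the histone genes, of muscle reads from other libraries, of host muscle and of AHR targets were chosen after the results they bear on had been seen and the others before, while the rules by which the values of all tests are read were revised after the values had been seen, so the readings are descriptive.

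Several technical explanations for the 2338 genes called in the livers were tested. Of the 10 splits of the 6 livers, 1 gave as many genes, the real one, and the other 9 gave 0, with 51 to 954 genes at an unadjusted p under 0.05 against 5901. A share of 0.1 is the lowest that 10 splits allow, so a grouping by coincidence stays open. After each library's trend with GC content and transcript length was taken out, 2537 genes were called, 2215 of them also called without the correction, with GC content and length known for 99.4% of the genes tested. These trends are therefore not the whole cause. Without control mouse 101, in which Rn45s was high, the median size of the log2 fold changes of the called genes was 1.47, against 1.56 with it, so ribosomal RNA in that library does not account for them. An effect of the diet, as the paper concludes, stays open beside it.

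Rmrp, which Fig. 4i shows, and Rpph1 are transcripts without a poly(A) tail. Their log2 fold changes were −5.02 (standard error 1.65, edgeR adjusted p = 0.0635) and −5.66 (standard error 1.72, edgeR adjusted p = 0.0522), and without control mouse 101 they were −2.53 (edgeR adjusted p = 0.188) and −3.10 (edgeR adjusted p = 0.134). Without control mouse 102 they had adjusted p-values of 0.0429 and 0.0343. Rpph1 was counted at 83.1 CPM in mouse 101 and at 9.98 and 0.674 CPM in mice 102 and 103. The 58 replication-dependent histone genes, whose mRNAs also lack a poly(A) tail, took 208 CPM in mouse 101, 2.14 times the mean of mice 102 and 103. In No-Trp mouse 108, the other resubmitted liver, they took 362 CPM. Carry-over of RNA without a poly(A) tail in the library of mouse 101 may account for part of the fall of Rmrp and Rpph1, and a fall of these RNAs on the No-Trp diet stays open.

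Changes in the mixture of cells could move the proliferation and hepatocyte genes of the livers. The paper reports fewer and smaller tumors in livers on the No-Trp diet (Fig. 3j). The share of tumor tissue in these samples was not measured here, so a change in that share stays open for both sets of genes. For erythroid precursors, 4 genes of the list had enough counts, too few for a list test, and their mean log2 fold change was −3.50 (standard error 0.94), larger than that of the mitosis list. Alas2 fell by 3.65 (edgeR adjusted p = 0.0202, and 0.0862 without control mouse 103, 0.0626 without No-Trp mouse 105 and 0.0797 without No-Trp mouse 107). In control mouse 101 the erythroid genes stood at −1.72 relative to the control mean, while the mitosis list stood at 0.0080. The globin genes, the most abundant transcripts of these cells, had at most 2 counts in each library, so the level of abundant transcripts that this explanation needs was not measured. Fewer erythroid precursors in the No-Trp livers may add to the lower proliferation genes. A lower share of immune cells stays open. Macrophage genes had a mean of 0.24 (standard error 0.36, camera adjusted p = 0.595), with 8 higher and 6 lower, which decides nothing, while all 10 neutrophil genes were lower, with a mean of −1.86 (standard error 0.94, camera adjusted p = 0.0176; 0.0532 without control mouse 103, and −1.17 with 0.0908 without No-Trp mouse 107), and 8 of 11 T and NK cell genes, with a mean of −0.39 (camera adjusted p = 0.308). For the higher hepatocyte genes, a fall common to all other cell types was not seen. Endothelial genes had a mean of 0.80 (standard error 0.28, camera adjusted p = 0.0145, fry adjusted p = 0.137). Without control mouse 101 it was 0.57 (camera adjusted p = 0.0649). Fibroblast and stellate cell genes (0.40, camera adjusted p = 0.618) and cholangiocyte genes (0.36, camera adjusted p = 0.328) did not fall. The erythroid and neutrophil genes did fall, so a lower share of some other cell types stays open as a cause. Single mice moved some of these means, to 0.060 without control mouse 101 and 0.54 without No-Trp mouse 107 for macrophages, −0.080 without No-Trp mouse 107 for T and NK cells, and 0.13 without control mouse 102 for cholangiocytes. The tested genes of these lists are expressed in the livers, and none of the endothelial, macrophage and neutrophil genes is in the paper's panels.

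Female-biased liver genes rose in these male mice. Of 20 expressed genes 19 were higher on the No-Trp diet, with a mean of 3.24 (standard error 0.36, camera adjusted p = 3.02e-08, fry adjusted p = 0.0114). Other lists share 5 of its genes and the panels 3, and several come from families with closely similar copies. If the rise were part of a general recovery of hepatocyte genes, male-biased genes would rise too. Their mean was −0.18 (standard error 1.27, camera adjusted p = 0.946), but control mouse 102 stood at 2.53 and mice 101 and 103 at −1.16 and −1.38. Without mouse 101 or 103 the mean was −0.76 or −0.88, and without mouse 102 it was 1.08 (camera adjusted p = 0.0149). Because the result turns on that mouse, recovery of hepatocyte genes and a change in the sex bias of the liver cannot be told apart.

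Fgf21 rose by 4.14 (edgeR adjusted p = 0.00713, and 0.0727 without control mouse 103) together with the fatty acid oxidation genes, as lower food intake could do. Fatty acid synthesis would then fall, and its mean was 0.67 (camera adjusted p = 0.139), or 1.02 without control mouse 102 (0.00686) and 0.88 without No-Trp mouse 108 (0.0397), and 0.42 without No-Trp mouse 107. Cholesterol synthesis had a mean of −0.11 (camera adjusted p = 0.550), and ranged from −0.25 to 0.016 with each mouse left out, the highest without control mouse 102 and the lowest without control mouse 103. The adjusted p for fatty acid synthesis and the sign for cholesterol synthesis turn on single mice, so food intake and other effects of the diet cannot be told apart. Food intake was not measured in these data. In normal mice the paper reports similar food intake on the control and No-Trp diets (Fig. 2k–m), which goes against lower intake in those mice. Among the genes of Fig. 1c, Tdo2 rose by 4.14 (standard error 1.05, edgeR adjusted p = 0.0342, and 0.0737 without control mouse 101, 0.0991 without control mouse 103, 0.0752 without No-Trp mouse 105, 0.122 without No-Trp mouse 107 and 0.0588 without No-Trp mouse 108). Afmid, which overlaps Tk1 on the other strand, rose by 2.19 (standard error 0.60, edgeR adjusted p = 0.0400, and 0.109 without control mouse 101, 0.122 without control mouse 103, 0.0825 without No-Trp mouse 105 and 0.145 without No-Trp mouse 107). The other Trp-metabolizing genes of that panel changed by 2.14 (Ido2, edgeR adjusted p = 0.193), 2.20 (Aadat, edgeR adjusted p = 0.0999), 0.95 (Kynu, edgeR adjusted p = 0.0582) and −0.10 (Qprt, edgeR adjusted p = 0.662). Without control mouse 102, Ido2 changed by 4.76 (edgeR adjusted p = 0.00227), Aadat by 3.70 (0.00710), Kynu by 1.29 (0.0138) and Tdo2 had an adjusted p of 6.57e-04, while in the other 5 such fits Ido2, Aadat and Kynu had at least 0.0637. The list of Trp-metabolizing enzymes had a mean of 1.31 over 13 genes (camera adjusted p = 0.0413, and 0.0649 without control mouse 101, 0.0817 without control mouse 103, 0.0654 without No-Trp mouse 107 and 0.0651 without No-Trp mouse 108).

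The aryl hydrocarbon receptor AHR binds metabolites of Trp, so its targets would fall if the diet lowered its activity. In the livers 9 of 11 targets were expressed, 8 were higher, and their mean was 1.11 (standard error 0.26, camera adjusted p = 0.0197, fry adjusted p = 0.0114). As a set, these targets therefore did not fall. The hepatocyte identity genes rose in the same livers, by 1.99, so the mean of the targets cannot tell AHR activity apart from that wider rise. Ahr itself rose by 1.42 (edgeR adjusted p = 0.0136, and 0.0833 without control mouse 103). In the xenografts the mean was 0.22 (standard error 0.42, camera adjusted p = 0.358), 0.61 without control mouse 40 (0.0280), −0.016 without control mouse 43 and −0.57 with resubmission as a covariate, so no direction can be given.

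Skeletal muscle genes rose in the xenografts on the No-Trp diet, with all 14 higher and a mean of 2.67 (standard error 0.82, camera adjusted p = 3.33e-10, fry adjusted p = 0.104), and control mouse 43 stood at 1.59 relative to the control mean. The same list differed between resubmitted and other livers, by −2.41 with the diet in the fit (camera adjusted p = 1.76e-16). The contractile genes took 21.3 CPM in the 4 livers that were not resubmitted and 27.7 CPM in the 3 No-Trp xenografts, a ratio of 0.769. They took 2.60 CPM in the 2 resubmitted livers. Among the control xenografts they took 0.635 CPM in mouse 40, which is not marked as resubmitted, and 1.16 and 7.37 CPM in the resubmitted mice 41 and 43. The livers are what would be seen with reads from a muscle library sequenced alongside the libraries that were not resubmitted, while control mice 40 and 43 go against it, and 1 library of each kind excludes nothing. Host muscle in the No-Trp tumors and such reads cannot be told apart, because the level in livers is close to that in the tumors and no No-Trp tumor was resubmitted.

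Of the other lists in the livers, autophagy (0.80, camera adjusted p = 4.01e-04) and circadian clock genes (0.91, camera adjusted p = 9.25e-04) were higher, with fry adjusted p-values of 0.0528 and 0.0528. Those with no difference at a camera adjusted p of 0.05 were, with mean and adjusted p, cytosolic ribosomal proteins (−0.12, 0.194), oncofetal (−0.98, 0.139), interferon response (−0.35, 0.328), acute phase (0.65, 0.224), p53 targets (−0.10, 0.618), skeletal muscle (0.37, 0.618) and keratinocytes (−0.27, 0.618). In the xenografts the lists past that p were DNA replication (0.14, 0.0412), fatty acid synthesis (1.14, 3.18e-06), cholesterol synthesis (0.26, 0.0250), acute phase (1.04, 0.00244), neutrophils (1.07, 5.31e-04) and autophagy (−0.26, 0.0324), and the others were ribosome biogenesis (0.080, 0.276), MYC-activated genes (0.080, 0.284), fatty acid oxidation (0.041, 0.779), hepatocyte identity (0.13, 0.674), oncofetal (−0.14, 0.284), Trp-metabolizing enzymes (0.18, 0.330), male-biased liver genes (0.39, 0.324), female-biased liver genes (0.20, 0.750), circadian clock (−0.16, 0.314), interferon response (−0.24, 0.202), p53 targets (0.0038, 0.747), endothelial cells (0.40, 0.176), macrophages (0.51, 0.176), T and NK cells (0.64, 0.324), fibroblasts and stellate cells (0.35, 0.276), cholangiocytes (0.22, 0.674) and Cyp2 genes (0.084, 0.674). Leaving out 1 mouse changed some of these calls, given here with the adjusted p. In the livers, cytosolic ribosomal proteins had 6.69e-04 without control mouse 102 and 0.0246 without No-Trp mouse 108, oncofetal had 0.0397 without No-Trp mouse 108, interferon response had 0.0248 without No-Trp mouse 108 and acute phase had 0.0403 without control mouse 102. Of the xenograft lists past that p, DNA replication had 0.103 without control mouse 41, 0.235 without control mouse 43, 0.620 without No-Trp mouse 36 and 0.0570 without No-Trp mouse 37, cholesterol synthesis had 0.203 without control mouse 41 and 0.823 without No-Trp mouse 37, acute phase had 0.0779 without control mouse 41, neutrophils had 0.0615 without control mouse 41 and autophagy had 0.0537 without control mouse 40, 0.0866 without control mouse 41 and 0.0776 without No-Trp mouse 37. Of the others, ribosome biogenesis had 0.00612 without No-Trp mouse 35, MYC-activated genes had 0.00861 without No-Trp mouse 35, male-biased liver genes had 0.00610 without No-Trp mouse 37, interferon response had 2.19e-07 without control mouse 43, endothelial cells had 0.0127 without No-Trp mouse 36, macrophages had 0.0386 without No-Trp mouse 37 and fibroblasts and stellate cells had 0.0422 without No-Trp mouse 36. The lists whose mean a single mouse moved by more than 1.5 times had, without the mouse of the number given, which moved it farthest, means of cytosolic ribosomal proteins 0.14 without 101, oncofetal −0.43 without 107, interferon response −0.67 without 108, acute phase 0.34 without 101, p53 targets 0.043 without 107, skeletal muscle −0.46 without 101 and keratinocytes 0.29 without 101 in the livers and of DNA replication 0.23 without 35, cholesterol synthesis 0.034 without 37, ribosome biogenesis 0.18 without 35, MYC-activated genes 0.17 without 35, fatty acid oxidation −0.13 without 41, hepatocyte identity −0.18 without 41, oncofetal −0.27 without 40, Trp-metabolizing enzymes 0.0043 without 41, male-biased liver genes 0.84 without 37, female-biased liver genes −0.15 without 41, circadian clock −0.025 without 36, interferon response −0.62 without 43, p53 targets −0.11 without 43, endothelial cells 0.19 without 40, T and NK cells 0.068 without 37, fibroblasts and stellate cells 0.024 without 40, cholangiocytes 0.44 without 40 and Cyp2 genes −0.39 without 41 in the xenografts. With resubmission as a covariate, DNA replication (0.044), cholesterol synthesis (0.11), acute phase (0.77) and autophagy (−0.28) were no longer past that p in the xenografts, with the means given, and fatty acid oxidation (−0.27), interferon response (−0.49), endothelial cells (0.82) and fibroblasts and stellate cells (0.98) passed it. These means rest on control mouse 40. Lists of B cells, erythroid cells and transcripts without a poly(A) tail had too few expressed genes in both models, and that of adipocytes in the livers. No explanation was tested for these lists.

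The paper reports lower MYC in the No-Trp livers in Fig. 4m from reads of the human transgene, which were not used here. Mouse Myc went from 597 ± 88.0 to 1459 ± 868 normalized counts in the livers (SD, n = 3 each; log2 fold change 1.29, standard error 0.44, edgeR adjusted p = 0.0705, and 0.0420 without No-Trp mouse 105). With each mouse left out its log2 fold change lay between 0.77 and 1.66, with an edgeR adjusted p of up to 0.183. With DESeq2 its adjusted p was 0.0195. Whether reads of the transgene were counted on it was not tested. In the xenografts it changed by −0.40 (edgeR adjusted p = 0.324). In the livers Max changed by −0.69 (edgeR adjusted p = 0.0299), Trp53 by −0.97 (edgeR adjusted p = 0.0222) and Nras by −0.78 (edgeR adjusted p = 0.0253), with adjusted p-values above 0.05 for each without control mouse 101, control mouse 103 or No-Trp mouse 105, and for Max without No-Trp mouse 107. For Max they were 0.0796 without control mouse 101, 0.101 without control mouse 103, 0.0893 without No-Trp mouse 105 and 0.0660 without No-Trp mouse 107, for Trp53 0.0611 without control mouse 101, 0.0905 without control mouse 103 and 0.0654 without No-Trp mouse 105, and for Nras 0.0671 without control mouse 101, 0.0957 without control mouse 103 and 0.0585 without No-Trp mouse 105. The paper shows higher SLC1A5 protein in Trp-starved livers by Western blot (Fig. 6j), while the Slc1a5 mRNA was lower in these livers by 1.73 on the log2 scale, and no protein was measured here. Its adjusted p was 0.0591 with edgeR, 0.0372 to 0.149 with edgeR with each mouse left out, and 0.00568 with DESeq2, the lowest of all alternatives. The paper also states that markers of autophagy and ATF4 were not affected (Fig. S5h, i). Their mRNA lists in these livers, which are a different measurement, had means of 0.80 and 0.13, or −0.20 for ATF4 targets without No-Trp mouse 108. As a check of the labels, Ddx3y had 1170 to 2121 counts in the livers of the male mice, and in the xenografts of female mice Xist had 1011 to 6552 and Ddx3y 13 to 37 counts. In the xenografts Trp53 had 314 to 628 counts and Nras 6410 to 12110.

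Over the 13481 genes tested in both models, the log2 fold changes of the diet had a Pearson r across genes of 0.00263, and 49.9% had the same sign. Genes are not independent replicates, and the SD over the 9 pairs of single No-Trp libraries was 0.0703 for r and 3.25 for the percentage. Of the genes called in the xenografts, 12 were also called in the livers, 7 of them in the same direction. Of the 25 DNA replication genes of Fig. 4h, 21 were higher in the xenografts on the No-Trp diet, with a median of 0.18, and 0 reached the adjusted p, with 4 higher and 1 lower at an unadjusted p under 0.05.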
